# SENP1 prevents steatohepatitis by suppressing RIPK1-driven apoptosis and inflammation

**DOI:** 10.1038/s41467-022-34993-0

**Published:** 2022-11-22

**Authors:** Lingjie Yan, Tao Zhang, Kai Wang, Zezhao Chen, Yuanxin Yang, Bing Shan, Qi Sun, Mengmeng Zhang, Yichi Zhang, Yedan Zhong, Nan Liu, Jinyang Gu, Daichao Xu

**Keywords:** Apoptosis, Sumoylation, Metabolic disorders

## Abstract

Activation of RIPK1-driven cell death and inflammation play important roles in the progression of nonalcoholic steatohepatitis (NASH). However, the mechanism underlying RIPK1 activation in NASH remains unclear. Here we identified SENP1, a SUMO-specific protease, as a key endogenous inhibitor of RIPK1. SENP1 is progressively reduced in proportion to NASH severity in patients. Hepatocyte-specific SENP1-knockout mice develop spontaneous NASH-related phenotypes in a RIPK1 kinase-dependent manner. We demonstrate that SENP1 deficiency sensitizes cells to RIPK1 kinase-dependent apoptosis by promoting RIPK1 activation following TNFα stimulation. Mechanistically, SENP1 deSUMOylates RIPK1 in TNF-R1 signaling complex (TNF-RSC), keeping RIPK1 in check. Loss of SENP1 leads to SUMOylation of RIPK1, which re-orchestrates TNF-RSC and modulates the ubiquitination patterns and activity of RIPK1. Notably, genetic inhibition of RIPK1 effectively reverses disease progression in hepatocyte-specific SENP1-knockout male mice with high-fat-diet-induced nonalcoholic fatty liver. We propose that deSUMOylation of RIPK1 by SENP1 provides a pathophysiologically relevant cell death-restricting checkpoint that modulates RIPK1 activation in the pathogenesis of nonalcoholic steatohepatitis.

## Abstract (web summary)

The receptor-interacting protein (RIPK1) promotes cell death and contributes to nonalcoholic steatohepatitis pathogenesis. Here the authors report that a SUMO-specific protease, SENP1, deSUMOylates RIPK1 and inhibits cell death in a mouse model of non-alcoholic fatty liver disease.

## Introduction

Nonalcoholic steatohepatitis (NASH) is a combination of hepatic steatosis, severe inflammation, and liver injury, and it often follows simple hepatic steatosis in nonalcoholic fatty liver disease (NAFLD)^1^. Hepatocellular death, characterized by swollen hepatocytes on liver biopsy, and hepatic inflammation are cardinal features of NASH^2,3^. Improving liver damage induced by hepatocellular death and preventing inflammation are major goals of NASH therapy^3^. Currently, there are no approved effective pharmacological therapies for NASH, and efforts to control the complications arising from the condition are far from satisfactory^4^. Considering that the pathogenesis of NASH is a complex process involving chronic inflammation and liver damage, the ideal drug target(s) should be signaling factor(s) that mediate these major pathophysiological pathways.

RIPK1 is a serine/threonine kinase that functions as a master upstream regulator of cell death and inflammation in cells stimulated by TNFα^5,6^. TNFα is an important pro-inflammatory cytokine that can induce hepatocellular death, and critically involved in the pathogenesis and disease progression of NASH^7–11^. Activation of RIPK1 downstream of TNFR1 signaling plays an important role in promoting programmed cell death via either necroptotic or apoptotic pathway^5,6^. In TNFα-stimulated cells, RIPK1 is rapidly recruited into the TNF-R1 signaling complex (TNF-RSC) where RIPK1 is extensively modulated by an intricate set of ubiquitination which collectively decides whether RIPK1 is to be activated^12–15^. Activation of RIPK1 kinase promotes much of the deleterious effects activated by TNFα in human diseases^5,6,16^. RIPK1 activation has been found in both mouse models of NASH and human patients with NASH^17,18^. Inhibition of RIPK1 kinase can reduce hepatic inflammation and liver damage in experimental NASH^17,18^, highlighting the importance of understanding the molecular mechanisms that control RIPK1 activation in NASH.

Conjugation of small ubiquitin-like modifier (SUMO) to a large number of substrates has been suggested to regulate numerous signaling pathways through alterations of its targeting protein functions^19^. The SUMO family is composed of SUMO1-3, in which SUMO2 and SUMO3 share 97% sequence identity and to form poly-SUMO chains^20,21^. SUMOylation has been proven to play key roles in the pathogenesis of NASH^22–25^, suggesting that controlling SUMOylation of key molecular targets may provide a promising avenue for NASH pharmacotherapies. SUMOylation can be readily reversed by a family of SUMO-specific proteases (SENPs), among which, SENP1 is largely responsible for the deconjugation of both SUMO1 and SUMO2/3 modifications in a large number of target proteins^26^. SENP1 is integrally involved in a variety of physiological processes, including hypoxia signaling^27^, angiogenesis^28^, and erythropoiesis^29^ via deSUMOylation of distinct targets. SENP1 has been shown to limit inflammatory response in type 1 diabetes, and fibrotic responses in liver fibrosis^30,31^. *Senp1*^−/−^ mice die around E14.5 due to fetal liver cell death, anemia and hypoplasia^27,29^. Although SENP1 functions in many different systems, its pathophysiological role has not been well defined.

In this study, we show that SENP1 serves an essential function in TNFR1 signaling to control the activation of RIPK1. SENP1 is markedly downregulated in the livers of individuals with NAFLD or NASH and that SENP1 absence from mouse hepatocytes hastens the development of spontaneous NASH-related phenotypes, including liver inflammation, lipid accumulation, liver damage, and fibrosis, in a RIPK1 kinase-dependent manner. SENP1 deficiency sensitizes cells to RIPK1 kinase-dependent apoptosis following TNFα stimulation, and genetic inactivation of RIPK1 by kinase-dead D138N knockin mutation rescues the cell death phenotype of *Senp1*^−/−^ fetal liver. We demonstrate that SENP1 directly binds to and deSUMOylates RIPK1 in vitro and in cells. We show that SUMOylation of RIPK1 at Lys550 in SENP1-deficient cells re-orchestrates TNF-RSC by reducing the recruitment of A20 whereas promoting that of LUBAC complex to TNF-RSC and modulates the ubiquitination patterns and activity of RIPK1. We also show that the SUMO E3 ligase PIAS1 is involved in performing SUMOylation on RIPK1 in SENP1-deficient cells. Moreover, liver-specific SENP1 knockout exaggerates hepatic inflammation and liver damage in high-fat-diet (HFD)-induced nonalcoholic fatty liver, which is suppressed by RIPK1-D138N mutation. Collectively, our data identify SENP1-mediated RIPK1 deSUMOylation as a pathophysiologically relevant cell death-restricting checkpoint in TNF-RSC and reveal a role for SENP1 in NASH pathogenesis.

## Results

### Reduced SENP1 expression in fatty liver is associated with the severity of NAFLD

Given an intimate association of SENP1 with inflammation and fibrosis, as well as the apparent functional role of SUMOylation in NASH, we hypothesized that SENP1 has a pivotal role in NASH pathogenesis as well. To evaluate whether SENP1 was involved in the progression of NAFLD, we first examined its expression in the livers of human subjects without NAFLD, with NAFLD and NASH. We found that the protein levels of SENP1 were substantially decreased in the livers of subjects with simple steatosis or NASH, as compared to that in the nonsteatotic controls (Fig. 1a). Furthermore, the NASH group had considerably lower SENP1 expression than the simple steatosis group (Fig. 1a). Moreover, hepatic SENP1 protein levels in human subjects were negatively correlated with NASH activity score (NAS), serum levels of alanine transaminase (ALT) and aspartate aminotransferase (AST) (Fig. 1b, c). In addition, expression of SENP1 in mouse liver was also markedly decreased through feeding with a high-fat diet (HFD) (Supplementary Fig. 1a).

**Fig. 1:**
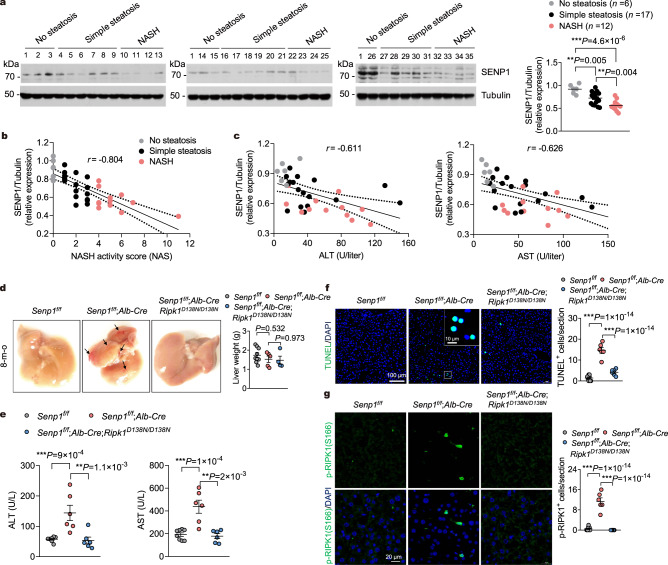
SENP1 is downregulated in fatty liver, deletion of SENP1 in hepatocytes causes RIPK1-dependent liver damage. **a** Western blots and quantification of SENP1 expression in the livers of individuals with non-steatosis (*n* = 6), simple steatosis (*n* = 17) or NASH (*n* = 12). Protein expression was normalized to Tubulin levels and shown as relative values. Pearson comparison analyses of the correlation between SENP1 protein levels and NASH activity score (NAS) (**b**), serum alanine transaminase (ALT), and aspartate aminotransferase (AST) concentrations (**c**). Two-tailed Spearman’s rank correlation coefficient analysis (*P* = 1 × 10^−14^) (**b**, **c**). **d** Gross appearance of livers from 8-month-old mice of indicated genotypes. Arrows indicate liver damage and inflammation. Representative images out of *n* = 9 (*Senp1*^f/f^), *n* = 5 (*Senp1*^f/f^;*Alb-Cre*), and *n* = 4 (*Senp1*^f/f^;*Alb-Cre*;*Ripk1*^D138N/D138N^) mice are represented. Liver weight of indicated genotypes is shown on right. **e** Serum levels of ALT and AST from 8-month-old mice of indicated genotypes (*n* = 8 for *Senp1*^f/f^, *n* = 6 for *Senp1*^f/f^;*Alb-Cre*, and *Senp1*^f/f^;*Alb-Cre*;*Ripk1*^D138N/D138N^). **f** Immunofluorescence images of p-S166 RIPK1 of liver sections from 8-month-old mice with indicated genotypes. Representative images out of *n* = 8 (*Senp1*^f/f^), *n* = 6 (*Senp1*^f/f^;*Alb-Cre* and *Senp1*^f/f^;*Alb-Cre*;*Ripk1*^D138N/D138N^) mice are represented. Graph depicting numbers of p-S166 RIPK1^+^ cells on liver sections of indicated genotypes. **g** Terminal deoxynucleotidyl transferase-mediated deoxyuridine triphosphate nick end labeling (TUNEL) assay was performed on liver sections from 8-month-old mice with indicated genotypes. Representative images out of *n* = 8 (*Senp1*^f/f^), *n* = 6 (*Senp1*^f/f^;*Alb-Cre* and *Senp1*^f/f^;*Alb-Cre*;*Ripk1*^D138N/D138N^) mice are represented. Graph depicting numbers of TUNEL^+^ cells on liver sections of indicated genotypes. Data are expressed as mean ± s.e.m. (**a**, **d**, **e**, **f**, **g**). One-way ANOVA, post hoc Dunnett’s test (**a**, **d**, **e**, **f**, **g**). Source data are provided as a Source Data file.

### Hepatocyte-specific SENP1-knockout mice develop spontaneous liver damage in RIPK1 kinase-dependent manner

We found that SENP1 is specifically reduced in hepatocytes during NAFLD (Supplementary Fig. 1b). we then generated hepatocyte-specific SENP1-knockout mice by crossing *Senp1*^*f/f*^ mice with *Albumin-Cre* (*Alb-Cre*) Tg mice to elucidate the function of SENP1 in NAFLD. The efficient deletion of SENP1 in hepatocytes was confirmed by immunoblot analysis of whole liver and isolated primary hepatocytes (Supplementary Fig. 1c, d). We found no mortality in the *Senp1*^*f/f*^;*Alb-Cre* mice up to eight months, at which time liver damage was observed under unstressed conditions (Fig. 1d). Hepatocytic damage can be directly measured by ALT and AST levels in serum^32^. We found that ALT and AST levels in the serum of *Senp1*^*f/f*^;*Alb-Cre* mice were elevated compared with that of *Senp1*^*f/f*^ mice (Fig. 1e). Moreover, we detected substantially increased apoptotic cells in *Senp1*^*f/f*^;*Alb-Cre* mice at eight months of age as determined by terminal deoxynucleotidyl transferase-mediated deoxyuridine triphosphate nick end labeling (TUNEL) staining (Fig. 1f).

Knockdown of SENP1 has been found in a focused genome-wide siRNA screen to sensitize to RIPK1-dependent cell death in mouse fibroblast L929 cells^33^ (Z-score = −3.88) (Supplementary Fig. 1e), suggesting a potential role of SENP1 in suppressing RIPK1 activation. Given the role of RIPK1 kinase in driving the progression of NASH in both mouse models and human patients, we next examined whether RIPK1 activation can be seen in *Senp1*^*f/f*^;*Alb-Cre* mice using p-S166 RIPK1 (activation biomarker of RIPK1^34–36^) immunostaining and immunoblotting. We detected RIPK1 activation as determined by substantial amount of p-S166 RIPK1 positive cells in liver sections of *Senp1*^*f/f*^;*Alb-Cre* mice and increased p-S166 RIPK1 in primary hepatocytes isolated from 8 months old *Senp1*^*f/f*^;*Alb-Cre* mice (Fig. 1g and Supplementary Fig. 1f). To address the function of RIPK1 activation in contributing to liver damage of *Senp1*^*f/f*^;*Alb-Cre* mice, we next generated *Senp1*^*f/f*^;*Alb-Cre*;*Ripk1*^*D138N/D138N*^ mice by crossing *Senp1*^*f/f*^;*Alb-Cre* mice with RIPK1 kinase-dead knock-in *Ripk1*^*D138N/D138N*^ mice^37^. We found that inactivating RIPK1 substantially prevented liver damage and hepatocellular death in *Senp1*^*f/f*^;*Alb-Cre*;*Ripk1*^*D138N/D138N*^ mice as compared with *Senp1*^*f/f*^;*Alb-Cre* mice (Fig. 1d–f). The death of hepatocytes is mainly apoptosis as determined by increased levels of cleaved caspase 3 (CC3) in SENP1-deficient hepatocytes, which is blocked in *Senp1*^*f/f*^;*Alb-Cre*;*Ripk1*^*D138N/D138N*^ hepatocytes (Supplementary Fig. 1f). However, we did not detect apparent signal of p-T231/S232 RIPK3, the hallmark of necroptosis^5,6^, by immunoblotting in SENP1-deficient hepatocytes (Supplementary Fig. 1f). Thus, RIPK1 activation promotes hepatocellular apoptosis in *Senp1*^*f/f*^;*Alb-Cre* mice.

### Deletion of SENP1 in hepatocytes causes RIPK1-driven inflammation, steatosis, and fibrosis

We next characterized the early effect of hepatic SENP1 deletion. We found increased inflammatory CD45^+^ cell infiltration in *Senp1*^*f/f*^;*Alb-Cre* mice at early stage (3 months of age) (Supplementary Fig. 1g). At 8 months of age, *Senp1*^*f/f*^;*Alb-Cre* mice displayed significant infiltration of CD45^+^ cells compared with control mice, which was suppressed by RIPK1-D138N mutation (Fig. 2a). Hepatic mRNA expression of inflammatory genes, including *Il1a/b*, *Tnf*, and *Cxcl1*, were increased in 3-month-old *Senp1*^*f/f*^;*Alb-Cre* mice compared with WT littermates (Supplementary Fig. 1h). We next conducted total liver RNA-seq to verify this result. 

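Livers from 3 *Senp1* f/f;*Alb-Cre* mice and 3 *Senp1* f/f mice were sequenced, one library per mouse. In *Senp1* f/f;*Alb-Cre* mice, Cre recombinase made under the albumin promoter removes the floxed *Senp1* exons in hepatocytes, and *Senp1* f/f mice lack Cre. The paper gives the age of these mice as 3 months, whereas the sample labels give 4 months. The genotype of each library is the one on its label. The methods and the labels also name different versions of the same mRNA library kit, V2 and V3. According to the methods, polyadenylated RNA was sequenced on an Illumina instrument and the reads were aligned to mm10 (GRCm38) with HiSat2. The authors then counted read pairs on the exons of each gene with featureCounts and deposited these counts without normalization. Between 968494 and 6334348 read pairs per library were counted, with a median of 1791859 in *Senp1* f/f mice and 3341055 in *Senp1* f/f;*Alb-Cre* mice. Mitochondrial features held 27.0% ± 0.492 (SD, n = 3) of the counts in *Senp1* f/f livers and 27.7% ± 2.69 (SD, n = 3) in *Senp1* f/f;*Alb-Cre* livers. The header of the deposited counts names GENCODE mouse release M26 as the annotation. Its gene positions, which the counts carry, mostly differ from those of GRCm38 (of 52056 nuclear features, 1454 have the same start). Laid as listed on GRCm38, 48312 of the 52056 nuclear features also present in the GRCm38 annotation covered no exon base of the gene they name. These 48312 features held 63.2% of all counts, and the 37 mitochondrial features, which all lay on the gene they name, held 19.4%. Each feature is therefore called by its listed name, so that the *Senp1* feature is the one listed as *Senp1*, and the gene whose GRCm38 exons it covered most is given beside it. Counts were scaled by edgeR's TMM method and are given as CPM, its scaled counts. The *Senp1* f/f;*Alb-Cre* and *Senp1* f/f livers were compared by edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the 7500 features that passed its filter on low counts. A feature was called when its fold change was above 1.5, the limit in the paper's legends, and its adjusted p-value was under 0.05. The labels give no sequencing batch, and no liver of one genotype is paired with a liver of the other.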

The gene transcriptional patterns from the livers of 3-month-old *Senp1*^*f/f*^;*Alb-Cre* mice showed dramatic changes compared to that of *Senp1*^*f/f*^ mice (Supplementary Fig. 1i). 

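Of the 7500 features tested, 393 were higher and 307 were lower in *Senp1* f/f;*Alb-Cre* than in *Senp1* f/f livers, which is 9.33% of those tested. With each of the 6 livers left out in turn, the number of higher features ranged from 236 to 497 and that of lower features from 174 to 460. Scaling by library totals alone gave more lower than higher features, 334 higher and 379 lower. Keeping only the features with at least 50% of their bases on the gene they name moved these numbers most, to 24 higher and 22 lower. Of the called features, 319 of the higher and 264 of the lower covered no exon base of the gene they name. The *Senp1* feature (ENSMUSG00000033075.18, chromosome 15 from 97936625 to 97991625) had 6.15 ± 3.43 CPM (SD, n = 3) in *Senp1* f/f and 4.65 ± 1.83 CPM in *Senp1* f/f;*Alb-Cre* livers. Its log2 fold change was -0.47 (standard error 0.44, adjusted p = 0.543, edgeR), and it covered none of the *Senp1* exons and 584 bases of *Col2a1*. Among the 5 called features with the smallest p-value in each direction, 2 lay wholly on the gene they name. The *Acnat2* feature fell from 764 ± 6.77 CPM (SD, n = 3) to 220 ± 10.8 CPM, a log2 fold change of -1.80 (standard error 0.09, adjusted p = 2.1e-12, edgeR). The *Atp6v0d2* feature rose from 42.1 ± 9.74 CPM (SD, n = 3) to 151 ± 8.28 CPM, a log2 fold change of 1.90 (standard error 0.15, adjusted p = 2.5e-09, edgeR). The *Gm15506* feature, which covered 1468 bases of *Tsku*, fell from 793 ± 37.5 CPM to 189 ± 14.8 CPM, with a log2 fold change of -2.07 (adjusted p = 6.7e-13, edgeR). The *Rbm6* feature, which covered 4273 bases of *Rbm5*, rose from 1224 ± 60.9 CPM to 3018 ± 220.4 CPM, with a log2 fold change of 1.30 (adjusted p = 7.7e-11, edgeR).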

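Features are listed under *Sharpin*, *Nfkb1*, *Tnfrsf1a* and *Tnfrsf9*, which encode a subunit of a ubiquitin ligase complex, a subunit of NF-κB and 2 receptors of the TNF receptor family. All 4 were called higher in *Senp1* f/f;*Alb-Cre* than in *Senp1* f/f livers, and none covered an exon base of the gene it names on GRCm38. The *Sharpin* feature (ENSMUSG00000022552.17, chromosome 15 from 76231240 to 76235311) had 52.0 ± 4.72 CPM (SD, n = 3) in *Senp1* f/f;*Alb-Cre* and 28.3 ± 0.519 CPM in *Senp1* f/f livers. The log2 fold change was 0.89 (standard error 0.16, adjusted p = 0.000476, edgeR), and the feature covered 1449 bases of *Parp10*. For *Nfkb1* (ENSMUSG00000028163.18, chromosome 3 from 135290416 to 135397308), the listed feature had 44.9 ± 4.95 CPM (SD, n = 3) against 17.5 ± 6.05 CPM. This was a log2 fold change of 1.41 (standard error 0.21, adjusted p = 3.8e-05, edgeR), over 880 bases of *Slc9b2*. For *Tnfrsf1a* (ENSMUSG00000030341.18, chromosome 6 from 125326325 to 125339447), it had 54.6 ± 5.50 CPM (SD, n = 3) against 21.9 ± 4.76 CPM. This gave a log2 fold change of 1.25 (standard error 0.18, adjusted p = 2.35e-05, edgeR), over 355 bases of *Scnn1a*. For *Tnfrsf9* (ENSMUSG00000028965.14, chromosome 4 from 150999019 to 151030559), it had 52.9 ± 4.13 CPM (SD, n = 3) against 22.9 ± 3.64 CPM. Its log2 fold change was 1.21 (standard error 0.17, adjusted p = 2.5e-05, edgeR), over 1621 bases of *Per3*. *Per3* is a clock gene, and time of day at collection could not be excluded as a source of this difference. For each of the 4 features, the lowest *Senp1* f/f;*Alb-Cre* liver was above the highest *Senp1* f/f liver. With all libraries thinned to the smallest, an alternative chosen after seeing the data, the *Sharpin* feature was not called (log2 fold change 0.59, adjusted p = 0.101). Over-representation was tested by a one-sided hypergeometric (Fisher's exact) test in 15 Reactome gene sets, with Benjamini-Hochberg adjustment over the 15 sets. The background was the 2095 genes tested in adult livers that belong to any Reactome set, of which 102 were called higher. Features were placed in the sets by their listed names. None of the 15 sets passed among the higher genes, and none had an unadjusted p-value under 0.05. The apoptosis set held 2 called genes of 50, with 2.43 expected by chance (adjusted p = 0.761). The TNF signaling set held 1 of 4 (adjusted p = 0.730), and the cytokine signaling set held 6 of 89, with 4.33 expected (adjusted p = 0.730). The GO terms of the paper's gene set enrichment were not analysed here.

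**Figure D1:**
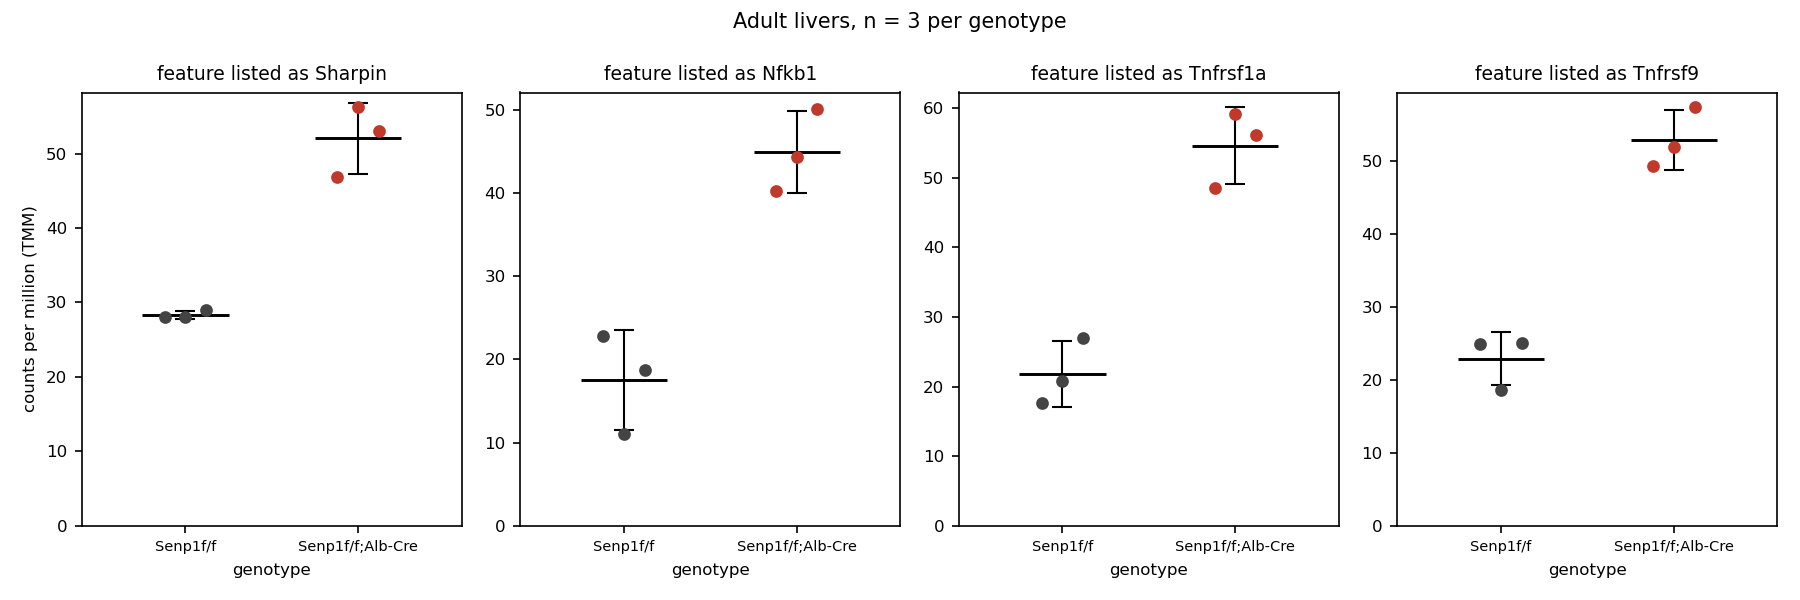
Scaled counts (CPM, TMM) of the features listed as *Sharpin*, *Nfkb1*, *Tnfrsf1a* and *Tnfrsf9* in adult livers by genotype, with one point per mouse, horizontal lines at the mean and bars of 1 SD (n = 3). In each panel the 3 *Senp1* f/f;*Alb-Cre* livers lie above the 3 *Senp1* f/f livers.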

Gene ontology (GO) analysis showed that hepatic SENP1 deficiency led to significant increase in the expression levels of those genes involved in mediating inflammatory response, such as TNFR1 signaling and NF-κB pathway (genes including *Sharpin*, *Nfkb1*, *Tnfrsf1a*, and *Tnfrsf9*), and apoptotic process (Fig. 2b and Supplementary Fig. 1j). In addition, multiple homeostatic and metabolic pathways were downregulated in *Senp1*^*f/f*^;*Alb-Cre* mice (Supplementary Fig. 1k). 

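Among the genes called lower in *Senp1* f/f;*Alb-Cre* livers (82 in the Reactome background), 1 of the 15 sets was over-represented. It was bile acid and bile salt metabolism, with 4 called genes of 13 and 0.509 expected by chance (adjusted p = 0.0179, Fisher's exact test). The same set did not pass when limma's camera test replaced the over-representation test (adjusted p = 0.767). Nor did it pass when features were summed by the GRCm38 gene they cover, where it held 3 of 14 genes (adjusted p = 0.457). The set of lipid and lipoprotein metabolism held 11 called genes of 185, with 7.24 expected (adjusted p = 0.383). The set of the citric acid cycle and respiratory electron transport held 1 of 50. The paper sequenced these livers to verify the higher mRNA levels of inflammatory genes. From the GO terms raised in *Senp1* f/f;*Alb-Cre* livers, it concludes that loss of SENP1 in the liver increased the expression of genes of the inflammatory response and of apoptosis.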

Strikingly, the up-regulation of these pro-inflammatory genes, including *Tnf*, *Il1a/b*, *Cxcl1*, *Ccl2*, and *Ccl5* were restored to that of *Senp1*^*f/f*^ control levels in *Senp1*^*f/f*^;*Alb-Cre*;*Ripk1*^*D138N/D138N*^ livers and primary hepatocytes (Fig. 2c and Supplementary Fig. 1l).

**Fig. 2:**
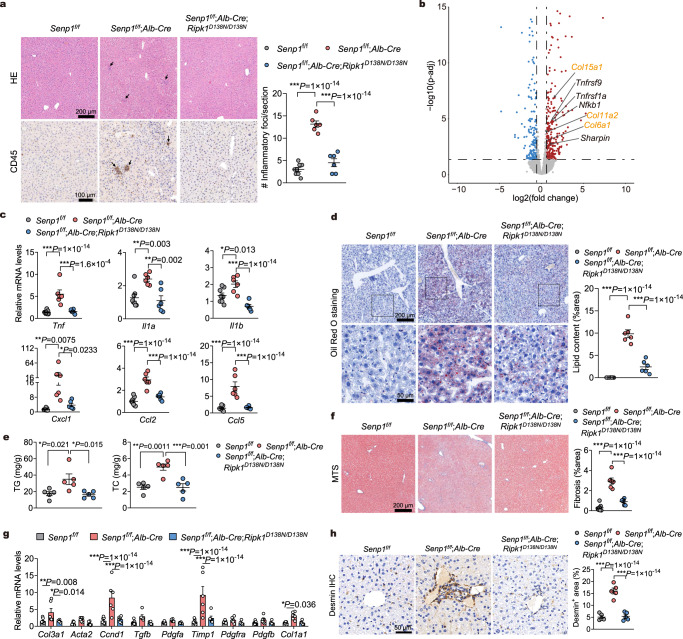
Deletion of SENP1 in hepatocytes causes RIPK1-driven inflammation, steatosis, and fibrosis. **a** Hematoxylin and eosin (HE) staining and immunohistochemistry (IHC) of CD45 of liver sections from 8-month-old mice of indicated genotypes. Representative images out of *n* = 8 (*Senp1*^f/f^), *n* = 6 (*Senp1*^f/f^;*Alb-Cre* and *Senp1*^f/f^;*Alb-Cre*;*Ripk1*^D138N/D138N^) mice are represented. Arrows indicate infiltration of macrophages. Graph depicting numbers of CD45^+^ foci on liver sections of indicated genotypes. **b** Volcano plots showing fold-change and *P*-value for the comparison of 3-month-old *Senp1*^f/f^;*Alb-Cre* livers versus *Senp1*^f/f^ livers (*n* = 3). Differentially expressed genes (fold change >1.5, *P* value < 0.05) are depicted in red (upregulated) and blue (downregulated). Representative genes associated with inflammatory response (TNFα signaling, black) and fibrosis (collagen, yellow) are highlighted. **c**, Quantitative reverse transcription-polymerase chain reaction (RT-PCR) analysis of the mRNA expression of cytokines and chemokines from livers of 8-month-old mice of indicated genotypes (*n* = 8 for *Senp1*^f/f^, *n* = 6 for *Senp1*^f/f^;*Alb-Cre* and *Senp1*^f/f^;*Alb-Cre*;*Ripk1*^D138N/D138N^). **d** Oil Red O staining of lipids in liver sections from 8-month-old mice of indicated genotypes. Representative images out of *n* = 8 (*Senp1*^f/f^), *n* = 6 (*Senp1*^f/f^;*Alb-Cre* and *Senp1*^f/f^;*Alb-Cre*;*Ripk1*^D138N/D138N^) mice are represented. Graph depicting percentage of lipid content on liver sections of indicated genotypes. **e** Triglyceride (TG) and total cholesterol (TC) concentrations in the livers of mice from the indicated groups (*n* = 5). **f** Representative images of Masson’s trichrome stained (MTS) liver sections from 8-month-old mice of indicated genotypes. Representative images out of *n* = 8 (*Senp1*^f/f^), *n* = 6 (*Senp1*^f/f^;*Alb-Cre* and *Senp1*^f/f^;*Alb-Cre*;*Ripk1*^D138N/D138N^) mice are represented. Graph depicting percentage of fibrosis area on liver sections of indicated genotypes. **g** Quantitative RT-PCR analysis of the mRNA expression of fibrogenic parameters from livers of 8-month-old mice of indicated genotypes (*n* = 8 for *Senp1*^f/f^, *n* = 6 for *Senp1*^f/f^;*Alb-Cre* and *Senp1*^f/f^;*Alb-Cre*;*Ripk1*^D138N/D138N^). **h** Immunohistochemistry of hepatic stellate cells (HSC) marker Desmin in the livers of indicated genotypes. Representative images out of *n* = 5 mice for each genotype are represented. Data are expressed as mean ± s.e.m. (**a**, **c**–**h**). One-way ANOVA, post hoc Dunnett’s test (**a**, **c**–**h**). Source data are provided as a Source Data file.

Hepatic inflammation has been shown to promote steatosis in NAFLD. We found that *Senp1*^*f/f*^;*Alb-Cre* mice displayed steatosis, as determined by oil red O (ORO) staining, as early as at 3-month of age (Supplementary Fig. 1m), and remained elevated at 8 months old (Fig. 2d). The deposition of lipid in *Senp1*^*f/f*^;*Alb-Cre* livers and primary hepatocytes was further confirmed by measuring hepatic concentrations of triglyceride (TG) and total cholesterol (TC) (Fig. 2e and Supplementary Fig. 1n). Interestingly, inhibition of RIPK1 in *Senp1*^*f/f*^;*Alb-Cre*;*Ripk1*^*D138N/D138N*^ mice strongly suppressed steatosis (Fig. 2d, e and Supplementary Fig. 1n).

Hepatocytic damage and liver inflammation are known to activate hepatic stellate cells (HSC), which then release extracellular matrix proteins, including collagen, to promote the formation of fibrotic scars^38–40^. 

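In the adult livers, the features listed as *Col11a2*, *Col6a1* and *Col15a1* all had higher means in *Senp1* f/f;*Alb-Cre* than in *Senp1* f/f mice, and *Col6a1* was not called. The *Col15a1* feature (ENSMUSG00000028339.18, chromosome 4 from 47208161 to 47313167) had all of its 6349 bases on *Col15a1* exons of GRCm38. It had 75.7 ± 9.47 CPM (SD, n = 3) in *Senp1* f/f;*Alb-Cre* and 27.3 ± 8.45 CPM in *Senp1* f/f livers, a log2 fold change of 1.37 (standard error 0.18, adjusted p = 6.0e-06, edgeR). The *Col11a2* feature (ENSMUSG00000024330.18, chromosome 17 from 34258411 to 34285659) covered no *Col11a2* exon and 1433 bases of *H2-Aa*. It had 207 ± 8.86 CPM (SD, n = 3) against 135 ± 16.7 CPM, a log2 fold change of 0.64 (standard error 0.11, adjusted p = 0.000176, edgeR). Its log2 fold change dropped below the limit, to 0.51, without the *Senp1* f/f liver of replicate 30, and to 0.58 when libraries were scaled by their totals alone. The *Col6a1* feature (ENSMUSG00000001119.8, chromosome 10 from 76544626 to 76562002) covered no *Col6a1* exon and 1882 bases of *Lss*. It had 222 ± 75.4 CPM (SD, n = 3) against 125 ± 14.7 CPM, a log2 fold change of 0.84 (standard error 0.27, adjusted p = 0.119, edgeR). Under the alternatives tried, the adjusted p-value of *Col6a1* ranged from 9.8e-08 to 0.284. With each liver left out in turn it ranged from 0.000939 to 0.318, and the feature was called without the *Senp1* f/f;*Alb-Cre* liver of replicate 33. Among the higher genes, the Reactome set of collagen formation held 3 of 31 by listed names, with 1.51 expected (adjusted p = 0.730, Fisher's exact test). Summing features by the GRCm38 gene they cover was an alternative chosen after seeing the data. There *Col1a1* was called higher (log2 fold change 0.74, adjusted p = 0.0396, edgeR). *Col1a2* was not called there (log2 fold change 0.38, adjusted p = 0.172, edgeR).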

We noted that in the livers of *Senp1*^*f/f*^;*Alb-Cre* mice at 3 months of age, the mRNA levels of fibrillary collagen, including *Col11a2*, *Col6a1*, and *Col15a1*, were increased compared with *Senp1*^*f/f*^ mice (Fig. 2b). The fibrillary collagen deposition in the livers of *Senp1*^*f/f*^;*Alb-Cre* mice was confirmed by Masson’s trichrome staining (MTS) (Fig. 2f and Supplementary Fig. 1o). Because inhibition of RIPK1 in *Senp1*^*f/f*^;*Alb-Cre*;*Ripk1*^*D138N/D138N*^ mice suppressed hepatocytic damage and liver inflammation, we found that the deposition of collagen in *Senp1*^*f/f*^;*Alb-Cre*;*Ripk1*^*D138N/D138N*^ mice were also reduced (Fig. 2f). In addition, mRNA expression of fibrogenic parameters, which were upregulated in the livers of *Senp1*^*f/f*^;*Alb-Cre* mice when compared with that of controls, were reduced in the livers of *Senp1*^*f/f*^;*Alb-Cre*;*Ripk1*^*D138N/D138N*^ mice (Fig. 2g). We next analyzed the expression of Desmin, the marker of HSC, in the livers of mice. Consistent with the upregulation of the HSC activation genes *Col1a1*, and *Col3a1*, the numbers of HSC were increased in *Senp1*^*f/f*^;*Alb-Cre* mice compared with that of *Senp1*^*f/f*^ mice, which was also reduced in *Senp1*^*f/f*^;*Alb-Cre*;*Ripk1*^*D138N/D138N*^ mice (Fig. 2h). These results indicate that HSC activation induced by liver injury and inflammation in *Senp1*^*f/f*^;*Alb-Cre* mice were regulated by RIPK1 kinase activity. Thus, these above results demonstrated the essential role of RIPK1 kinase activity in mediating liver inflammation and damage, including steatosis and fibrosis, under a hepatocyte-specific SENP1-deficiency condition.

We next determined whether the effect of SENP1 in preventing steatohepatitis and liver damage depends on its deSUMOylation activity. To this end, we used liver-specific adeno-associated virus (AAV) to reconstitute WT and catalytically inactive C599S mutant of murine SENP1 in the lives of 2 months old *Senp1*^*f/f*^;*Alb-Cre* mice, respectively. After AAV infection for 2 months (Supplementary Fig. 2a), we detected RIPK1 activation in livers of *Senp1*^*f/f*^;*Alb-Cre*;*Senp1*-C599S (SENP1-C599S) mice, but not that of SENP1-WT mice (Supplementary Fig. 2b). Consistently, SENP1-C599S but not SENP1-WT livers showed CC3^+^ cells (Supplementary Fig. 2c). SENP1-C599S livers also showed elevated inflammatory cytokine production than that of SENP1-WT livers (Supplementary Fig. 2d). SENP1-C599S but not SENP1-WT livers display apparent steatosis (Supplementary Fig. 2e). Taken together, these results suggest that the deSUMOylation activity of SENP1 is important in suppressing RIPK1 activation, and subsequent apoptosis, inflammation, and steatosis.

### SENP1 deficiency promotes RIPK1 activation and cell death

To further support the role of SENP1 in suppressing RIPK1 activation, we used short interfering RNAs (siRNAs) to knock down 14 rate-limiting proteins that are involved in SUMOylation process, including six SUMO-specific proteases, five SUMO E3 ligases, and SUMO1/2/3, in mouse embryonic fibroblast cells (MEFs) stimulated with TNFα/TAK1 inhibitor 5Z-7-Oxozeaenol (5z7) to induce RIPK1-dependent apoptosis (RDA)^41,42^. Consistent with previous study^33^, SENP1 knockdown (KD) greatly sensitized cells to RDA (Fig. 3a and Supplementary Fig. 3a), which was also confirmed in cells expressing SENP1-specific short hairpin RNA (shRNA) (Supplementary Fig. 3b). The death of SENP1-KD MEFs induced by TNFα/5z7 was fully protected by RIPK1 kinase inhibitor necrostatin-1s (Nec-1s)^35^ (Supplementary Fig. 3c). SENP1 KD enhanced RIPK1 activation, as shown by increased activation biomarker p-S166 RIPK1, and apoptosis as shown by increased levels of the cleaved-caspase-3 (CC3) (Supplementary Fig. 3d). Thus, SENP1 KD promotes RIPK1 activation and RDA in response to pro-RDA stimuli.

**Fig. 3:**
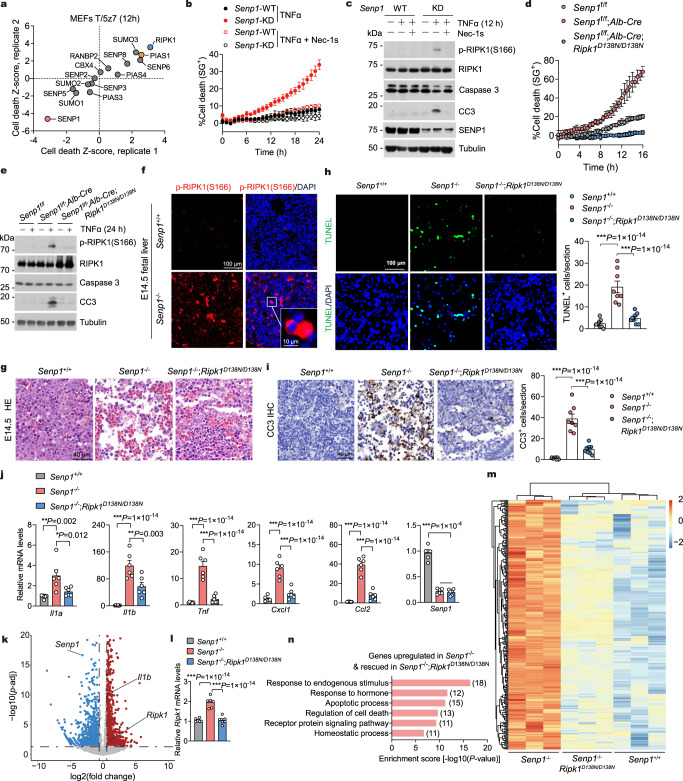
SENP1 suppresses RIPK1-dependent apoptosis during embryonic fetal liver development. **a** MEFs were transfected with siRNA pools targeting 14 rate-limiting enzymes/proteins that are involved in SUMOylation process for 48 h followed by treatment with TNFα (T, 1 ng/ml) and (5Z)−7-oxozeaeno (5z7, 100 nM) and cultured for an additional 12 h to induce cell death. Cell death was then measured and Z-score was calculated as described. The screen hits were selected based on the median Z-score of the duplicate plates with cut-offs set at Z-score >2 or <−2. Blue, RIPK1 (positive control). Red, SENP1. Yellow, PIAS1. MEFs (**b**, **c**) and primary hepatocytes derived from 2-m-o mice (**d**, **e**) were treated with 10 ng/ml TNFα in the presence or absence of Nec-1s (10 μM) for indicated time. Cell death was measured as a function of time by SytoxGreen positivity assay (**b**, **d**). The levels of p-S166 RIPK1 and cleaved caspase-3 (CC3) were determined by immunoblotting (**c**, **e**). Liver sections from E14.5 embryos of indicated genotype were immunostained for p-S166 RIPK1 (**f**) and stained for HE (**g**). TUNEL assay (**h**) and CC3 IHC (**i**) were performed on E14.5 liver sections of indicated genotypes. **j** Quantitative RT-PCR analysis of the mRNA expression of cytokines and chemokines in E14.5 livers of indicated genotypes (*n* = 6). **k** Volcano plots showing fold-change and *P*-value for the comparison of E14.5 *Senp1*^−/−^ fetal livers versus E14.5 *Senp1*^+/+^ fetal livers (*n* = 3). Differentially expressed genes (fold change >1.5, *P* value <0.05) are depicted in red (upregulated) and blue (downregulated). **l** Quantitative RT-PCR analysis of the mRNA expression of *Ripk1* (*n* = 6). Heatmap (**m**) and gene ontology (GO) analysis (**n**) of 278 genes that are upregulated in E14.5 *Senp1*^−/−^ fetal livers (vs *Senp1*^+/+^ fetal livers) and downregulated in *Senp1*^−/−^;*Ripk1*^D138N/D138N^ fetal livers (vs *Senp1*^−/−^ fetal livers) (*n* = 3). *n* = 8 embryos (**f**–**i**), *n* = 3 biologically independent experiments (**b**–**e**). Data are represented as mean ± s.d. (**b**, **d**), and mean ± s.e.m. (**h**, **i**, **j**, **l**). One-way ANOVA, post hoc Dunnett’s test (**h**, **i**, **j**, **l**). Source data are provided in Source Data file.

The activation of RIPK1 in a kinase-independent manner can promote cell survival mediated by NF-κB pathway; alternatively, the activation of RIPK1 kinase drives cell death and inflammation under certain conditions in response to TNFα stimulation^6^. We found that SENP1 KD has minor effect on NF-κB and MAPK pathway activation in TNFα-treated MEFs (Supplementary Fig. 3e). Interestingly, SENP1 KD sensitized to cell death induced by TNFα alone, a condition that cannot induce the death of wild-type (WT) MEFs (Fig. 3b and Supplementary Fig. 3f, g). SENP1 KD enhanced RIPK1 activation and apoptosis in response to TNFα stimulation, as marked by p-S166 RIPK1 and CC3, respectively (Fig. 3c). In addition, SENP1 deficiency in primary hepatocytes also enhanced RIPK1 activation and sensitized to apoptosis induced by TNFα alone (Fig. 3d, e). Thus, SENP1 deficiency unusually sensitized cells to RDA when stimulated with TNFα alone.

Cycloheximide (CHX) blocks the translation downstream of NF-κB pathway activated by TNFα and promotes RIPK1-independent apoptosis (RIA) of WT MEFs when treated with TNFα, which cannot be blocked by RIPK1 inhibitor Nec-1s^43,44^ (Supplementary Fig. 4a). In contrast, SENP1-KD MEFs showed greater levels of cell death in response to TNFα/CHX, which was blunted by treatment with Nec-1s (Supplementary Fig. 4a). Furthermore, TNFα/CHX-treated SENP1-KD MEFs, but not WT MEFs, induced p-S166 RIPK1 (Supplementary Fig. 4b). Thus, SENP1 KD not only sensitizes cells to RDA induced by TNFα alone, but also converts RIA induced by TNFα/CHX into RDA.

When caspases are inhibited by the pan-caspase inhibitor zVAD.fmk (zVAD), the kinase activity of RIPK1 is activated to interact with RIPK3 to induce the formation of a RIPK1/RIPK3 complex (known as necrosome) and the activated RIPK3 in turn mediates the phosphorylation of MLKL to promote the execution of necroptosis^45^. We found that SENP1 KD greatly sensitized cells to TNFα/CHX/zVAD-induced necroptosis (Supplementary Fig. 4c). The increased sensitivity of SENP1-KD MEFs to necroptosis was also marked by the increased levels of the necroptotic biomarkers p-S166 RIPK1, p-T231/S232 RIPK3, and p-S345 MLKL relative to that of WT MEFs (Supplementary Fig. 4d). Consistent with increased activation of necroptosis, we found that SENP1-KD MEFs showed more necrosome formation than that of WT MEFs (Supplementary Fig. 4e). Thus, SENP1 KD promotes RIPK1 activation in TNFR1 signaling and SENP1-KD cells are hypersensitized to RIPK1-dependent forms of cell death mediated by TNFα.

### SENP1 suppresses RIPK1 activation during embryonic fetal liver development

Since SENP1 deficiency in mice leads to embryonic lethality due to massive fetal liver apoptosis and anemia after post-coital day E14.5^27^, we considered the possibility that RIPK1 activation might contribute to the cell death phenotype of SENP1-deficient mice. We detected substantial increases in activated p-S166 RIPK1^+^ cells throughout *Senp1*^*−/−*^ fetal liver (Fig. 3f and Supplementary Fig. 5a). We then generated *Senp1*^*−/−*^;*Ripk1*^*D138N/D138N*^ mice to study the contribution of abnormal activation of the kinase activity of RIPK1 to the liver apoptosis phenotype of *Senp1*^*−/−*^ mice. We performed histological analysis and TUNEL assays to sections from E14.5 WT and *Senp1*^−/−^ embryos. *Senp1*^*−/−*^ embryos showed severe liver degeneration with a large number of TUNEL^+^ cells (Fig. 3g, h). *Senp1*^*−/−*^ fetal livers exhibited activated caspase-3 as assessed by immunohistochemistry of CC3 throughout the liver (Fig. 3i). Interestingly, these hallmarks of apoptosis were largely blocked by RIPK1-D138N mutation (Fig. 3g–i).

We also observed significant increases in the levels of pro-inflammatory cytokines and chemokines in *Senp1*^*−/−*^ fetal livers, including *Il1a/b*, *Tnf*, *Cxcl1*, and *Ccl2*, which were reduced in *Senp1*^*−/−*^;*Ripk1*^*D138N/D138N*^ embryos (Fig. 3j). We next analyzed the expression profile of E14.5 fetal livers by RNA sequencing (RNA-seq). 

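Livers of 3 *Senp1*+/+, 3 *Senp1*-/- and 3 *Senp1*-/-;*Ripk1* D138N/D138N embryos at E14.5 were sequenced, one library per embryo, and each genotype is the one on the library's label. *Ripk1* D138N encodes RIPK1 without kinase activity. As for the adult livers, the authors deposited unnormalized counts of read pairs on features whose listed positions mostly differ from those of GRCm38. Total counts per library ranged from 1201126 to 1443995 in *Senp1*+/+, from 1232867 to 1504955 in *Senp1*-/- and from 2189823 to 4254351 in *Senp1*-/-;*Ripk1* D138N/D138N livers. The medians were 1419347, 1484976 and 3151372. The 3 genotypes were fitted together, and 8462 features passed the filter on low counts. The TMM factors lay at 1.10 in *Senp1*+/+ livers, between 0.870 and 0.884 in *Senp1*-/- livers and between 1.03 and 1.04 in *Senp1*-/-;*Ripk1* D138N/D138N livers. The labels give neither the litter nor the sex of an embryo. The paper counts offspring from intercrosses of parents that carry *Ripk1* D138N/D138N. If the sequenced *Senp1*-/-;*Ripk1* D138N/D138N embryos came from such crosses, they shared no litter with embryos of wild-type *Ripk1*. Litter could then not be told apart from the mutation in any comparison with these livers. The feature listed as *Senp1* covered none of the *Senp1* exons on GRCm38. With features summed by the GRCm38 gene they cover, *Senp1* was called higher in *Senp1*-/- than in *Senp1*+/+ livers (log2 fold change 2.10, standard error 0.23, adjusted p = 1.6e-08, edgeR). It was called lower in *Senp1*-/-;*Ripk1* D138N/D138N than in *Senp1*-/- livers (log2 fold change -2.58, standard error 0.21, adjusted p = 1.5e-10, edgeR). The genotypes were therefore not verified from these counts.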

Compared to WT fetal livers, *Senp1*^*−/−*^ fetal livers showed markedly elevated expression of genes involved in apoptotic process and immune response, which is in line with the increased levels of cell death and pro-inflammatory cytokines and chemokines in *Senp1*^*−/−*^ fetal livers (Supplementary Fig. 5b, c). 

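Of the 8462 features tested, 1089 were higher and 1760 were lower in *Senp1*-/- than in *Senp1*+/+ livers, 33.7% of those tested. With each of the 9 livers left out in turn, 1027 to 1161 features were higher and 1610 to 1803 were lower. Scaling by library totals alone gave 460 higher and 3069 lower, and keeping only the features with at least 50% of their bases on the gene they name gave 52 and 125, the largest move. Of the called features, 914 of the higher (83.9%) and 1392 of the lower (79.1%) covered no exon base of the gene they name. The 5 higher features with the smallest p-values were the mitochondrial *mt-Co1*, *mt-Cytb*, *mt-Nd1*, *mt-Nd4* and *mt-Nd5*, each on its own gene. The *mt-Co1* feature (ENSMUSG00000064351.1) had 69349 ± 893 CPM (SD, n = 3) in *Senp1*-/- and 23403 ± 331 CPM in *Senp1*+/+ livers. The log2 fold change was 1.57 (standard error 0.04, adjusted p = 2.3e-25, edgeR). Among the 5 lower features with the smallest p-values, that listed as *Peg3* had 6743 of its 13616 bases on *Peg3* exons. It had 467 ± 65.4 CPM (SD, n = 3) in *Senp1*-/- against 1615 ± 37.6 CPM in *Senp1*+/+ livers, a log2 fold change of -1.79 (standard error 0.07, adjusted p = 3.7e-19, edgeR). The *Myh1* feature, over 738 bases of *Myh3*, had 216 ± 23.8 CPM (SD, n = 3) in *Senp1*+/+ livers and 0.564 ± 0.496 CPM in *Senp1*-/- livers. Markers of muscle also had counts almost only in *Senp1*+/+ samples, so tissue next to the liver may be a source of such falls. The *Igfbp2* feature, over 230 bases of *Igfbp5*, had 137.9 ± 3.16 CPM in *Senp1*+/+ and 4.16 ± 2.25 CPM in *Senp1*-/- livers, a log2 fold change of -5.05 (adjusted p = 1.0e-17, edgeR). Among the 268 higher genes of the 2310 in the Reactome background, the apoptosis set held 8 of 60, with 6.96 expected by chance (adjusted p = 0.769, Fisher's exact test). The cytokine signaling set held 11 of 96, with 11.1 expected (adjusted p = 0.769), and the innate immune set held 22 of 191, with 22.2 expected. The TNF signaling set held 2 of 3 (unadjusted p = 0.0372, adjusted p = 0.279, Fisher's exact test). The set that passed was the citric acid cycle and respiratory electron transport, with 20 of 52 and 6.03 expected (adjusted p = 5.9e-06), and 12 of these 20 were mitochondrial features.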

*Ripk1* mRNA levels can be upregulated during RIPK1-dependent cell death in certain cells^46^. Interestingly, *Senp1*^*−/−*^ fetal livers also showed elevated expression of mRNA levels of *Ripk1*, which was confirmed by quantitative RT-PCR (Fig. 3k, l). 

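The feature listed as *Senp1* had 86.2 ± 15.0 CPM (SD, n = 3) in *Senp1*+/+, 9.43 ± 2.93 CPM in *Senp1*-/- and 6.56 ± 1.68 CPM in *Senp1*-/-;*Ripk1* D138N/D138N livers. Against *Senp1*+/+ livers, its log2 fold change was -3.21 in *Senp1*-/- (standard error 0.25, adjusted p = 1.3e-12, edgeR) and -3.70 in *Senp1*-/-;*Ripk1* D138N/D138N livers (standard error 0.21, adjusted p = 1.7e-15, edgeR). Its listed interval covered 584 bases of *Col2a1* on GRCm38 and none of *Senp1*. The *Ripk1* feature (ENSMUSG00000021408.16, chromosome 13 from 34186346 to 34221130) was called higher in *Senp1*-/- than in *Senp1*+/+ livers. It had 69.7 ± 11.1 CPM (SD, n = 3) in *Senp1*-/- and 40.6 ± 4.00 CPM in *Senp1*+/+ livers, a log2 fold change of 0.79 (standard error 0.16, adjusted p = 0.000157, edgeR). On GRCm38 it covered no base of the *Ripk1* exons and 103 bases of *Slc22a23*. All 3 *Senp1*-/- livers were above all 3 *Senp1*+/+ livers (exact permutation tests of 3 against 3 allow no p-value under 0.1). With each liver left out in turn, its log2 fold change stayed between 0.65 and 0.88. When libraries were scaled by their totals alone it was 0.46 and was not called. In *Senp1*-/-;*Ripk1* D138N/D138N livers, this feature had 58.7 ± 1.58 CPM (SD, n = 3), a log2 fold change of -0.25 against *Senp1*-/- livers (standard error 0.14, adjusted p = 0.178, edgeR). All 3 *Senp1*-/-;*Ripk1* D138N/D138N livers (57.0 to 60.1 CPM) were below all 3 *Senp1*-/- livers (62.5 to 82.4 CPM). The adjusted p-value ranged from 0.0432 to 0.955 under the alternatives, lowest with thinned counts (log2 fold change -0.50), a setting chosen after seeing the data, and the feature was not called in any. Against *Senp1*+/+ livers, the log2 fold change in *Senp1*-/-;*Ripk1* D138N/D138N livers was 0.54 (standard error 0.15, adjusted p = 0.00486, edgeR), under the fold change limit.

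**Figure D2:**
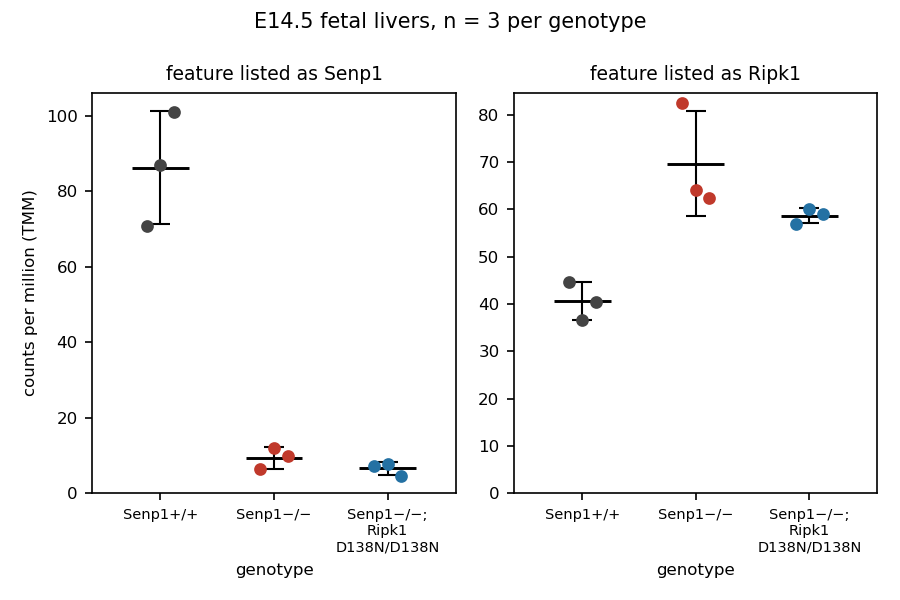
Scaled counts (CPM, TMM) of the features listed as *Senp1* and *Ripk1* in E14.5 fetal livers by genotype, with one point per embryo, horizontal lines at the mean and bars of 1 SD (n = 3). The mean of the feature listed as *Ripk1* is 40.6 CPM in *Senp1*+/+, 69.7 CPM in *Senp1*-/- and 58.7 CPM in *Senp1*-/-;*Ripk1* D138N/D138N livers.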

The elevated expression of *Ripk1* mRNA levels was reduced in *Senp1*^*−/−*^;*Ripk1*^*D138N/D138N*^ fetal livers (Fig. 3l). 

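Among the 498 genes in the Reactome background called lower in *Senp1*-/- than in *Senp1*+/+ fetal livers, none of the 15 sets passed, and 1 had an unadjusted p-value under 0.05. That set, extracellular matrix organization, held 35 of 106 genes, with 22.9 expected by chance (unadjusted p = 0.00344, adjusted p = 0.0516, Fisher's exact test). The set of signaling by VEGF held 11 of 45 genes, with 9.70 expected (adjusted p = 0.854, Fisher's exact test). When features were summed by the GRCm38 gene they cover, the extracellular matrix set held 58 of 85 genes, with 21.8 expected (adjusted p = 3.6e-16, Fisher's exact test). The collagen formation set then held 17 of 23, with 5.90 expected (adjusted p = 1.1e-05, Fisher's exact test). The *Col5a1* feature (ENSMUSG00000026837.17, chromosome 2 from 27776437 to 27929526), which had 406 of its 8559 bases on *Col5a1* exons, was among the 5 lower features with the smallest p-values. It had 12.8 ± 4.05 CPM (SD, n = 3) in *Senp1*-/- and 138.3 ± 4.83 CPM in *Senp1*+/+ livers, a log2 fold change of -3.45 (standard error 0.19, adjusted p = 2.2e-16, edgeR). Tissue next to the liver in the *Senp1*+/+ samples could not be excluded as a source of these lower matrix values.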

*Senp1*^*−/−*^ embryos have poor blood vessel development and anemia^29^; consistently, *Senp1*^*−/−*^ fetal livers showed downregulation of multiple blood vessel development pathways (Supplementary Fig. 5d). 

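Of the 1089 features higher in *Senp1*-/- than in *Senp1*+/+ fetal livers, 421 were also called lower in *Senp1*-/-;*Ripk1* D138N/D138N than in *Senp1*-/- livers. This is 38.7% of the 1089 features (Wilson 95% confidence interval 35.8% to 41.6%, which covers the number of features only). In all, 659 features were lower and 777 were higher in *Senp1*-/-;*Ripk1* D138N/D138N than in *Senp1*-/- livers. With each of the 9 livers left out in turn, the number in both lists ranged from 395 to 461, of which 329 to 384 were among the 421. Under the alternatives tried it lay between 25, with only the features that have at least 50% of their bases on the gene they name, and 980, without a minimum fold change. With DESeq2 in place of edgeR it was 361, and with libraries scaled by their totals alone it was 191, all among the 421. Of the 421 features, 360 covered no exon base of the gene they name, 18 were mitochondrial and 14 were nuclear with at least 50% of their bases on it. The remaining 668 features higher in *Senp1*-/- livers were not called lower in *Senp1*-/-;*Ripk1* D138N/D138N livers.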

Interestingly, the gene expression abnormalities of 278 genes (~30% genes upregulated in *Senp1*^*−/−*^ relative to WT), including these involved in apoptotic process and immune response, were restored to WT levels by genetic inhibition of RIPK1 in *Senp1*^*−/−*^;*Ripk1*^*D138N/D138N*^ fetal livers (Fig. 3m, n and Supplementary Fig. 5e). Thus, SENP1 suppresses RIPK1 activation and RDA during embryonic fetal liver development.

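Over the 421 features, the median log2 fold change was 1.26 for *Senp1*-/- against *Senp1*+/+ livers, -0.93 for *Senp1*-/-;*Ripk1* D138N/D138N against *Senp1*-/- livers and 0.27 for *Senp1*-/-;*Ripk1* D138N/D138N against *Senp1*+/+ livers. Between *Senp1*-/-;*Ripk1* D138N/D138N and *Senp1*+/+ livers, 322 of the 421 had an adjusted p-value of 0.05 or more (edgeR), and 48 were called different, 45 of them higher in *Senp1*-/-;*Ripk1* D138N/D138N. In all, 335 features were higher and 1121 were lower in *Senp1*-/-;*Ripk1* D138N/D138N than in *Senp1*+/+ livers. Of the 1760 features lower in *Senp1*-/- than in *Senp1*+/+ livers, 553 (31.4%) were higher in *Senp1*-/-;*Ripk1* D138N/D138N than in *Senp1*-/- livers. Of the same 1760 features, 849 were lower in both *Senp1*-/- and *Senp1*-/-;*Ripk1* D138N/D138N than in *Senp1*+/+ livers, and some features, such as that listed as *Fn1*, are in both groups. The *mt-Co1* feature had 33687 ± 109.9 CPM (SD, n = 3) in *Senp1*-/-;*Ripk1* D138N/D138N livers, a log2 fold change of -1.04 against *Senp1*-/- livers (standard error 0.04, adjusted p = 1.6e-20, edgeR). The *Zfp672* feature, over 1702 bases of *Irgm2*, rose from 48.8 ± 4.73 CPM (SD, n = 3) in *Senp1*-/- to 237 ± 12.4 CPM in *Senp1*-/-;*Ripk1* D138N/D138N livers. This gave a log2 fold change of 2.27 (standard error 0.11, adjusted p = 2.2e-17, edgeR), the smallest p-value among the features higher in *Senp1*-/-;*Ripk1* D138N/D138N livers. The *Scd2* feature, with 1021 of its 5464 bases on *Scd2* exons, had 466 ± 1.58 CPM (SD, n = 3) in *Senp1*+/+, 156 ± 21.7 CPM in *Senp1*-/- and 455 ± 24.4 CPM in *Senp1*-/-;*Ripk1* D138N/D138N livers. This was a log2 fold change of 1.54 for *Senp1*-/-;*Ripk1* D138N/D138N against *Senp1*-/- livers (standard error 0.08, adjusted p = 3.9e-16, edgeR). Among the 92 of the 421 features in the Reactome background, the set of the citric acid cycle and respiratory electron transport held 14 of 52, with 2.07 expected (adjusted p = 7.2e-08, Fisher's exact test). Of these 14 features, 12 were mitochondrial. The apoptosis set held 2 of 60, with 2.39 expected (adjusted p = 1.0). From the genes raised in *Senp1*-/- livers and lowered again when RIPK1 lacked kinase activity, together with the block of apoptosis in these livers, the paper concludes that SENP1 suppresses RIPK1 activation and RDA in the fetal liver.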

However, we were unable to obtain viable *Senp1*^*−/−*^;*Ripk1*^*D138N/D138N*^ mice despite the prevention of cell death in fetal livers of these mice (Supplementary Fig. 5f). Histological analysis of *Senp1*^*−/−*^;*Ripk1*^*D138N/D138N*^ fetal lives showed a disproportionate abundance of immature erythroblasts as seen in *Senp1*^*−/−*^ fetal livers, compared with that of WT fetal livers (Fig. 3g), suggesting that erythropoiesis defects leading to anemia in *Senp1*^*−/−*^ embryos was not rescued by RIPK1-D138N mutation. Similarly, RIPK1-D138N mutation does not alter the downregulation of genes that are involved in blood vessel development in *Senp1*^*−/−*^ embryos (Supplementary Fig. 5g, h). In addition, *Senp1*^*−/−*^ embryos show reduced expression of erythropoietin (EPO)^27^, which is important for hematopoiesis. 

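Supplementary Fig. 5g shows 54 genes of blood vessel development, and features are listed under 53 of them, all of which were tested. All 53 were called lower in *Senp1*-/- than in *Senp1*+/+ livers, both over all 8462 features and over the list alone, a list drawn from the paper's own calls on these data. Their log2 fold changes ranged from -3.61 for *Eln* to -0.66 for *Col4a2*, with a median of -1.50. All 53 were also called lower in *Senp1*-/-;*Ripk1* D138N/D138N than in *Senp1*+/+ livers, with a median log2 fold change of -1.47. Other tissue in the *Senp1*+/+ samples could not be excluded as a source of the lower values in both genotypes. Between *Senp1*-/-;*Ripk1* D138N/D138N and *Senp1*-/- livers, 41 of the 53 were not called, and the median log2 fold change over the 53 was 0.01. Another 6 were higher in *Senp1*-/-;*Ripk1* D138N/D138N livers, namely *Fn1*, *Egfl7*, *Col5a1*, *Ghsr*, *Sh2d2a* and *Rhoa*. The other 6 were lower in *Senp1*-/-;*Ripk1* D138N/D138N livers, namely *Serpine2*, *Fat4*, *Col15a1*, *Cav1*, *Cdh13* and *Pml*. The *Fn1* feature, with 1256 of its 11685 bases on *Fn1* exons, had 589 ± 22.8 CPM (SD, n = 3) in *Senp1*+/+, 81.7 ± 37.1 CPM in *Senp1*-/- and 304 ± 20.8 CPM in *Senp1*-/-;*Ripk1* D138N/D138N livers. Its log2 fold change was 1.91 for *Senp1*-/-;*Ripk1* D138N/D138N against *Senp1*-/- livers (standard error 0.25, adjusted p = 0.00105, edgeR) and -0.96 for *Senp1*-/-;*Ripk1* D138N/D138N against *Senp1*+/+ livers. The *Cav1* feature, with 3437 of its 3444 bases on *Cav1* exons, had 180 ± 9.61 CPM (SD, n = 3) in *Senp1*+/+, 54.0 ± 17.6 CPM in *Senp1*-/- and 20.3 ± 3.17 CPM in *Senp1*-/-;*Ripk1* D138N/D138N livers. This was a log2 fold change of -1.36 for *Senp1*-/-;*Ripk1* D138N/D138N against *Senp1*-/- livers (standard error 0.19, adjusted p = 1.6e-06, edgeR). On GRCm38, 14 of the 53 features had at least 50% of their bases on the gene they name, 15 had some and 24 had none. Of the 14, 2 were lower and 0 were higher in *Senp1*-/-;*Ripk1* D138N/D138N than in *Senp1*-/- livers. Scaling by library totals alone raised the number higher in *Senp1*-/-;*Ripk1* D138N/D138N livers from 6 to 11.

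**Figure D3:**
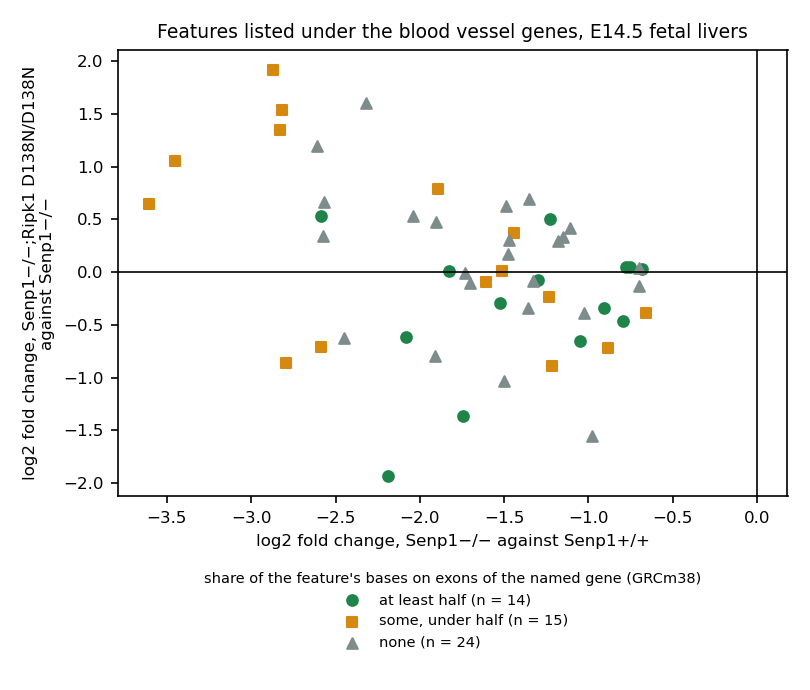
Log2 fold changes of the 53 features listed under the blood vessel genes, for *Senp1*-/- against *Senp1*+/+ fetal livers on the horizontal axis and for *Senp1*-/-;*Ripk1* D138N/D138N against *Senp1*-/- fetal livers on the vertical axis, with colors for the share of a feature's bases on the gene it names. All 53 points lie left of 0 and 28 lie above 0.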

We found that RIPK1-D138N mutation could not rescue the deficient EPO production in *Senp1*^*−/−*^;*Ripk1*^*D138N/D138N*^ embryos (Supplementary Fig. 5i). Defective rescue of the expression of EPO and its receptor EPOR in *Senp1*^*−/−*^;*Ripk1*^*D138N/D138N*^ embryos were further confirmed by quantitative RT-PCR (Supplementary Fig. 5j). Thus, RIPK1 kinase-dead knockin mutation does not rescue the embryonic lethality of *Senp1*^*−/−*^ mice probably due to the failure in preventing anemia caused by erythropoiesis defects and blood vessel development defects.

### SENP1 deficiency promotes RIPK1 activation and alters its ubiquitination in TNF-RSC

To characterize the mechanism by which SENP1 KD promotes RIPK1 activation and cell death in TNFα-stimulated cells, we next examined whether SENP1 regulates the activation of RIPK1 in TNF-RSC. We found that SENP1 KD dramatically enhanced the activation of RIPK1 in TNF-RSC (Fig. 4a). The activation of RIPK1 in TNF-RSC of SENP1-KD cells can be fully blocked by Nec-1s (Fig. 4b). Interestingly, SENP1 KD also increased RIPK1 ubiquitination (Fig. 4a), which cannot be blocked by the addition of Nec-1s (Fig. 4b). To characterize the mechanism by which SENP1 alters RIPK1 ubiquitination in TNF-RSC, we conducted a mass spectrometry analysis of TNF-RSC in SENP1-WT and KD MEFs stimulated by TNFα. We found that SENP1 KD increased the recruitment of LUBAC complex (including SHARPIN, HOIP, and HOIL), which performs M1-linked ubiquitination on RIPK1, while decreased that of A20, which removes K63-linked ubiquitination of RIPK1, in TNF-RSC after treating with TNFα for 5 min (Fig. 4c). Increased recruitment of SHARPIN, HOIP and decreased recruitment of A20 to TNF-RSC in TNFα-treated SENP1-KD MEFs were confirmed by immunoblotting (Fig. 4d). In contrast, SENP1 KD did not affect the recruitment of TRADD into TNF-RSC (Fig. 4c, d). Consistent with increased recruitment of LUBAC and decreased recruitment of A20 to TNF-RSC in SENP1-KD cells, both M1 and K63 ubiquitination of RIPK1 in TNF-RSC were increased (Fig. 4e). Alteration of RIPK1 ubiquitination patterns in TNF-RSC has been shown to promote RIPK1 activation^47,48^. For example, reduced A20 recruitment along with increased K63 ubiquitination of RIPK1 in TNF-RSC promotes RIPK1 activation in TNF-RSC^48,49^. Thus, the over-activation of RIPK1 in SENP1-KD cells likely attributed to the change in its ubiquitination patterns. We subsequently characterized the interaction of RIPK1 with FADD to form complex-II, a key downstream event. SENP1 KD led to an increased formation of complex II as compared to WT MEFs, and interaction of FADD and RIPK1 induced by TNFα in SENP1-KD MEFs was blocked by Nec-1s (Fig. 4f). Thus, SENP1 modulates the activation of RIPK1 by orchestrating its ubiquitination patterns in TNF-RSC, and SENP1 prevent TNFα-induced cell death by restricting RIPK1 activation and consequent complex-II formation.

**Fig. 4:**
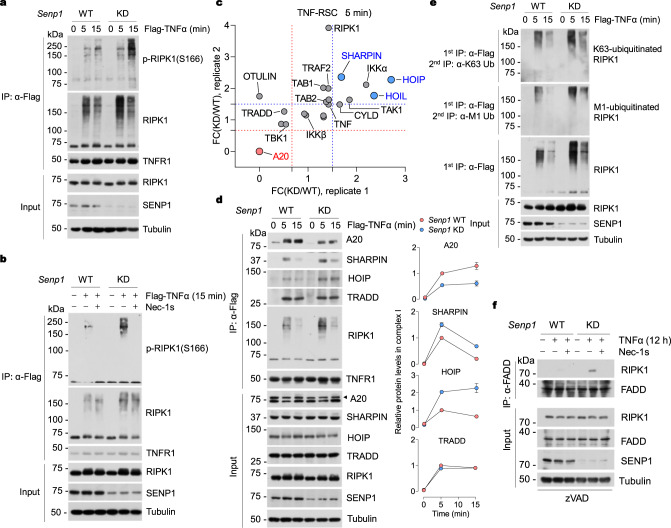
SENP1 deficiency promotes RIPK1 activation and alters its ubiquitination in TNF-RSC. MEFs were stimulated by Flag-TNFα (100 ng/ml) without (**a**) or with (**b**) Nec-1s (10 μM) for indicated time. TNF-RSC was immunoprecipitated using anti-Flag resin. The immune complexes were analyzed by immunoblotting using anti-p-S166 RIPK1 antibody and other antibodies as indicated. **c** Mass spectrometry analysis of TNF-RSC in *Senp1*-WT and *Senp1*-KD MEFs. TNF-RSC from Flag-TNFα (100 ng/ml, 5 min)-treated *Senp1*-WT and *Senp1*-KD MEFs was isolated and analyzed by mass spectrometry. The hits were selected based on the KD/WT fold change (FC) of the duplicate experiments with cut-offs set at FC(KD/WT) > 1.5 or <0.67. A20 (top hit) was labeled in red, LUBAC complex (top hits, HOIP, HOIL, and SHARPIN) were labeled in blue, and others were labeled in gray. **d** MEFs were stimulated by Flag-TNFα (100 ng/ml) for indicated time. TNF-RSC was immunoprecipitated using anti-Flag resin. The immune complexes were analyzed by immunoblotting using anti-A20 antibody and other antibodies as indicated. Quantification of indicated protein in TNF-RSC was shown on the right. **e** MEFs were treated with Flag-TNFα (100 ng/ml) for indicated time. TNF-RSC was isolated by anti-Flag resin and denatured in 6 M urea. The TNF-RSC was further analyzed by immunoprecipitation using anti-M1 (6 M urea) or anti-K63 (3 M urea) ubiquitin antibody under denatured condition. The levels of RIPK1 ubiquitination were analyzed by immunoblotting. **f** MEFs were pre-incubated with zVAD.fmk (10 μM) in the presence or absence of Nec-1s (10 μM) for 0.5 h and then stimulated with 10 ng/ml TNFα for 12 h. The complex II was isolated by FADD immunoprecipitation and RIPK1 binding was revealed by immunoblotting. *n* = 3 biologically independent experiments (**a**, **b, d**–**f**). Data are represented as mean ± s.e.m. (**d**). Source data are provided in Source Data file.

### SUMOylation of RIPK1 in TNF-RSC is suppressed by SENP1

SENP1 deficiency alters RIPK1 ubiquitination and promotes its activation in TNF-RSC, which occurs within minutes after TNFα stimulation. This suggests that the substrate modulated by SENP1 may be a component of TNF-RSC, which plays an important role in controlling RIPK1 activation and cell death. To explore this possibility, we conducted a mass spectrometry analysis of SUMOylated proteins in WT and SENP1-KD MEFs stimulated by TNFα for 5 min (Supplementary Fig. 6a). We found that SENP1 KD increased the SUMOylation of proteins that are involved in TNFR1 signaling, including RIPK1, PPM1B, MAP2K2, NFKB2, and RelB, upon TNFα stimulation (Fig. 5a). Since RIPK1, but not the others, is a key component of TNF-RSC, we hypothesized that the loss of SENP1 leads to RIPK1 SUMOylation in TNF-RSC, hence altering RIPK1 ubiquitination and promoting its activation in TNF-RSC. To test our hypothesis, we first confirmed that RIPK1 was a substrate of SUMOylation by using in-cell SUMOylation assays in which exogenous RIPK1 was readily modified by SUMO3 in the presence of E2-conjugating enzyme Ubc9 (Fig. 5b).

**Fig. 5:**
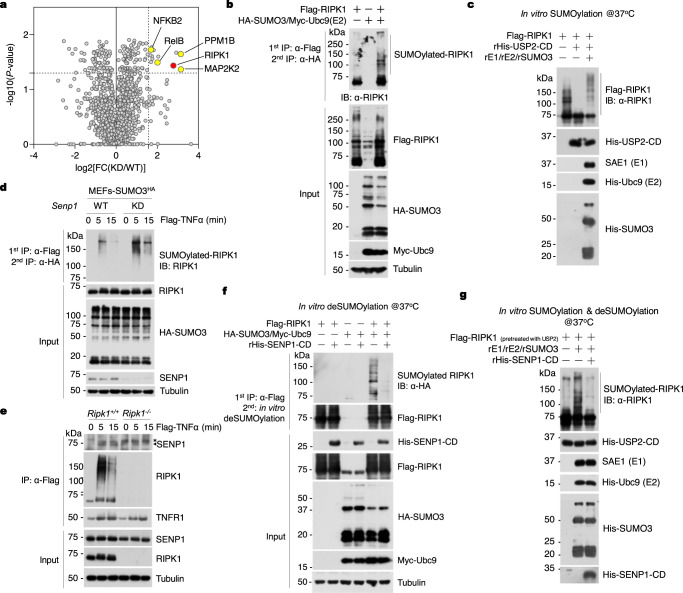
SENP1 is recruited into TNF-RSC to suppress RIPK1 SUMOylation. **a** Mass spectrometry analysis of SUMOylated proteins in SENP1-KD cells after TNFα stimulation. MEFs were stimulated by 10 ng/ml TNFα for 5 min. SUMOylated proteins were isolated using anti-HA resin followed by mass spectrometry analysis. The hits were selected based on the KD/WT fold change (FC) of the triplicate experiments with cut-offs set at log2[FC(KD/WT)] > 1.58 and *P* value <0.05. Yellow, SUMOylation substrates that are involved in TNFα signaling. Red, RIPK1. Unpaired two-tailed t-test. **b** HEK293T cells were transfected with Flag-RIPK1, HA-SUMO3 and Myc-Ubc9 for 24 h. SUMO3-modified RIPK1 was enriched by tandem immunoprecipitation as indicated, and then analyzed by immunoblotting using anti-RIPK1 antibody. **c** Flag-RIPK1 was isolated from HEK293T cells expressing this construct using anti-Flag resin and pre-treated with the catalytic domain of USP2 (USP2-CD) for 0.5 h followed by in vitro SUMOylation assay in the presence of E1 (SAE1/UBA2), E2 (Ubc9) and SUMO3 as indicated for 1 h. The samples were then analyzed by immunoblotting with anti-RIPK1 antibody. **d** MEFs were stimulated by Flag-TNFα (100 ng/ml) for indicated time. SUMOylated RIPK1 was isolated by tandem immunoprecipitation of TNF-RSC, and then analyzed by immunoblotting with anti-RIPK1 antibody. **e** MEFs were stimulated by 100 ng/ml Flag-TNFα for the indicated time. TNF-RSC was immunoprecipitated using anti-Flag resin. The recruitment of SENP1 into TNF-RSC was analyzed by immunoblotting with anti-SENP1 antibody. *: non-specific band. **f** SUMOylated RIPK1 was isolated from HEK293T cells expressing constructs encoding Flag-RIPK1, HA-SUMO3, and Myc-Ubc9 followed by in vitro deSUMOylation assay in the presence of the catalytic domain of SENP1 (SENP1-CD) as indicated for 4 h. The samples were then analyzed by immunoblotting with anti-HA antibody. **g** Flag-RIPK1 was isolated from HEK293T cells expressing this construct and pre-treated with USP2-CD followed by in vitro SUMOylation assay in the presence of E1, E2, and SUMO3. The samples were then incubated with SENP1-CD for 4 h, and analyzed by immunoblotting with anti-RIPK1 antibody. *n* = 3 biologically independent experiments (**b**–**g**). Source data are provided in Source Data file.

Proteins modified by SUMOylation can be identified by in vitro reconstitution of SUMOylation assays using purified enzymes, substrate, and SUMO proteins in which E1 and E2 alone are sufficient for SUMO conjugation^21^. We then performed in vitro SUMOylation assays in which RIPK1 was purified from HEK293T cells and pretreated with pan-deubiquitylase USP2^50^ to completely remove ubiquitination to avoid its interference with SUMOylation (Supplementary Fig. 6b). We found that RIPK1 can be directly SUMOylated in vitro in the presence of E1 (SAE1/UBA2) and E2 (Ubc9) (Fig. 5c). We next examined whether RIPK1 is SUMOylated in TNF-RSC in SENP1-KD cells after treating with TNFα. To this end, we performed a tandem immunoprecipitation (IP) of TNF-RSC to isolate SUMOylated RIPK1 in SENP1-WT and KD cells stably expressing a tagged SUMO3 which enables the enrichment of SUMOylated proteins. As shown in Fig. 5d, SENP1 KD significantly increased RIPK1 SUMOylation in TNF-RSC.

To examine whether RIPK1 is deSUMOylated by SENP1, we first characterized the interaction of SENP1 and RIPK1. We found that ectopically expressed RIPK1 was co-immunoprecipitated with SENP1 (Supplementary Fig. 6c). In contrast, A20 does not interact with SENP1 (Supplementary Fig. 6d). We also mapped the binding domain between SENP1 and RIPK1. We found that the intermediate domain (ID) of RIPK1 was mainly required for the interaction of RIPK1 and SENP1 (Supplementary Fig. 6e). Similarly, we found that the N-terminus, but not the C-terminus of SENP1 interacted with RIPK1 (Supplementary Fig. 6f). We next investigated whether SENP1 was recruited into TNF-RSC of TNFα-stimulated cells. We found that SENP1 was rapidly recruited into TNF-RSC within 5 min of TNFα stimulation (Fig. 5e). Consistent with the interaction of SENP1 with RIPK1, the recruitment of SENP1 into TNF-RSC was totally blocked in *Ripk1*^−/−^ MEFs stimulated by TNFα (Fig. 5e).

Next, we examine whether SENP1 deSUMOylates RIPK1. In cell SUMOylation assays using nickel-nitrilotriacetic acid (Ni-NTA) purification showed that WT SENP1, but not its catalytically inactive mutant, significantly reduced the SUMOylation levels of exogenous RIPK1 (Supplementary Fig. 6g). To test whether SENP1 directly deSUMOylates RIPK1, we performed in vitro deSUMOylation assays in which SUMOylated RIPK1 was purified from HEK293T cells transfected with RIPK1 and SUMO3. We found that purified recombinant SENP1 efficiently removed SUMO from the SUMOylated RIPK1 (Fig. 5f). This result was also confirmed by in vitro SUMOylation and deSUMOylation assays (Fig. 5g). Thus, RIPK1 is SUMOylated in TNF-RSC, which is suppressed by SENP1.

We next exanimated the SUMOylation levels of RIPK1 in human samples of NASH patients and that in the NAFLD mouse models that showed reduced SENP1 expression. We found that RIPK1 SUMOylation is substantially increased in the livers of individuals with NASH than that in the nonsteatotic controls (Supplementary Fig. 6h). Consistently, RIPK1 SUMOylation is also increased in the livers of mice with NAFLD than that in control mice (Supplementary Fig. 6i).

### RIPK1 is SUMOyalted at K550 and SUMOylation of RIPK1 promotes its activation

To determine the relevant lysine(s) that can be modified by SUMO in the RIPK1 protein, we conducted a mass spectrometry analysis of SUMOylated RIPK1 by using in cell SUMOylation assays, in which T90R-mutated SUMO3 was exogenously expressed to promote modified substrates that when digested with trypsin produce remnants of two amino acids that can be detected by MS to identify SUMO conjugation sites^51^ (Supplementary Fig. 7a, b). We found that overexpressing SUMO3-T90R and Ubc9 induced the SUMOylation of RIPK1 at multiple lysine residues with a conserved Lys550 (K550, mouse RIPK1) and K132 residues being the main SUMOylation sites of RIPK1 (Fig. 6a and Supplementary Fig. 7c). K550, but not K132, conforms to the SUMO modification consensus motif (ψ-K-×E/D)^51^, which is also conserved among species (Fig. 6a). Mutation of K550 to Ala reduced SUMOylation of exogenously expressed RIPK1 (Supplementary Fig. 7d). In contrast, mutation of both K550 and K132 to Ala did not offer additional reduction of SUMOylation levels of RIPK1 (Supplementary Fig. 7d), thus RIPK1 is dominantly SUMOylated at K550.

**Fig. 6:**
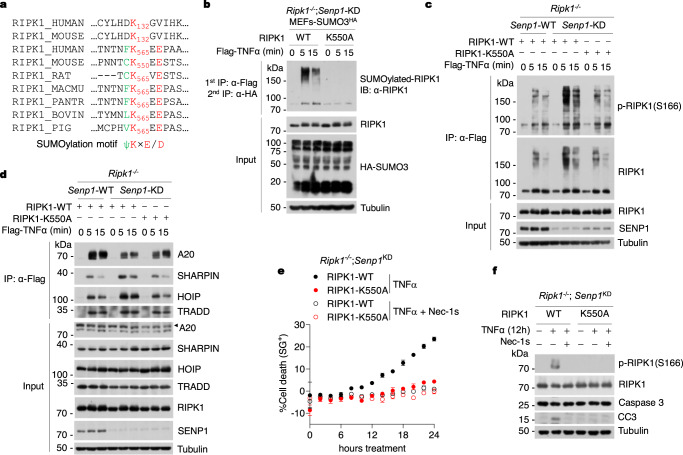
RIPK1 is SUMOyalted at K550 and SUMOylation of RIPK1 promotes its activation. **a** Multiple sequence alignment of RIPK1 proteins from different species. K550 of murine RIPK1 (K565 in human RIPK1) locates within SUMO modification consensus motif (ψ-K-×E/D), which is highly conserved among different species, but not that of K132 of RIPK1. ψ: hydrophobic amino acid; K: the target lysine; ×: any amino acid; E or D is an acidic residue. **b** MEFs were stimulated by Flag-TNFα (100 ng/ml) for indicated time. SUMOylated RIPK1 was isolated by tandem immunoprecipitation of TNF-RSC, and then analyzed by immunoblotting with anti-RIPK1 antibody. MEFs were stimulated by Flag-TNFα (100 ng/ml) for indicated time. TNF-RSC was immunoprecipitated using anti-Flag resin. The immune complexes were analyzed by immunoblotting using anti-RIPK1 antibody and anti-p-S166 RIPK1 antibody (**c**), and anti-A20 antibody and other antibodies as indicated (**d**). MEFs were treated with TNFα (10 ng/ml) in the presence or absence of Nec-1s (10 μM). Cell death was measured as a function of time by SytoxGreen positivity assay (**e**). The level of p-S166 RIPK1 and CC3 were determined by immunoblotting (**f**). *n* = 3 biologically independent experiments (**b**–**f**). Data are represented as mean ± s.d. (**e**). Source data are provided in Source Data file.

To address a requirement for the SUMOylation of RIPK1 in controlling its activity and cell death, we reconstituted RIPK1 and SENP1 double-deficient MEFs with WT RIPK1 and K550A mutant RIPK1, respectively (Supplementary Fig. 7e). We found that the SUMOylation levels of K550A RIPK1 in TNF-RSC were largely reduced compared with that of WT RIPK1 in TNFα-stimulated SENP1-KD cells (Fig. 6b). K550A mutation of RIPK1 also reduced the ubiquitination levels of RIPK1 and the levels of p-S166 RIPK1 in TNF-RSC compared with that of WT RIPK1 in TNFα-stimulated SENP1-KD cells (Fig. 6c). Moreover, disruption of RIPK1 SUMOylation by K550A mutation increased the recruitment of A20, while decreased the recruitment of LUBAC into TNF-RSC in TNFα-stimulated SENP1-KD cells (Fig. 6d and Supplementary Fig. 7f). Reconstitution of WT RIPK1 in RIPK1-KO;SENP1-KD cells restored their sensitivity to TNFα-induced cell death, while reconstitution of K550A RIPK1 in RIPK1-KO;SENP1-KD cells abolished TNFα-induced cell death (Fig. 6e). Consistently, disruption of RIPK1 SUMOylation by K550A mutation in SENP1-KD cells inhibited RIPK1 activation and the cleavage of caspase-3 (Fig. 6f). Thus, SUMOylation of RIPK1 is essential for orchestrating its activation in TNF-RSC in SENP1-KD cells.

### RIPK1 is SUMOylated by PIAS1 in SENP1-deficient cells

We next characterized the SUMO E3 ligase that mediates the SUMOylation of RIPK1 in SENP1-deficient conditions. Since knockdown of PIAS1 prevented TNFα/5z7-induced RDA (Fig. 3a), we investigated the role of PIAS1 as a positive regulator of RIPK1-dependent cell death. PIAS1 has been implicated in the regulation of NF-κB pathway and restricting inflammation^52^. *Pias1*^−/−^ mice appear normal and show increased protection against pathogenic infections^53^. The inflammation-repressing activity of PIAS1 is mediated by its association with IKKα, a component of TNF-RSC, and the phosphorylation on Ser90 residue by IKKα within minutes after TNFα stimulation^54^. We reasoned that PIAS1 might be the SUMO E3 ligase mediating the SUMO modification of RIPK1 in SENP1-deficient cells. To this end, we first tested whether PIAS1 was associated with RIPK1. We found that PIAS1 was present in RIPK1 immunoprecipitates when co-expressing PIAS1 and RIPK1 in HEK293T cells (Supplementary Fig. 8a). We also mapped the binding domain between PIAS1 and RIPK1. Similar to SENP1, we found that PIAS1 also interacted with the intermediate domain (ID) of RIPK1 (Supplementary Fig. 8b).

To examine whether PIAS1 SUMOylates RIPK1, we performed in cell SUMOylation assays using Ni-NTA purification, which showed that PIAS1 significantly increased the SUMOylation of exogenous RIPK1 (Supplementary Fig. 8c). We next tested whether the SUMOylation of RIPK1 in TNF-RSC of TNFα-stimulated SENP1-KD cells was mediated by PIAS1, we performed a tandem IP of TNF-RSC to isolate SUMOylated RIPK1 in SENP1 and PIAS1 double knockdown cells (Supplementary Fig. 8d). We found that PIAS1 knockdown reduced RIPK1 SUMOylation in TNF-RSC of SENP1-KD cells that were stimulated with TNFα (Supplementary Fig. 8e).

We next investigated whether PIAS1 was recruited into TNF-RSC of TNFα-stimulated cells. We found that PIAS1 was also recruited to the TNF-RSC within minutes of TNFα stimulation (Supplementary Fig. 8f). Consistent with the interaction of PIAS1 and RIPK1, the recruitment of PIAS1 into TNF-RSC was totally blocked in *Ripk1*^−/−^ MEFs stimulated by TNFα (Supplementary Fig. 8f). We further explored the recruitment of SENP1 in PIAS1-KO cells, and the recruitment of PIAS1 in SENP1-KO cells to determine the sequence of PIAS1 and SENP1 recruitment in TNF-RSC. We found that the recruitment of SENP1 in TNF-RSC is reduced in PIAS1-KO cells when compared to that in PIAS1-WT cells (Supplementary Fig. 8g), while the recruitment of PIAS1 is not altered in SENP1-KO cells (Supplementary Fig. 8h), suggesting that PIAS1 is at least partially required for the recruitment of SENP1. Because SENP1 is known to interact with SUMO2 noncovalently, which is necessary for its deSUMOylation activity^55^, PIAS1 might be recruited first to perform SUMOylation on RIPK1, then the SUMO chains on RIPK1 increased SENP1 recruitment.

To demonstrate the role of PIAS1 in RIPK1 SUMOylation in SENP1-KD cells, we assessed the influence of PIAS1 on TNFα-induced RDA in SENP1-KD cells. We found that PIAS1 knockdown dramatically reduced cell death in SENP1-KD cells that were treated with TNFα (Supplementary Fig. 8i). PIAS1 knockdown also inhibited RIPK1 activation and the levels of CC3 (Supplementary Fig. 8j). Thus, PIAS1 increases RIPK1 SUMOylation in TNF-RSC of SENP1-deficient cells, which promotes RIPK1 activation and cell death. Taken these results together, we conclude that modulation of RIPK1 SUMOylation by PIAS1 and SENP1 in TNF-RSC may play a critical role in regulating ubiquitination and activation of RIPK1.

### SENP1 deficiency exaggerates LPS-induced acute liver injury in a RIPK1-dependent manner

Our results suggested that SENP1 inhibits RIPK1 activation and cell death induced by TNFα stimulation. Because TNFα is highly upregulated in lipopolysaccharides (LPS)-induced acute liver injury (ALI), we then tested if SENP1 plays a role in LPS-induced ALI. We used 2 months old mice, when spontaneous liver damage are not observed in *Senp1*^*f/f*^;*Alb-Cre* mice (Supplementary Fig. 9a). After LPS injection for 4 h, we observed substantial liver damage in *Senp1*^*f/f*^;*Alb-Cre* mice compared to *Senp1*^*f/f*^ littermate controls as determined by ALT, AST levels and histology stains (Supplementary Fig. 9b, c). Consistently, *Senp1*^*f/f*^;*Alb-Cre* livers displayed increased number of TUNEL^+^ and p-S166 RIPK1^+^ cells compared to *Senp1*^*f/f*^ livers after LPS stimulation (Supplementary Fig. 9d). In addition, the mRNA levels of inflammatory cytokines, including *Tnf*, *Il1a*, *Il1b*, *Il6*, *Ccl2*, and *Ccl5* were substantially higher in *Senp1*^*f/f*^;*Alb-Cre* livers than that in *Senp1*^*f/*^ livers (Supplementary Fig. 9e). Strikingly, RIPK1-D138N mutation largely reduced the liver damage and inflammation in *Senp1*^*f/f*^;*Alb-Cre*;*Ripk1*^*D138N/D138N*^ mice (Supplementary Fig. 9b–e). Taken together, these results demonstrated the essential role of RIPK1 kinase activity in mediating liver inflammation and damage in LPS-induced ALI, under a hepatocyte-specific SENP1-deficiency condition.

### RIPK1 inactivation inhibits NAFLD induced by a high-fat diet in SENP1-deficient mice

We next investigated the function of SENP1-mediated RIPK1 deSUMOylation in the pathogenesis of NAFLD. In primary mouse hepatocytes, SENP1 deficiency substantially increased RIPK1 SUMOylation levels after exposure to palmitic acid (PA), which \was performed to mimic in vivo NAFLD pathologies (Supplementary Fig. 9f). We also observed substantial cell death in SENP1-deficient hepatocytes treated with PA (Supplementary Fig. 9g). Consistently, RIPK1 activation as determined by its S166 phosphorylation, and apoptosis as shown by increased levels of CC3 are increased in *Senp1*^*f/f*^;*Alb-Cre* hepatocytes treated with PA (Supplementary Fig. 9h). In addition, the apoptosis of *Senp1*^*f/f*^;*Alb-Cre* hepatocytes induced by PA was fully protected by RIPK1-D138N mutation (Supplementary Fig. 9g, h). These results suggest that SENP1 deficiency in hepatocytes promotes RIPK1 SUMOylation, activation, and apoptosis in response to PA in vitro.

We further investigated the role of SENP1-mediated RIPK1 suppression in the pathogenesis of NAFLD by feeding mice with HFD for 16 weeks to induce moderate hepatic steatosis, hepatic inflammation, liver damage, and fibrosis^18^. *Senp1*^*f/f*^;*Alb-Cre* mice were identical to *Senp1*^*f/f*^ mice with respect to body weight and liver weight after feeding with HFD (Fig. 7a). We found a significant increase of serum levels of ALT and AST, suggesting exaggerated liver damage, in HFD-fed *Senp1*^*f/f*^;*Alb-Cre* mice compared with that of *Senp1*^*f/f*^ control mice (Fig. 7b). Strikingly, RIPK1-D138N mutation markedly reduced the serum levels of ALT and AST in HFD-fed *Senp1*^*f/f*^;*Alb-Cre*;*Ripk1*^*D138N/D138N*^ mice compared with that of *Senp1*^*f/f*^;*Alb-Cre* mice (Fig. 7b). TUNEL staining demonstrated that knockout of SENP1 substantially increased the number of apoptotic cells in the liver of HFD-fed *Senp1*^*f/f*^;*Alb-Cre* mice, which can be prevented by inhibition of RIPK1 kinase (Fig. 7c).

**Fig. 7:**
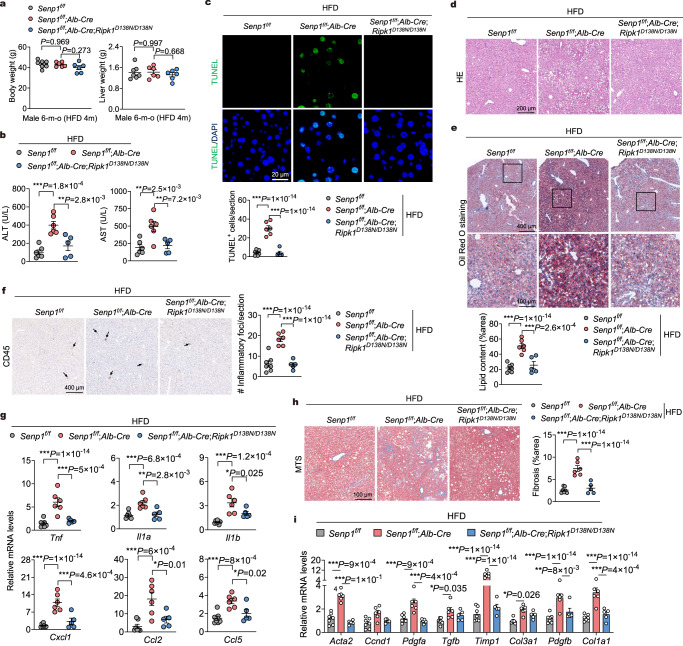
Hepatic SENP1 deficiency aggravates RIPK1-driven liver damage in HFD-induced NAFLD. **a** Body and liver weight of 6 months old male mice with indicated genotypes after feeding with high-fat-diet (HFD) for 4 months (*n* = 7 for *Senp1*^f/f^, *n* = 6 for *Senp1*^f/f^;*Alb-Cre* and *Senp1*^f/f^;*Alb-Cre*;*Ripk1*^D138N/D138N^). **b** Serum levels of ALT and AST of mice from **a** (*n* = 6 for *Senp1*^f/f^ and *Senp1*^f/f^;*Alb-Cre*, *n* = 5 for *Senp1*^f/f^;*Alb-Cre*;*Ripk1*^D138N/D138N^). **c** TUNEL assay was performed on liver sections of mice from **a**. Graph depicting numbers of TUNEL^+^ cells on sections of indicated genotypes. HE staining (**d**) and Oil Red O staining (**e**) of liver sections of mice from **a**. Graph depicting percentage of lipid content on liver sections of indicated genotypes (**e**). **f** Immunohistochemistry of CD45 of liver sections of mice from **a**. Arrows indicates infiltration of macrophages. Graph depicting numbers of CD45^+^ foci on liver sections of indicated genotypes. **g** Quantitative RT-PCR analysis of the mRNA expression of cytokines and chemokines in livers of mice from **a**. **h** Representative images of Masson’s trichrome stained (MTS) liver sections of mice from **a**. Graph depicting percentage of fibrosis area on liver sections of indicated genotypes. **i** Quantitative RT-PCR analysis of the mRNA expression of fibrogenic parameters in livers of mice from **a**. *n* = 7 mice for *Senp1*^f/f^, *n* = 6 mice for *Senp1*^f/f^;*Alb-Cre*, and *n* = 5 mice for *Senp1*^f/f^;*Alb-Cre*;*Ripk1*^D138N/D138N^ (**c**-**i**). Data are represented as mean ± s.e.m. (**a**–**c**, **e**–**i**). One-way ANOVA, post hoc Dunnett’s test (**a**–**c**, **e**–**i**). Source data are provided as a Source Data file.

H&E staining revealed that the hepatic steatosis and lipid accumulation were markedly aggravated in HFD-fed *Senp1*^*f/f*^;*Alb-Cre* mice compared with that of HFD-fed *Senp1*^*f/f*^ mice (Fig. 7d), which was further confirmed by ORO staining and measuring hepatic concentrations of triglyceride (TG) and total cholesterol (TC) (Fig. 7e and Supplementary Fig. 9i). In comparison, the hepatic steatosis and lipid accumulation in the liver of HFD-fed *Senp1*^*f/f*^;*Alb-Cre*;*Ripk1*^*D138N/D138N*^ mice were considerably lower (Fig. 7d, e and Supplementary Fig. 9i). HFD-fed *Senp1*^*f/f*^;*Alb-Cre* mice also showed increased liver macrophage infiltration compared with HFD-fed *Senp1*^*f/f*^ mice, which was suppressed by RIPK1 D138N mutation (Fig. 7f). In keeping with this observation, the mRNA levels of multiple pro-inflammatory cytokines and chemokines were significantly higher in the livers of HFD-fed *Senp1*^*f/f*^;*Alb-Cre* mice than in HFD-fed *Senp1*^*f/f*^ mice, and this difference disappeared in the livers of HFD-fed *Senp1*^*f/f*^;*Alb-Cre*;*Ripk1*^*D138N/D138N*^ mice (Fig. 7g).

Masson’s trichrome staining of liver tissue sections showed that HFD-fed *Senp1*^*f/f*^;*Alb-Cre* mice developed higher levels of pericellular fibrosis compared with HFD-fed *Senp1*^*f/f*^ mice, which virtually disappeared in the livers of HFD-fed *Senp1*^*f/f*^;*Alb-Cre*;*Ripk1*^*D138N/D138N*^ mice (Fig. 7h). We further verified this result by examining the expression of fibrogenic genes using quantitative RT-PCR. This analysis confirmed that the mRNA levels of fibrogenic parameters were increased in HFD-fed *Senp1*^*f/f*^;*Alb-Cre* mice but was restored to the WT levels in HFD-fed *Senp1*^*f/f*^;*Alb-Cre*;*Ripk1*^*D138N/D138N*^ mice (Fig. 7i). Thus, liver-specific SENP1 knockout exaggerates hepatic steatosis, inflammation, fibrosis, and liver damage in an HFD-induced NAFLD mouse model in a RIPK1 kinase-dependent manner.

## Discussion

TNF-RSC provides a critical checkpoint in TNFα signaling pathway that decides if RIPK1 kinase is to be activated. Various post-translational modifications of RIPK1 are at the core of this regulation^6,15^. Many key regulators of RIPK1, such as A20, LUBAC, NEMO, TAK1, and IKKα/β, are also recruited into TNF-RSC rapidly to directly regulate the activation of RIPK1 by modulating its ubiquitination and phosphorylation patterns^6^. RIPK1 can also undergo SUMOylation upon etoposide treatment and this modification seems to be required for optimal NF-κB activation after DNA damage^56^. However, RIPK1 SUMOylation and its effects in response to TNFα stimulation are unknown. In this study, we demonstrated that SENP1 is recruited into TNF-RSC by RIPK1 to limit SUMO modification on RIPK1 in TNFα-stimulated cells. RIPK1 is SUMOylated at K550 in TNF-RSC in SENP1-deficient cells in response to TNFR1 ligation. We showed that K550 SUMOylation of RIPK1 critically regulates its activation by orchestrating TNF-RSC and modulating its ubiquitination patterns in SENP1-deficient cells (Fig. 8). Our study demonstrates that SENP1-mediated deSUMOylation of RIPK1 is an essential checkpoint in TNF-RSC that controls RIPK1 kinase and RIPK1-driven cell death and inflammation. Accordingly, genetic ablation of SENP1 resulted in TNFα-induced cell death, both in cell lines and in vivo, as a consequence of unleashed RIPK1 activity.

**Fig. 8:**
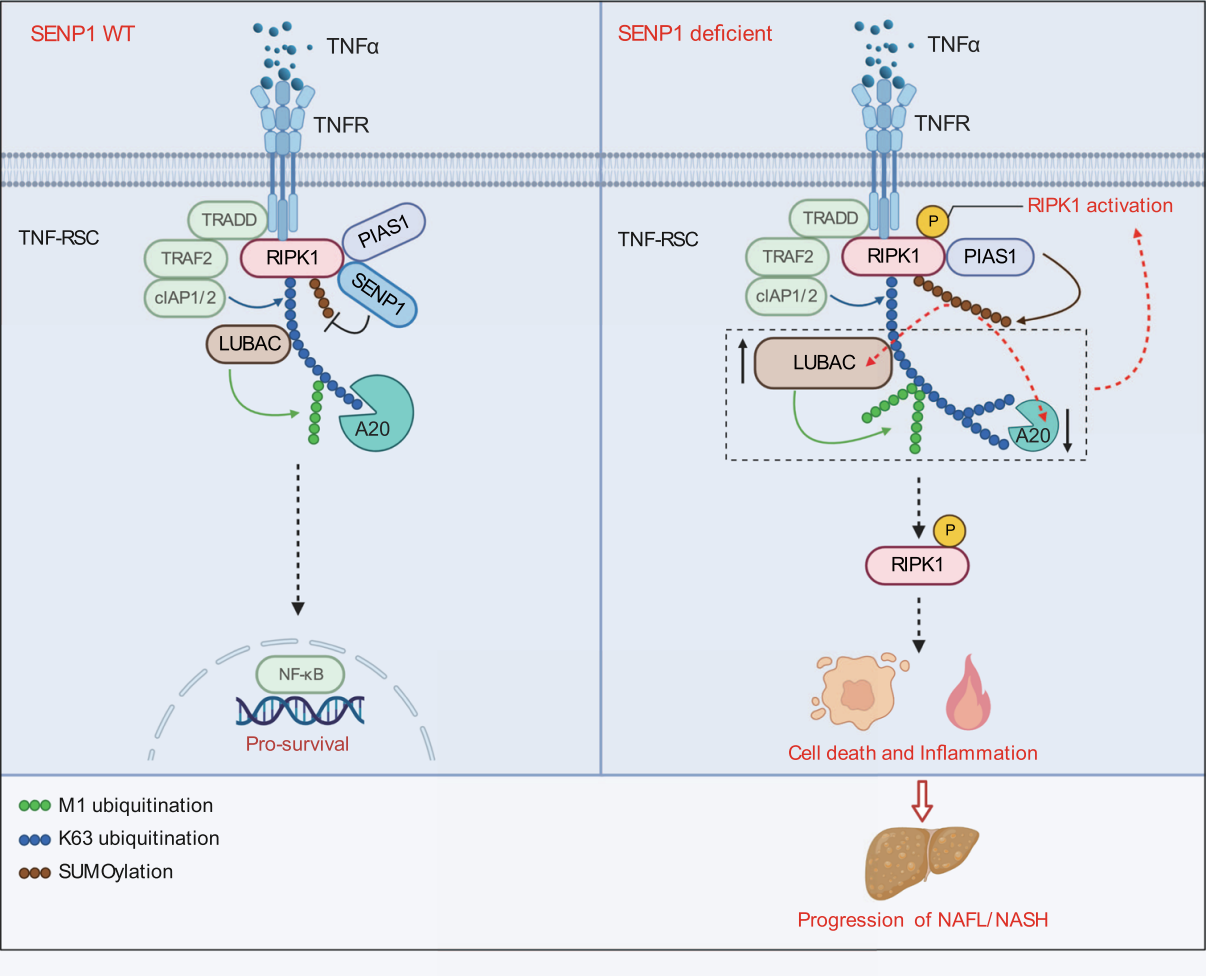
A model: SENP1 limits RIPK1 activation by deSUMOylation in NASH. In control condition (left), SENP1 is recruited into TNF-RSC in response to TNFα in a manner dependent on RIPK1 to deSUMOylate RIPK1 in TNF-RSC and put RIPK1 in check. In SENP1 deficient condition (right), RIPK1 is hyper-SUMOylated in TNF-RSC. The SUMOylation of RIPK1 can be enhanced by PIAS1, which was also recruited by RIPK1 in TNF-RSC. Increased RIPK1 SUMOylation re-orchestrates TNF-RSC by reducing the recruitment of A20 and increasing that of LUBAC into TNF-RSC, which results in both increased K63 and M1 ubiquitination of RIPK1. Altered RIPK1 ubiquitination patterns in TNF-RSC thus promote RIPK1 activation, and license cells to die through RIPK1 kinase-dependent cell death in response to TNFα, leading to progression of NASH. Created with BioRender.com.

RIPK1 kinase plays an important role in driving liver inflammation, and hepatocellular death. Hepatocyte-specific deletion of many known regulators of RIPK1 kinase, such as NEMO, and TAK1, leads to hepatocellular death, steatohepatitis, fibrosis, and hepatocellular carcinoma (HCC)^57,58^. Expression of a kinase-inactive RIPK1-D138N mutant in mice lacking NEMO or TAK1 in liver significantly ameliorated the observed liver pathology by reducing hepatocyte apoptosis and liver inflammation. As a result, steatohepatitis and fibrosis were decreased and HCC development was prevented^57,58^. In this study, we discovered that SENP1 is progressively decreased in proportion to NASH severity. We showed that hepatocyte-specific loss of SENP1 drives spontaneous NASH-related phenotypes, including liver inflammation, hepatocellular death, fibrosis, and steatosis. We further showed that RIPK1-D138N mutation in liver-specific *Senp1* knockout mice prevented all these phenotypes observed, suggesting an important physiological role of SENP1-mediated RIPK1 suppression in maintaining liver homeostasis. Moreover, hepatocyte-specific loss of SENP1 exaggerates liver damage in HFD-induced NAFLD, which is suppressed by RIPK1-D138N mutation. Since liver inflammation and hepatocellular death are underlying mechanisms in promoting NASH, we suggest the possibility of inhibiting RIPK1 kinase as a therapeutic strategy for reducing NASH pathogenesis by inhibiting liver inflammation and hepatocellular death. In addition, due to sex differences in susceptibility to NAFLD^59^, only male mice were used in HFD-induced NAFLD models. Future studies will incorporate females to determine potential sex differences in these effects.

Dysregulation of RIPK1 signaling is also involved in a heterogeneous group of monogenic immune and autoinflammatory diseases. Many of these disease-associated genes are involved in regulating both NF-κB signaling and RIPK1 activation, including A20, ABIN1, NEMO, OTULIN and LUBAC complex^5,6,60^. Genetic studies suggested some amount of disease pathology in humans can be attributed to aberrant RIPK1 regulation. Similar to these genes, adipocyte-specific deletion of SENP1 also leads to autoimmune-mediated damages, which drives type 1 diabetic phenotype in mice^30^. Interestingly, low-penetrance coding and non-coding variants in A20 have been also suggested to underlie type 1 diabetes mellitus (T1DM)^61^. We propose that SENP1 deficiency-induced RIPK1 desuppression might be important as a mechanism to drive T1DM. Thus, exogenous triggers that lead to transient inflammation in healthy subjects may promote sustained inflammation and cell death involving different tissues and organs in individuals with aberrant RIPK1 regulation.

SUMOylation is different from ubiquitination in terms of E3 ligases involved. An E3 ligase is non-essential for SUMOylation but does provide precision and efficacy for SUMO conjugation^62^. In this study, we showed that the SUMO E3 ligase PIAS1 is important for RIPK1 SUMOylation in SENP1-deficient condition. PIAS1 enhanced RIPK1 SUMOylation and its activation in TNFα-stimulated SENP1-KD cells. Similar to SENP1, PIAS1 is also recruited into TNF-RSC by RIPK1 upon TNFα stimulation, which enables its performing SUMOylation on RIPK1. PIAS1 has been shown to play an important role in NF-κB signaling. PIAS1 negatively regulates NF-κB signaling by blocking the binding of NF-κB to gene promoters^52^. Intriguingly, PIAS1 was previously shown to be rapidly phosphorylated by IKKα in response to TNFα stimulation, which is required for the ability of PIAS1 to block the promoter binding of NF-κB p65 subunit to restrict inflammation and immunity^54^. Our results provide an explanation for this observation, as the recruitment of PIAS1 into TNF-RSC might enable its phosphorylation by IKKα. Our study defines a molecular contribution of PIAS1 that promotes the activity of RIPK1 kinase in mediating apoptosis in SENP1-deficient cells, which is distinct from the role of PIAS1 in limiting inflammation in canonical NF-κB pathway. Such difference can be observed in other regulators of both NF-κB pathway and the kinase activity of RIPK1. For example, TAK1 is a positive regulator of NF-κB-dependent inflammation^63^, and also an endogenous inhibitor of RIPK1 kinase activity^64^. Ablation of TAK1 leads to suppress of canonical NF-κB-mediated inflammatory response, but promotes RIPK1 kinase-dependent apoptosis due to unleashed RIPK1 activation^64^.

We herein identified a crucial role for SENP1 in preventing TNFα-induced cell death. So far, SENP1 has mainly been considered as a modulator of gene expression, mostly in GATA1/2-dependent gene expression, which regulate erythropoiesis and vascular development, as well as in NEMO-dependent NF-κB pathway^28–30^. However, SENP1 deficiency in mice leads to not only erythropoiesis defects and vascular development defects but also massive fetal liver apoptosis, resulting in embryonic lethality. Our results suggest that the liver cell death phenotype, but not erythropoiesis defects and vascular development defects, is mainly attributed to aberrant RIPK1 activation. Genetic inactivation of RIPK1 ameliorated the apoptotic phenotype of fetal liver of *Senp1*^−/−^ mice, despite the failure in rescuing the embryonic lethality of *Senp1*^−/−^ mice.

Taken together, we uncovered a SUMOylation-dependent mechanism underlying RIPK1 activation during the development of NASH. We discovered that by deSUMOylating RIPK1 within TNF-RSC, SENP1 controls a pathophysiologically essential cell death checkpoint in TNFα signaling. The findings provide evidence supporting a role for SENP1 in hepatocytes as a robust suppressor of NASH and reveal promising avenue for the development of a new treatment for NASH in the clinic.

## Methods

### Ethics statement

Animal experiments were conducted according to the protocols approved by the Standing Animal Care Committee at the Interdisciplinary Research Center on Biology and Chemistry (Approval no. ECSIOC2021-08). All procedures involving human samples were approved by the Ethics Committee of Xinhua Hospital affiliated to Shanghai Jiao Tong University School of Medicine (Approval no. XHEC-D-2022-040), and were consistent with the principles outlined in the Declaration of Helsinki. Written informed consent was obtained from subjects or families of all participants.

### Animals

*Senp1*^+/−^ mice, *Senp1*^flox/flox^ mice were kindly provided by Jinke Cheng of Shanghai Jiao Tong University College of Basic Medical Sciences, China. *Alb-Cre* mice were from The Jackson Laboratory (Catalog No. 003574). *Ripk1*^D138N/D138N^ mice were generated as previously reported^58^. All mice were in the C57BL/6 J background. *Senp1*^+/−^ mice were crossed with *Ripk1*^D138N/D138N^ mice to generate *Senp1*^+/−^;*Ripk1*^D138N/D138N^ mice. *Senp1*^flox/flox^;*Alb-Cre* mice were crossed with *Ripk1*^D138N/D138N^ mice to generate *Senp1*^flox/flox^;*Alb*-Cre;*Ripk1*^D138N/D138N^ mice. For high-fat-diet (HFD)-induced NAFLD mouse model, 8-week-old male mice of indicated genotypes were fed a normal diet (ND: 10% kcal fat, D12450J, Research Diets Inc.) or high-fat diet (HFD: 60 kcal% fat, D12492, Research Diets Inc.) for 16 weeks (the time necessary for an inflammatory and fibrotic response to develop). All animals were maintained in a specific pathogen-free environment and housed with no more than five animals per cage under controlled light (12 h light and 12 h dark cycle), temperature (24 ± 2 ^o^C), and humidity (50 ± 10%) conditions, and provided with *ad libitum* access to food and water throughout all experiments. Local and federal regulations regarding animal welfare were followed. General welfare monitoring was performed on a daily basis. Prior to individual experiments, each animal was diligently checked for its suitability according to preset criteria approved by the local animal welfare authorities. Prior to liver harvest, mice were euthanized by isoflurane overdose followed by cervical dislocation. This is an approved method according to the recommendations of the panel on Euthanasia of the American Veterinary Medical Association.

### Human liver samples

Steatotic livers were obtained from individuals with NAFLD or NASH who underwent liver biopsy or steatotic liver transplantation. Liver steatosis due to excessive alcohol consumption (>140 g for men or >70 g for women, per week), use of toxins or drugs, and viral infection (for example, hepatitis B virus and hepatitis C virus) were excluded from the study. Samples from nonsteatotic liver were collected from the normal donor livers. All donor’s livers were allocated via China Organ Transplant Response System from 2017 to 2021. The donors were enrolled in the study on a volunteer basis, and the families of organ donors were approached for consent. Written informed consent was obtained from subjects or families of all participants. Hierarchical steatosis and steatohepatitis were independently diagnosed by two pathologists according to the scoring system of standard histological criteria established by the NASH Clinical Research Network^65^. Cases with NASH activity scores (NAS) of 1–3, and ballooning scores of 0 and no fibrosis, were classified as simple steatosis. Cases with NAS > 4 or NAS of 3–4 but with fibrosis were classified as NASH. Cases with NAS of 0 were classified as normal.

### Adeno-associated virus 8 construction and injection

The AAV8 delivery system was used to overexpress WT SENP1 and C599S mutant SENP1 in the livers of mice. AAV expressing WT SENP1 (pAAV8-CBh-EGFP-P2A-SENP1-3×FLAG-tWPA) or C599S SENP1 (pAAV8-CBh-EGFP-P2A-SENP1(C599S)−3×FLAG-tWPA) were generated by transfecting three plasmids (pAAV containing the SENP1 gene flanked by the AAV inverted terminal repeat sequences, pAAV8 trans-plasmid with the AAV rep and cap genes, and the pAAV helper plasmid) in HEK293T cells. The titers of the vector genome were measured via qPCR with vector-specific primers. Mice were injected via the tail vein with 100 μl of virus containing 2 × 10^11^ vg of the AAV8 vector genomes. All AAVs were purchased from Taitool Biotech (Shanghai).

### Cell culture and generation of knockdown and reconstitution lines

MEFs (ATCC, CRL-2991), and HEK293T (ATCC, CRL3216) cells were cultured in DMEM (Gibco) with 10% (vol/vol) FBS (Gibco) and 100 units/ml penicillin/streptomycin (Invitrogen). All cells were cultured at 37 °C with 5% CO_2_. SENP1 knockdown MEFs were generated with lentivirus transduction of SENP1 shRNA construct and selected with 2 μg/ml puromycin. SENP1 and PIAS1 double knockdown MEFs were generated on SENP1-KD MEFs with lentivirus transduction of PIAS1 shRNA construct and selected with 140 μg/ml hygromycin. RIPK1 WT or K550A mutant MEFs were generated by stably reconstituting *Ripk1*^−/−^;*Senp1*^KD^ MEFs with retrovirus transduction of RIPK1 WT or K550A mutant constructs and selected with 140 μg/ml hygromycin. *Senp1*^KD^;SUMO3^HA^ MEFs and *Senp1*^KD^;*Pias1*^KD^;SUMO3^HA^ MEFs were generated on *Senp1*^KD^ MEFs and *Senp1*^KD^;*Pias1*^KD^ MEFs, respectively, with lentivirus transduction of HA-tagged SUMO3 construct without selection.

### Primary hepatocyte isolation and culture

8-week-old male mice were used for isolation of primary hepatocytes. Mice were anesthetized with 90 mg/kg body weight of pentobarbital sodium first. Livers were fully digested via portal vein perfusion using Liver Perfusion Medium (17701-038; Life Technologies) and then Liver Digest Medium (17703-034; Life Technologies) at a rate of 2 ml/min for 5 min for each medium. After digestion, liver was excised, minced, and filtered through a 70 μm cell strainer (352350; Falcon). Primary hepatocytes were then separated via centrifugation at 50 × *g* for 5 min and purified on 50% Percoll solution (P1644; Sigma). Primary hepatocytes were cultured in RPMI-1640 (Gibco) with 10% (vol/vol) FBS (Gibco) and 100 units/ml penicillin/streptomycin (Invitrogen) and were maintained in a humidified incubator under the same condition as the cell lines.

### Immunoblotting

Antibodies against the following proteins were used for western blot analysis: p-S166 RIPK1 (Biolynx, BX60008, 1:1000), RIPK1 (CST, 3493, 1:1000), PIAS1 (CST, 3550, 1:1000), A20 (CST, 5630, 1:1000), TNFR1 (CST, 13377, 1:1000), cleaved-caspase-3 (CST, 9661, 1:1000), p-p44/42 MAPK (CST, 4370, 1:1000), p-p38 (CST, 9216, 1:1000), p-JNK (CST, 4671, 1:1000), p-IκBα (CST, 2859, 1:1000), IκBα (CST, 4814, 1:1000), HA-tag (CST, 3724, 1:1000), RIPK3 (CST, 95702, 1:1000, 1:500 for IP), p-T231/S232 RIPK3 (CST, 91702, 1:1000), p-S345 MLKL (Abcam, ab196436, 1:1000), HOIP (Abcam, ab46322, 1:1000), SENP1 (Abcam, ab108981, 1:1000), FADD (Abcam, ab124812, 1:1000), FADD (Santa Cruz, SC-6036, 1:100 for IP), SENP1 (Santa Cruz, sc-271360, 1:1000), TRADD (Santa Cruz, sc-7868, 1:500), ERK1/2 (Proteintech, 67170-1-Ig, 1:1000), JNK (Proteintech, 24164-1-AP, 1:1000), p38 (Proteintech, 14064-1-AP, 1:1000), Caspase-3 (Proteintech, 19677-1-AP, 1:1000), SAE1 (Proteintech, 10229-1-AP, 1:1000), SHARPIN (Proteintech,14626-1-AP, 1:1000), β-Tubulin (TRANS, HC101-02, 1:10,000), SUMO3 (PTM-BIO, PTM-1109, 1:1000), Flag-tag (Sigma, F7425, 1:1000), Myc-tag (Sigma, C3956, 1:1000). Anti-K63 Ub and anti-M1 Ub were gifts from Dr. Vishva Dixit (Genentech, 1:1000 for IP). The signals were detected by Immobilon ECL Ultra Western HRP Substrate (Millipore). The membranes were reprobed after incubation in Restore Western Blot stripping buffer (21063, Thermo).

### Construction of plasmids and transfection

The annealed shRNA oligonucleotides were cloned into the pLKO.1 vector. To knockdown SENP1 in MEFs, the following shRNAs were used: sh*Senp1*−1 (5′-CGCAAAGACATTCAGACTCTA-3′); sh*Senp1*−2 (5′-GCCATATTTCCGAAAGCGAAT-3′).

To knockdown PIAS1 in MEFs, the following shRNAs were used: 5′-GCGTCCATCTTTGGCATCATA-3′. The K550A mutant of RIPK1 was created by PCR-based site-directed mutagenesis, and then cloned into the pMSCV vector. For protein expression, SENP1 (residues 415-644), USP2 (residues 271-618) and Ubc9 were cloned into NdeI/EcoRI sites in pET-28a plasmid for *E.coli* expression. All plasmids were confirmed by sequencing.

For plasmid transfection, transient transfections of HEK293T cells were performed using polyethylenimine (Polysciences) according to the manufacturers’ instructions. For siRNA transfection, MEFs were transfected with 50 nM siRNA using Lipofectamin RNAiMax (Invitrogen) for 48 h following the manufacturer’s instruction. The sense sequences of siRNAs used in this study were as follows: si*Senp1-1* (5′-GCAGUUCUGUGUAGCGAAATT-3′); si*Senp1-2* (5′-GCAGGAACAUGCAGUACUUTT-3′). The knockdown efficiency was examined using western blot.

### Lentivirus and retrovirus production and infection

For lentiviral production, HEK293T cells were transfected with pLKO.1 vector carrying shRNA targeting SENP1 or PIAS1 with pMD2.G and psPAX plasmids for 48 h. For retroviral production, HEK293T cells were transfected with pMSCV vector carrying cDNA encoding RIPK1 (WT and K550A), or HA-SUMO3 with VSVG and GAG plasmids for 48 h. Harvested supernatant media from transfected HEK293T cells was filtered through a 0.45 μm filter. Filtered media containing lentivirus or retrovirus particles was used to infect target cells in the presence of polybrene (8 mg/ml). After 6 h of incubation with the lentivirus or retrovirus, the medium was replaced with fresh medium and selected with puromycin or hygromycin after 24 h of infection.

### Analysis of cytotoxicity and viability

For rates of cell death, MEFs were seeded day before at 2500 cells per well in a 384-well plate. The next day, cells were pretreated with the indicated compounds for 1 h. and then stimulated with TNFα in the presence of 5 mM SytoxGreen (Invitrogen). SytoxGreen intensity was measured at intervals of 30 min to 2 h using a SYNERGY H1 microplate reader (BioTek), with an excitation filter of 485 nm, emission filter of 520 nm. Data was collected by Gen5 software version 3.08.01 (BioTek). Percentage of cell death was calculated as (induced fluorescence—background fluorescence)/(max fluorescence—background fluorescence)×100. The maximal fluorescence is obtained by full permeabilization of the cells using Triton X-100 at a final concentration of 0.1%. The rates of cell viability were determined by using CellTiter-Glo Luminescent Cell Viability Assay (Promega) following the manufacturer’s protocol and the results are expressed as percentages of luminescence intensity per well after deducting the background signal in blank well and compared to that of the viability in the non-treated wells.

### siRNA screen

siRNA screen was performed using 14 siRNA pools (GenePharma) targeting 14 rate-limiting enzymes/proteins that are involved in SUMOylation process. MEFs cultured in 384-well white plates were transfected with 50 nM siRNA by reverse transfection method using RNAiMax (Invitrogen) according to a protocol from the manufacturer. At 48 h after the transfection, the cells were treated with 100 nM 5Z-7-Oxozeaenol (5z7) and TNFα (1 ng/ml) and cultured for an additional 12 h to induce RDA. Viability was measured using luminescence-based ATP levels as a surrogate marker in surviving cells using CellTiterGlo ATP assay (Promega). Positive control (RIPK1) and negative control (nontargeting control siRNA, GenePharma) were present in the same plate. The screen was performed in duplicate. Z-scores were calculated based on plate median (negative controls excluded) and median absolute deviation, with Z-score = (cell ATP value - median plate ATP value)/(plate median absolute deviation × 1.4826)^66^. The screen hits were selected based on the median Z-score of the duplicate plates with cut-offs set at Z-score >2 or < −2 (*p* < 0.05).

### Immunoprecipitation

Cell lysates were prepared in the following lysis buffer: 50 mM Tris-HCl (pH 7.5), 150 mM NaCl, 1% NP40, 5% glycerol supplemented with phosphatase and protease inhibitor cocktail tablets (Bimake). Cells were lysed on ice for 30 min and centrifuged at 12,000 × *g* for 15 min at 4 °C. The cell lysates were incubated with indicated antibody overnight at 4 °C and immunocomplex was captured by protein A/G agarose (Invitrogen). After extensive washes, beads were boiled in SDS reducing sample buffer and eluted products were separated by SDS-PAGE which was transferred to PVDF membrane (Millipore) and analyzed with indicated antibodies.

For TNF-RSC (complex I) immunoprecipitations, MEFs were seeded in 15 cm dishes and treated as indicated with Flag-TNFα (100 ng/ml). To terminate treatment, media was removed and plates were washed two times in ice-cold PBS. Cells were lysed in 1 ml 0.5% NP-40 lysis buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl and 0.5% NP-40, 5% glycerol) supplemented with phosphatase and protease inhibitors and N-Ethylmaleimide (2.5 mg/ml, Sigma). Cell lysates were rotated at 4 °C for 30 min and then clarified at 4 °C at 12,000 × *g* for 15 min. Proteins were immunoprecipitated from cleared protein lysates with 20 μl of anti-Flag M2 beads (Sigma) with rotation overnight at 4 °C. 3× washes in 0.5% NP-40 buffer were performed, and samples were eluted by boiling in 50 μl 1 × SDS loading buffer and analyzed by western blot.

For tandem immunoprecipitation of K63 and M1 ubiquitinated RIPK1 in TNF-RSC, MEFs were seeded in 15 cm dishes and treated as indicated with Flag-TNFα (100 ng/ml). TNF-RSC was immunoprecipitated as above and then eluted with 6 M urea. The resulting eluate was incubated with anti-K63 Ub antibody in NP-40 buffer containing 3 M urea or anti-M1 Ub antibody in NP-40 buffer containing 6 M urea overnight at 4 °C followed by incubation with protein A/G agarose resin at 4 °C for 4 h. The immune complexes were then eluted in 1× SDS loading buffer and analyzed by western blot.

For complex-II immunoprecipitations, MEFs were seeded in 10 cm dishes and treated as indicated. Cells were washed two times in ice-cold PBS before lysis in 1 ml 0.5% NP-40 lysis buffer. Cell lysates were rotated at 4 °C for 30 min then clarified at 4 °C at 12,000 × *g* for 15 min, and the supernatant was then incubated overnight at 4 °C with 2 μl anti-FADD (Santa Cruz, SC-6036, for complex IIa) or anti-RIPK3 antibodies (for necrosome). Then the immunocomplex was captured by protein A/G agarose (Invitrogen) for 4 h at 4 °C. The immune complexes were then eluted in 1 × SDS loading buffer and analyzed by western blot.

For tandem immunoprecipitation of SUMOylated RIPK1 in TNF-RSC, MEFs stably expressing HA-SUMO3 were seeded in 15 cm dishes and treated as indicated with Flag-TNFα (100 ng/ml). TNF-RSC was immunoprecipitated as above and then eluted with 3× Flag peptide at 25 °C for 1 h. The resulting eluate was incubated with 20 μl of anti-HA magnetic beads (Invitrogen) with rotation overnight at 4 °C. 3× washes in 0.5% NP-40 buffer were performed, and then samples were eluted by boiling in 50 μl 1 × SDS loading buffer and analyzed by western blot.

### Ni-NTA pulldown assay

HEK293T cells were transfected with the indicated plasmids. Cells were washed two times in ice-cold PBS before lysis in 1 ml His lysis buffer (pH 8.0) containing 50 mM Tris, 150 mM NaCl, 8 M urea, 10% glycerol, 0.1% Triton X-100, 10 mM imidazole, 10 mM β-mercaptoethanol. Cells were clarified at 12,000 × *g* for 10 min, and the supernatant was then incubated with 40 μl Ni-NTA agaroses (QIAGEN, 30210) for 4 h. Then the agaroses were washed with His wash buffer (pH 8.0) containing 50 mM Tris, 150 mM NaCl, 8 M urea, 10% glycerol, 0.1% Triton X-100, 20 mM imidazole, 10 mM β-mercaptoethanol, followed by boiling in 50 μl elution buffer (pH 8.0) containing 1 × SDS loading buffer, 1 M imidazole, 500 mM NaCl, 20 mM Tris and analyzed by western blot.

### Quantitative reverse-transcription PCR

Total RNA was isolated from E14.5 fetal livers and livers or hepatocytes of adult mice using FastPure Cell/Tissue Total RNA Isolation Kit (Vazyme). RNA concentration was measured using the Nanodrop spectrophotometer (Thermo scientific). cDNA was prepared with HiScript III RT SuperMix kit (Vazyme). cDNA (10 ng) of each sample was used for quantitative PCR with ChamQ Universal SYBR qPCR Master Mix (Vazyme). Quantitative reverse-transcription PCR of indicated genes was performed with QuantStudio 6 Flex Real-Time PCR System (Applied Biosystems). Data was collected by using QuantStudio 12K Flex software version 1.3 (Applied Biosystems). Data were analyzed according to the *ΔCT* method. The sequences of gene-specific primers used for PCR are shown below.

Mouse *Senp1* forward: CTGGGGAGGTGACCTTAGTGA, reverse: GTGATAATCTGGACGATAGGCTG; *Tnf* forward: CCCTCACACTCAGATCATCTTCT, reverse: GCTACGACGTGGGCTACAG; *Il1a* forward: CGAAGACTACAGTTCTGCCATT, reverse: GACGTTTCAGAGGTTCTCAGAG; *Il1b* forward: GCAACTGTTCCTGAACTCAACT, reverse: ATCTTTTGGGGTCCGTCAACT; *Il6* forward: TAGTCCTTCCTACCCCAATTTCC, reverse: TTGGTCCTTAGCCACTCCTTC; *Cxcl1* forward: CTGGGATTCACCTCAAGAACATC, reverse: CAGGGTCAAGGCAAGCCTC; *Ccl2* forward: TTAAAAACCTGGATCGGAACCAA, reverse: GCATTAGCTTCAGATTTACGGGT; *Ccl5* forward: GCTGCTTTGCCTACCTCTCC, reverse: TCGAGTGACAAACACGACTGC; *Col3a1* forward: CTGTAACATGGAAACTGGGGAAA, reverse: CCATAGCTGAACTGAAAACCAC; *Acta2* forward: GTCCCAGACATCAGGGAGTAA, reverse: TCGGATACTTCAGCGTCAGGA; *Ccnd1* forward: GCGTACCCTGACACCAATCTC, reverse: CTCCTCTTCGCACTTCTGCTC; *Tgfb* forward: CTCCCGTGGCTTCTAGTGC, reverse: GCCTTAGTTTGGACAGGATCTG; *Pdgfa* forward: GAGGAAGCCGAGATACCCC, reverse: TGCTGTGGATCTGACTTCGAG; *Timp1* forward: GCAACTCGGACCTGGTCATAA, reverse: CGGCCCGTGATGAGAAACT; *Pdgfra* forward: TCCATGCTAGACTCAGAAGTC, reverse: TCCCGGTGGACACAATTTTTC; *Pdgfb* forward: CATCCGCTCCTTTGATGATCTT, reverse: GTGCTCGGGTCATGTTCAAGT; *Col1a1* forward: GCTCCTCTTAGGGGCCACT, reverse: CCACGTCTCACCATTGGGG; *Ripk1* forward: GAAGACAGACCTAGACAGCGG, reverse: CCAGTAGCTTCACCACTCGAC; *Alb* forward: TGCTTTTTCCAGGGGTGTGTT, reverse: TTACTTCCTGCACTAATTTGGCA; *Clec4f* forward: GAGGCCGAGCTGAACAGAG, reverse: TGTGAAGCCACCACAAAAAGAG; *Tek* forward: GAGTCAGCTTGCTCCTTTATGG, reverse: AGACACAAGAGGTAGGGAATTGA; *Epo* forward: ACTCTCCTTGCTACTGATTCCT, reverse: ATCGTGACATTTTCTGCCTCC; *Epor* forward: GGGCTCCGAAGAACTTCTGTG, reverse: ATGACTTTCGTGACTCACCCT.

### Mass spectrometry and data analysis

For complex I mass spectrometry analysis, MEFs were treated with Flag-TNFα for indicated time. The binding proteins of TNFR1 in immunoprecipitation pulldown by anti-Flag beads were trypsin-digested on beads. The resulting peptides in duplicates were analyzed on a Thermo Scientific Orbitrap Fusion Tribrid mass spectrometer. The protein identification and quantification were done by MaxQuant 1.6. The tandem mass spectra were searched against the UniProt human protein database and a set of commonly observed contaminants. The precursor mass tolerance was set as 20 ppm, and the fragment mass tolerance was set as 0.5 Da. The cysteine carbamidomethylation was set as a static modification, and the methionine oxidation was set as a variable modification. The false discovery rate at the peptide spectrum match level and protein level was controlled to be <1%. The unique peptides plus razor peptides were included for quantification. The summed peptide intensities were used for protein quantification.

For identification of SUMOylated proteins after TNFα stimulation, SUMOylated proteins isolated from *Senp1*^WT^; SUMO3^HA^ MEFs, and *Senp1*^KD^; SUMO3^HA^ MEFs stimulated by TNFα for 5 min were trypsin-digested on beads. The resulting peptides in triplicates were analyzed on a Thermo Scientific Orbitrap Fusion Tribrid mass spectrometer. The protein identification and quantification were done as above.

For mass spectrometry analysis of SUMOylation sites of RIPK1, Flag-tagged RIPK1 isolated from HEK293T cells expressing this construct was trypsin-digested on beads followed by immunoprecipitation. The resulting peptides were subjected to enrichment of diGly peptides using antibody against ubiquitin remnant motif (K-ε-GG) (PTM Biolabs Inc). The enriched diGly peptides were analyzed on the Q Exactive HF-X mass spectrometer (Thermo Scientific). The identification and quantification of diGly peptides were done by MaxQuant. The tandem mass spectra were searched against UniProt mouse protein database together with a set of commonly observed contaminants. The precursor mass tolerance was set as 20 ppm, and the fragment mass tolerance was set as 0.1 Da. The cysteine carbamidomethylation was set as a static modification, and the methionine oxidation as well as lysine with a diGly remnant were set as variable modifications. The FDR at peptide spectrum match level was controlled below 1%.

### RNA-seq and data analysis

Tissues were homogenized in a 1.5 ml tube containing 1 ml of Trizol Reagent (Invitrogen). Total RNA extraction was performed according to the manufacturer’s instructions. RNA was resuspended in DEPC-treated RNase-free water and residual DNA contamination was removed by TURBO DNA-free kit according to manufacturer’s instruction (Invitrogen). The quantity and quality of RNA were determined by Nanodrop (Thermo scientific) and agarose gel electrophoresis. 1 µg of total RNA was used for sequencing library preparation. PolyA-tailed RNAs were selected by VAHTS mRNA-seq V2 Library Prep Kit for Illumina (Vazyme) according to manufacturer’s instruction. The library quality was examined by Bioanalyzer 2100 (Agilent). Quantification was performed by qRT-PCR with a standard library as reference. The libraries were pooled together in equimolar amounts to a final 2 nM concentration. The normalized libraries were denatured with 0.1 M NaOH. Pooled libraries were sequenced on the Illumina X-ten platforms with PE150 (Illumina). Data was collected by llumina X-ten platforms software version HCS 3.3.76 (Illumina).

Sequencing reads were mapped to the reference genome mm10 (GRCm38: GCA_000001635.8, GCF_000001635.26) from Gencode with hisat2 by default parameter. The read counts for each gene were calculated by featureCounts^67^. The count files were used as input to R package DESeq2 (v1.26.0)^68^ for normalization and the differential expression genes. Wald test was performed. *P* value were corrected for multiple testing using the FDR method. Heatmap was plot by pheatmap R package. GO term analysis was performed by GSEA (v4.1.0). Enriched pathways were considered significant based on *q* values (<0.05; Fisher exact test).

### Protein expression and purification

SENP1 (residues 415-644), USP2 (residues 271-618), and Ubc9 were expressed as 6× His fusion protein in *E. coli* BL21 (DE3) with 0.1 mM IPTG overnight at 18 °C. Bacteria were centrifugation and pellets were lysed with sonication at 4 °C, and then purified by Ni-NTA affinity resin. All proteins were further purified by size exclusion chromatography in a buffer containing 50 mM Tris-HCl (pH 7.5), 300 mM NaCl, and 1 mM DTT.

### In vitro SUMOylation and deSUMOylation assay

Flag-RIPK1 was isolated from HEK293T expressing this construct using anti-Flag M2 beads and washed with IP buffer three times followed by incubation with 2 μg recombinant catalytic domain (CD) of His-USP2 in deubiquitination buffer [50 mM Tris-HCl (pH 8.0), 50 mM NaCl, and 5 mM DTT] at 37 °C for 1 h to remove the ubiquitination smears. The resulting mixture was then incubated in a reaction containing 50 nM recombinant human SUMO activating enzyme E1 (SAE1/UBA2, R&D Systems), 2 μg E2 enzyme (His-Ubc9), 10 μM recombinant SUMO3 (R&D Systems) and 10 mM ATP with SUMOylation buffer (50 mM Tris-HCl pH 7.5, 5 mM MgCl_2_) at 37 °C for 1 h. The samples were then analyzed by immunoblotting with RIPK1. For in vitro deSUMOylation assay, SUMOylated RIPK1 was prepared as above, and then incubated with 0.5 μM recombinant catalytic domain (CD) of His-SENP1 in deSUMOylation buffer containing 50 mM Tris-HCl (pH 7.5), 2 mM DTT at 37 °C for 4 h. The samples were then analyzed by immunoblotting with RIPK1.

### TUNEL tissue staining

Collected mouse tissue was fixed in 4% PFA and processed for paraffin embedding. TUNEL assay was used to detect dead cells with DNA fragmentation using In Situ Cell Death Detection Kit, POD (Roche) by following manufacture’s protocol.

### Biochemical serum analysis

Alanine aminotransferase (ALT) and aspartate transaminase (AST) were measured in blood serum using Cobas C111 biochemical analyzer (Roche, Mannheim, Germany) according to the manufacturer’s instructions.

### Hepatic and intracellular lipid analyses

For hepatic lipid content, TG and TC content was examined using commercial kits (No. 290-63701 for TG, and No. 294-65801 for TC, Wako, Tokyo, Japan) according to the manufacturer’s instructions. Intracellular TG levels were measured using a commercially available TG Colorimetric Assay Kit (Cayman, Ann Arbor, MI, USA) according to the manufacturer’s protocol.

### Histology and immunochemistry

Tissues were harvested from mice with different genotypes and fixed with 4% paraformaldehyde. Fixed tissues were embedded with paraffin. Sections were dewaxed and then antigen retrieval was performed with 0.01 M sodium citrate. The sections were firstly blocked with 3% H_2_O_2_ and next with 5% goat serum and incubated with primary antibodies at 4 °C overnight and washed in PBST before incubating with secondary antibodies at RT for 2 h. For immunostaining, fluorescent images were collected by the Leica TSC SP8 confocal microscopy system (Leica Application Suite X software version 1.8.1.13759) using a 20× or 40× objective. For immunochemistry, the signals were detected using SignalStain DAB Substrate Kit (CST, 8059). The following antibodies were used: p-S166 RIPK1 (Biolynx, BX60008, 1:500), CD45 (Servicebio, GB11066, 1:500), EPO (Servicebio, GB11323, 1:900), CC3 (CST, 9661, 1:400). Secondary antibodies: Alexa Fluor 488 goat anti-rabbit IgG (Invitrogen, A11034, 1:2000); Alexa Fluor 568 goat anti-rabbit IgG (Invitrogen, A11011, 1:2000).

### Oil red O staining

Oil red O (ORO) staining was performed to detect neutral lipids and lipid droplet morphology with slight modifications. Tissues were harvested from mice with different genotypes and fixed with 4% paraformaldehyde overnight at 4 °C, rinsed in PBS, and incubated overnight at 4 °C in 30% sucrose before freezing in a 2:1 mixture of 30% sucrose and Tissue-Tek optimal cutting temperature compound (OCT). The frozen liver sections that were prepared using OCT compound were immersed in freshly prepared 1% Oil red O working solution for 10 min, counterstained with hematoxylin, and then rinsed under running tap water for 30 min. Photomicrographs were captured under a microscope.

### Masson’s trichrome staining

Masson’s trichrome stain was used to determine the levels of collagen deposition. Tissues were harvested from mice with different genotypes and fixed with 4% paraformaldehyde. Fixed tissues were embedded with paraffin, sliced into 5-µm sections, and stained with Masson’s trichrome at room temperature for 2 h. All hepatic sections were examined and images were captured via light microscopy.

### Statistics and reproducibility

All cell death data are presented as mean ± s.d. of one representative experiment. Each experiment was repeated at least three times independently with similar results. Mouse data are presented as mean ± s.e.m. of the indicated *n* values. All immunoblots were repeated at least three times independently with similar results. Quantifications of immunoblots were performed using ImageJ 1.52a, and the densitometry data were adjusted to loading control and normalized to control treatment. Statistical analyses were performed with GraphPad Prism 8.0 (v8.4.1). Normality of the samples was checked by using the Shapiro-Wilk test before statistical analysis. For normal distribution, either unpaired two-tailed Student’s t-test for comparison between two groups, or one-way ANOVA with post hoc Dunnett’s tests for comparisons among multiple groups with a single control was applied, while for non-normal distribution, a non-parametric statistical analysis was performed using Mann-Whitney test for two groups, or Kruskal-Wallis test followed by Dunnett’s test for multiple comparisons. Multiple linear regression analysis was performed to assay the correlation of hepatic SENP1 expression level with variations in NAFLD and NASH. Differences were considered statistically significant if *P* < 0.05(*); *P* < 0.01 (**); *P* < 0.001(***).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting summary

## Data Availability

The RNA-seq data generated in this study have been deposited at Gene Expression Omnibus (GEO) database under accession code GSE193509. The mass spectrometry proteomics data have been deposited in the ProteomeXchange Consortium database under accession code PXD037648. These data are available with no restriction. The clinical and histological characteristics of the human samples are not publicly available due to data privacy, but that anonymized data can be obtained from the corresponding author D.X. () and J.G. () immediately upon reasonable request with no restriction. All other data generated or analyzed during this study are included in this published article and its supplementary information files. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: SENP1 prevents steatohepatitis by suppressing RIPK1-driven apoptosis and inflammation
**Source:** Nat Commun. 2022 Nov 22;13:7153. doi: 10.1038/s41467-022-34993-0
**Supplement:** Supplementary file 1 — Supplementary Information

## SUPPLEMENTARY INFORMATION

### Title:

SENP1 prevents steatohepatitis by suppressing RIPK1-driven apoptosis  
and inflammation

### Author list:

Lingjie Yan<sup>1,2,9</sup>, Tao Zhang<sup>3,9</sup>, Kai Wang<sup>4,5,9</sup>, Zezhao Chen<sup>1,2</sup>, Yuanxin Yang<sup>1,2</sup>, Bing Shan<sup>1</sup>, Qi Sun<sup>1</sup>, Mengmeng Zhang<sup>1</sup>, Yichi Zhang<sup>6</sup>, Yedan Zhong<sup>1</sup>, Nan Liu<sup>1,7</sup>, Jinyang Gu<sup>8,6\*</sup>, & Daichao Xu<sup>1,7\*</sup>.

<sup>9</sup>These authors contributed equally: Lingjie Yan, Tao Zhang, Kai Wang

**Inventory of Supporting Information:**

Supplementary Figures 1 to 9

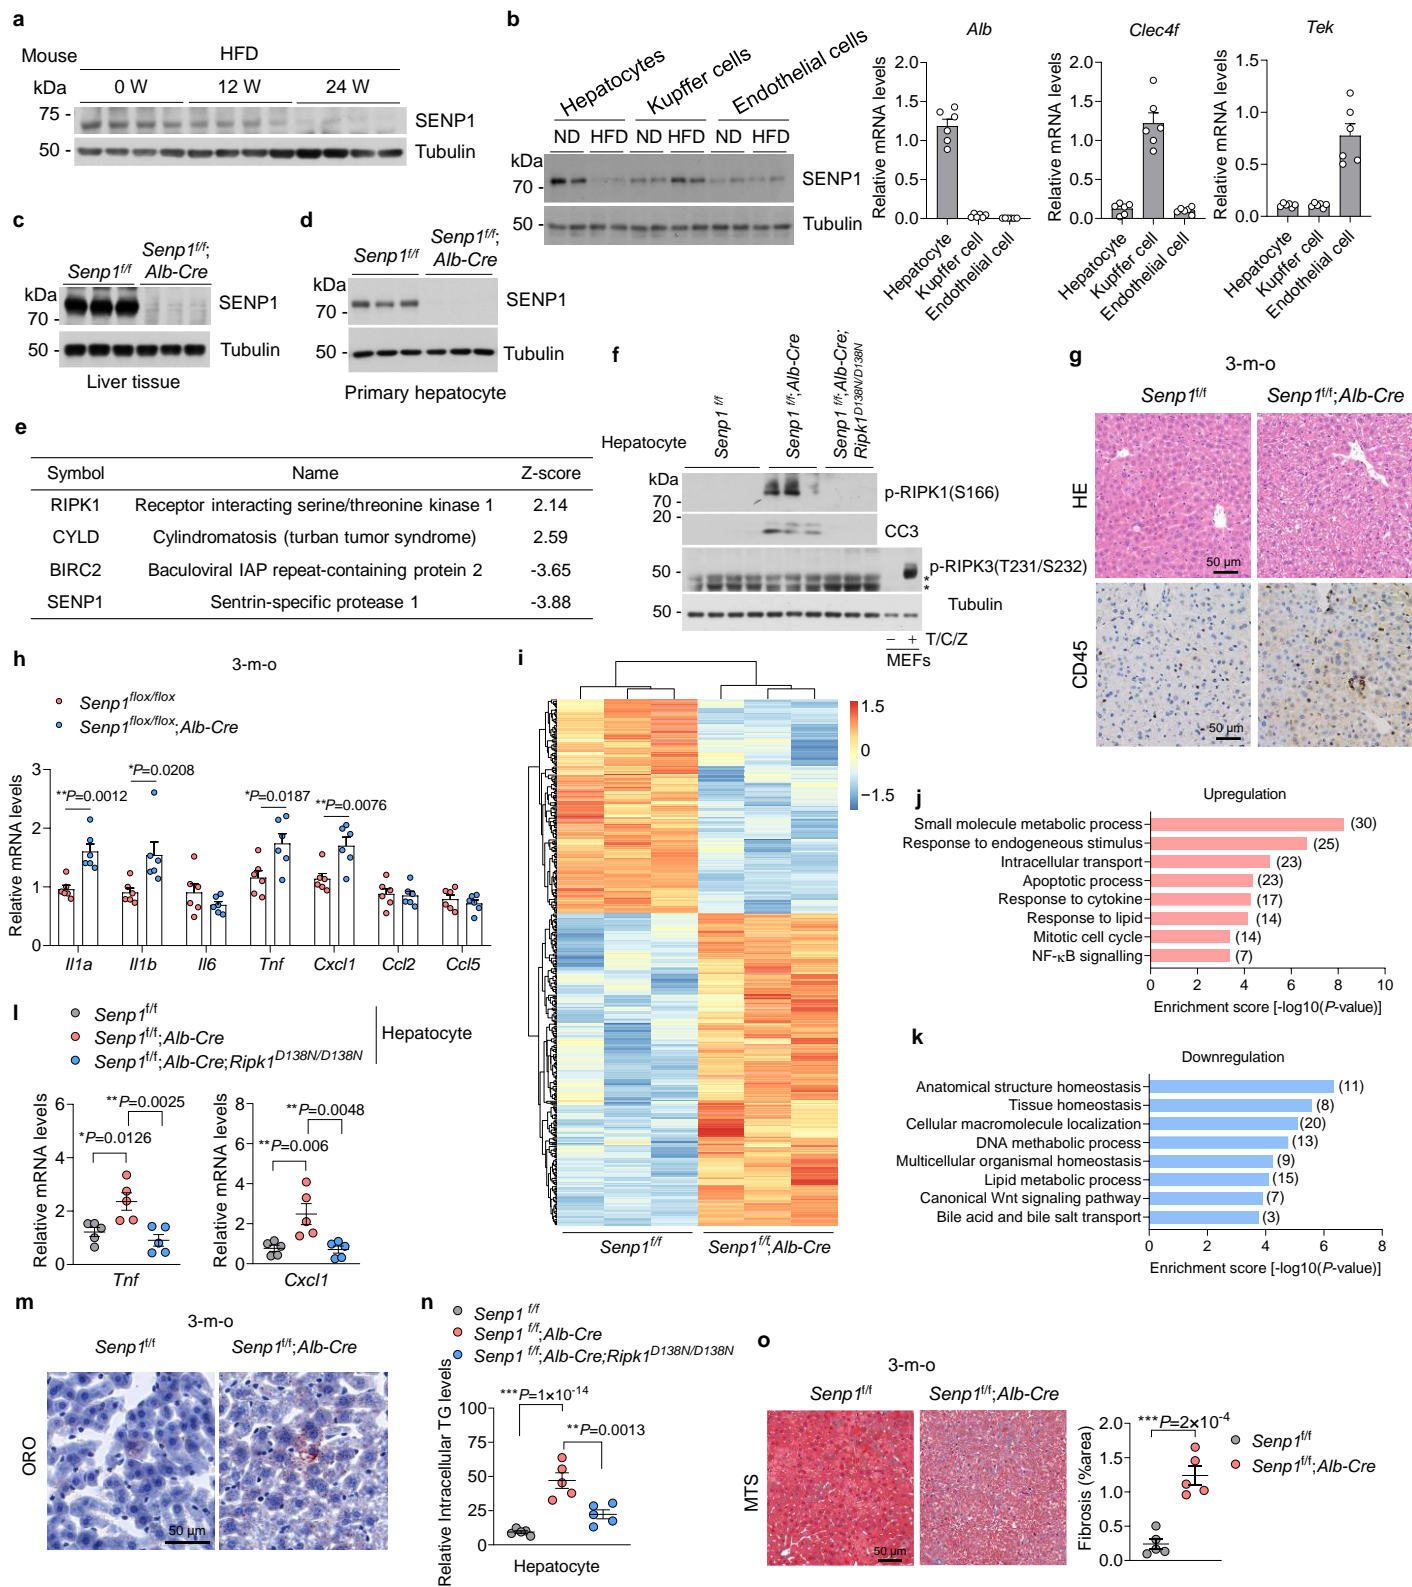

**Supplementary Figure 1. Deletion of SENP1 in hepatocytes causes RIPK1-driven inflammation and liver damage.**

**a-d**, Immunoblotting analysis of SENP1 protein levels in the livers of mice fed a HFD for indicated number of weeks (W) ( $n = 4$ ) (**a**), and isolated hepatocytes, Kupffer cells and endothelial cells from livers of control mice and HFD-fed (24 weeks) mice ( $n = 2$ ) (**b**). The purity of isolated each type of cells was determined by measuring the hepatocyte-specific gene *Alb*, Kupffer cell-specific gene *Clec4f*, and endothelial cell-specific gene *Tek* ( $n = 6$ ) (**b**). **c, d**, Immunoblotting analysis of SENP1 expression in livers (**c**) and hepatocytes isolated from livers (**d**) of mice with indicated genotypes ( $n = 3$ ). **e**, The z scores of RIPK1, CYLD, BIRC2 and SENP1 in the genome-wide siRNA screen for regulators of RIPK1-dependent cell death. CYLD and BIRC2 are positive controls. **f**, Immunoblotting analysis of RIPK1 activation, apoptosis and necroptosis in hepatocytes isolated from livers of 8-m-o mice ( $n = 4$  for *Senp1<sup>fl/fl</sup>*,  $n = 3$  for *Senp1<sup>fl/fl</sup>;Alb-Cre* and *Senp1<sup>fl/fl</sup>;Alb-Cre;Ripk1<sup>D138N/D138N</sup>*). Lysate from MEFs treated with T(10 ng/ml)/CHX(C, 2  $\mu$ g/ml)/zVAD(Z, 10  $\mu$ M) for 4 hrs were used as a positive control for p-RIPK3(T231/S232) signal. \*: non-specific band. **g, h**, Representative images of histological analysis and IHC of CD45 of liver sections (**g**), and quantitative RT-PCR analysis of the mRNA expression of cytokines and chemokines in livers (**h**) from 3-m-o mice ( $n = 6$ ). **i-k**, Heatmap (**i**) and GO analysis (**j, k**) of genes differentially expressed in livers from 3-m-o mice ( $n = 3$ ). **l**, Quantitative RT-PCR analysis of the mRNA expression of *Tnf* and *Cxcl1* from hepatocytes isolated from 8-m-o mice ( $n = 5$ ). **m**, Oil Red O staining of lipids in livers from 3-m-o mice ( $n = 6$ ). **n**, Relative intracellular TG content in hepatocytes isolated from 8-m-o mice ( $n = 5$ ). **o**, Representative images of Masson's trichrome stained liver sections from 3-m-o mice. The quantification is shown at right ( $n = 5$ ). Data are presented as mean  $\pm$  s.e.m. (**b, h, l, n, o**). One-way ANOVA, post hoc Dunnett's test (**l, n**). Unpaired two-tailed t-test (**h, o**). Source data are provided in Source Data file.

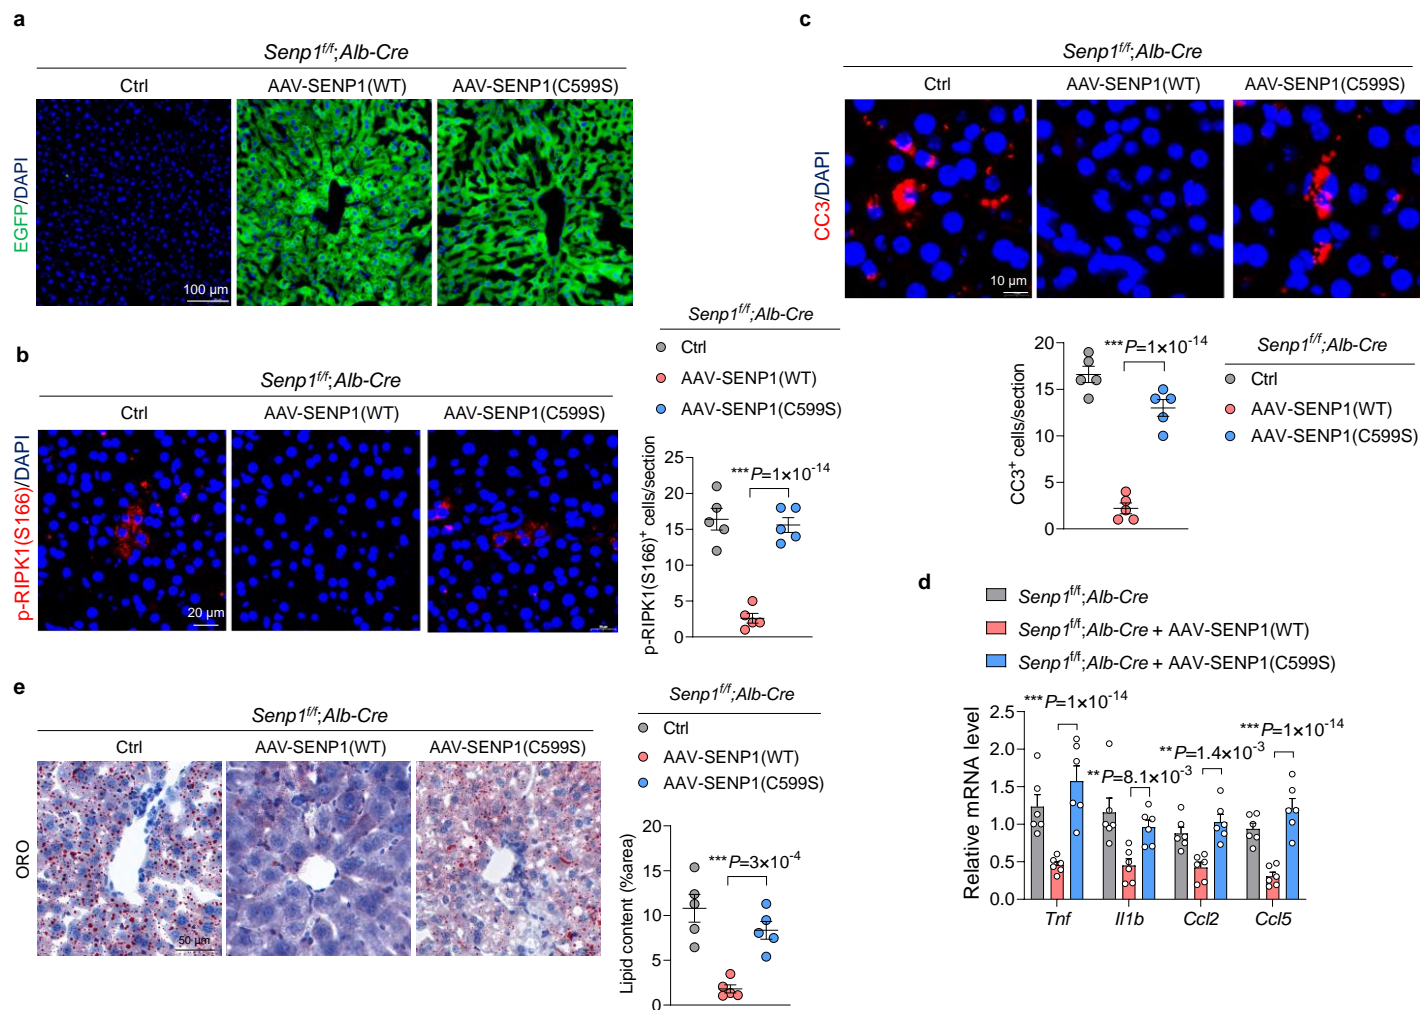

**Supplementary Figure 2. The deSUMOylation activity of SENP1 is required for suppressing RIPK1 activation and liver damage.**

**a**, Representative fluorescent microscopy images out of  $n = 3$  livers two months after injections with pAAV-CBh-EGFP-P2A-SENP1-3xFLAG-tWPA or AAV-CBh-EGFP-P2A-SENP1(C599S)-3xFLAG-tWPA. The construct expresses EGFP, which allows for verification of the site and efficacy of infection. **b, c**, p-S166 RIPK1 (**b**) and CC3 (**c**) staining of liver sections from *Senp1<sup>fl/fl</sup>;Alb-Cre* control mice, *Senp1<sup>fl/fl</sup>;Alb-Cre;AAV-Senp1<sup>WT</sup>* (SENP1-WT) and *Senp1<sup>fl/fl</sup>;Alb-Cre;AAV-Senp1<sup>C599S</sup>* (SENP1-C599S) mice. Graph depicting numbers of p-S166 RIPK1<sup>+</sup> staining (**b**) and numbers of CC3<sup>+</sup> cells (**c**) on liver sections of indicated genotypes, respectively. Each dot represents an individual mouse. Mean  $\pm$  s.e.m. of  $n = 5$  mice for each genotype. One-way ANOVA, post hoc Dunnett's test. **d**, Quantitative RT-PCR analysis of the mRNA expression of cytokines and chemokines in livers of mice with indicated genotypes ( $n = 5$  mice for each genotype). Each dot represents an individual mouse. Mean  $\pm$  s.e.m. One-way ANOVA, post hoc Dunnett's test. **e**, Oil Red O staining of lipids in liver sections from mice of indicated genotypes. Representative images out of  $n = 5$  mice for each genotype are represented. Graph depicting percentage of lipid content on liver sections of indicated genotypes. Each dot represents an individual mouse. Mean  $\pm$  s.e.m. One-way ANOVA, post hoc Dunnett's test. Source data are provided in Source Data file.

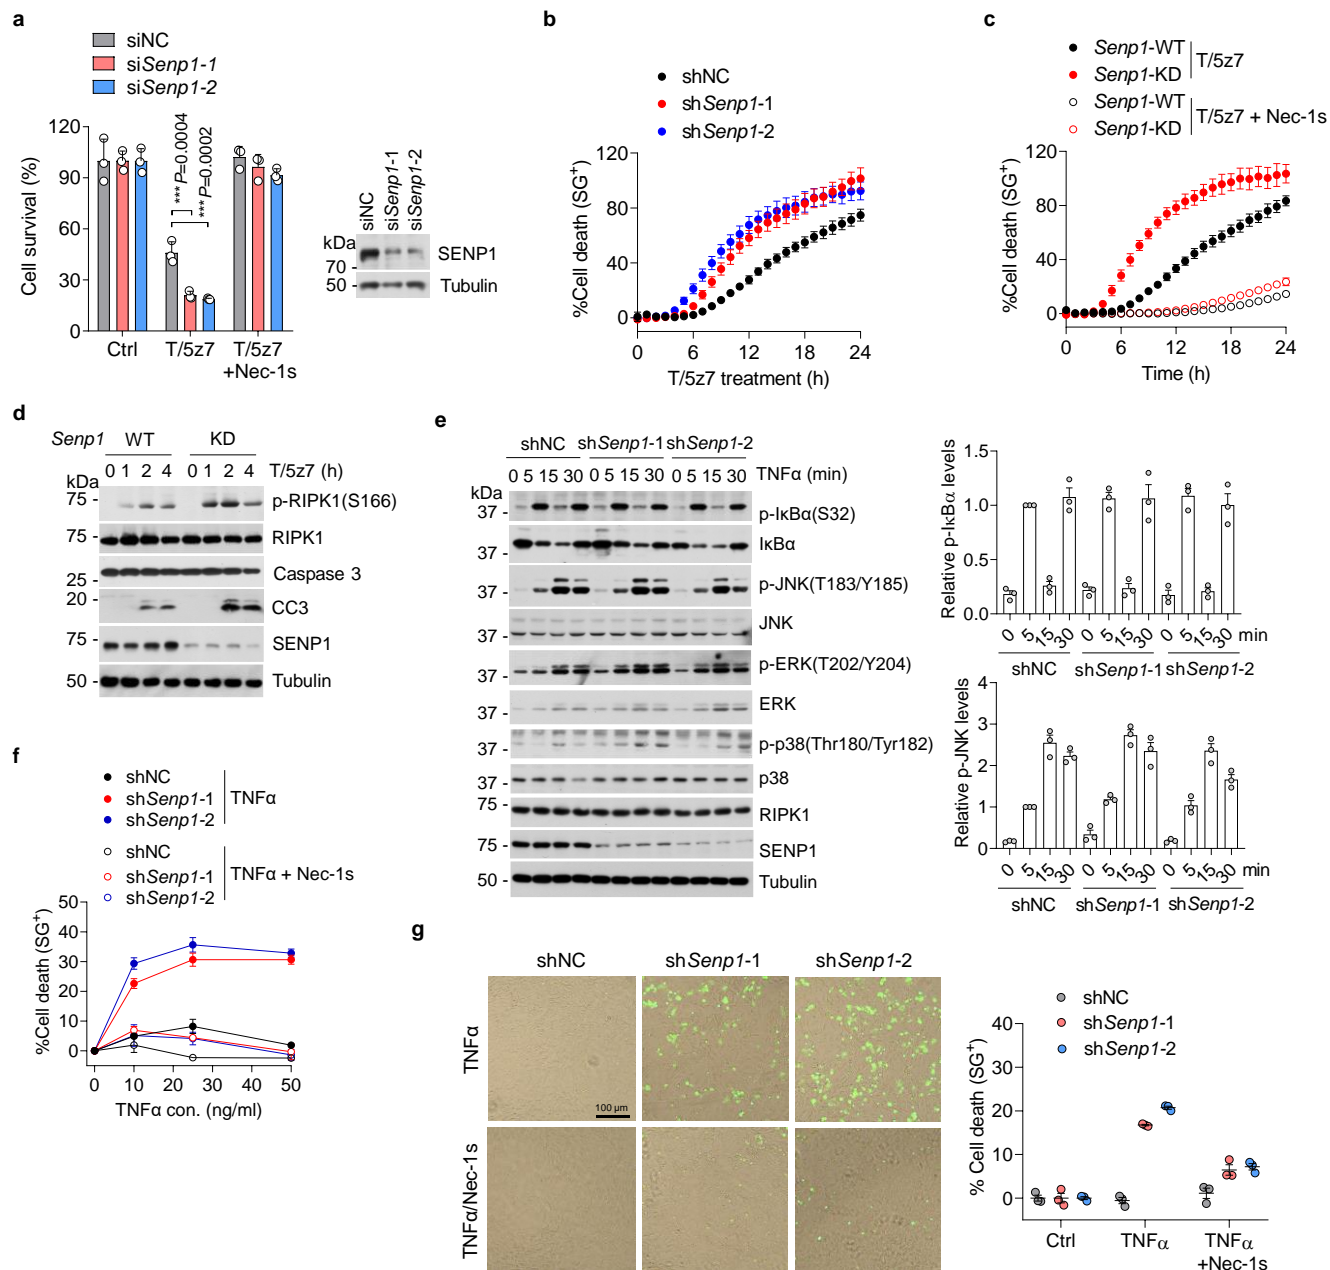

**Supplementary Figure 3. Knockdown of SENP1 promotes RIPK1-dependent apoptosis in response to TNF $\alpha$ .**

**a**, MEFs were transfected with siRNAs targeting SENP1, or control (NC), for 48 hrs. The cells were then pre-treated with 5z7 (100 nM) in the presence or absence of Nec-1s (10  $\mu$ M) for 0.5 hr followed by TNF $\alpha$  (1 ng/ml) for 12 hrs. Cell survival was measured by CellTiter-Glo assay. One-way ANOVA, post hoc Dunnett's test. Knockdown efficiency is shown by immunoblotting with SENP1. **b**, MEFs stably expressing the indicated shRNA were pre-treated with 100 nM 5z7 for 0.5 hr followed by 1 ng/ml TNF $\alpha$  for indicated time. Cell death was measured as a function of time by SytoxGreen positivity assay. **c**, **d**, shNC (hereafter referred to *Senp1*-WT) and sh*Senp1*-2 (hereafter referred to *Senp1*-KD) MEFs were treated with 100 nM 5z7 in the presence or absence of Nec-1s (10  $\mu$ M) for 0.5 hr followed by 1 ng/ml TNF $\alpha$  for indicated time. Cell death was measured as a function of time by SytoxGreen positivity assay (**c**). The levels of p-S166 RIPK1 and cleaved caspase-3 (CC3) were determined by immunoblotting (**d**). **e**, MEFs stably expressing the indicated shRNA were stimulated with 10 ng/ml TNF $\alpha$  for indicated periods of time and the whole-cell lysates were immunoblotted as indicated. Quantification of relative p-IkB $\alpha$  and p-JNK levels that normalized to Tubulin levels was shown on the right. Mean  $\pm$  s.e.m. of  $n = 3$  biologically independent experiments. **f**, MEFs stably expressing the indicated shRNA were treated with different concentrations of TNF $\alpha$  for 24 hrs. Cell death was measured by SytoxGreen positivity assay. **g**, MEFs stably expressing the indicated shRNA were treated with TNF $\alpha$  (10 ng/ml) in the presence or absence of Nec-1s (10  $\mu$ M) for 24 hrs. Representative images of SytoxGreen staining out of three independent experiments are represented. Graph depicting percentage of dead cells. Cell counting was performed manually using ImageJ. Data are presented as mean  $\pm$  s.d. of three (**a**, **f**, **g**) and six (**b**, **c**) independent samples of one representative experiment out of  $n = 3$  independent experiments. Source data are provided in Source Data file.

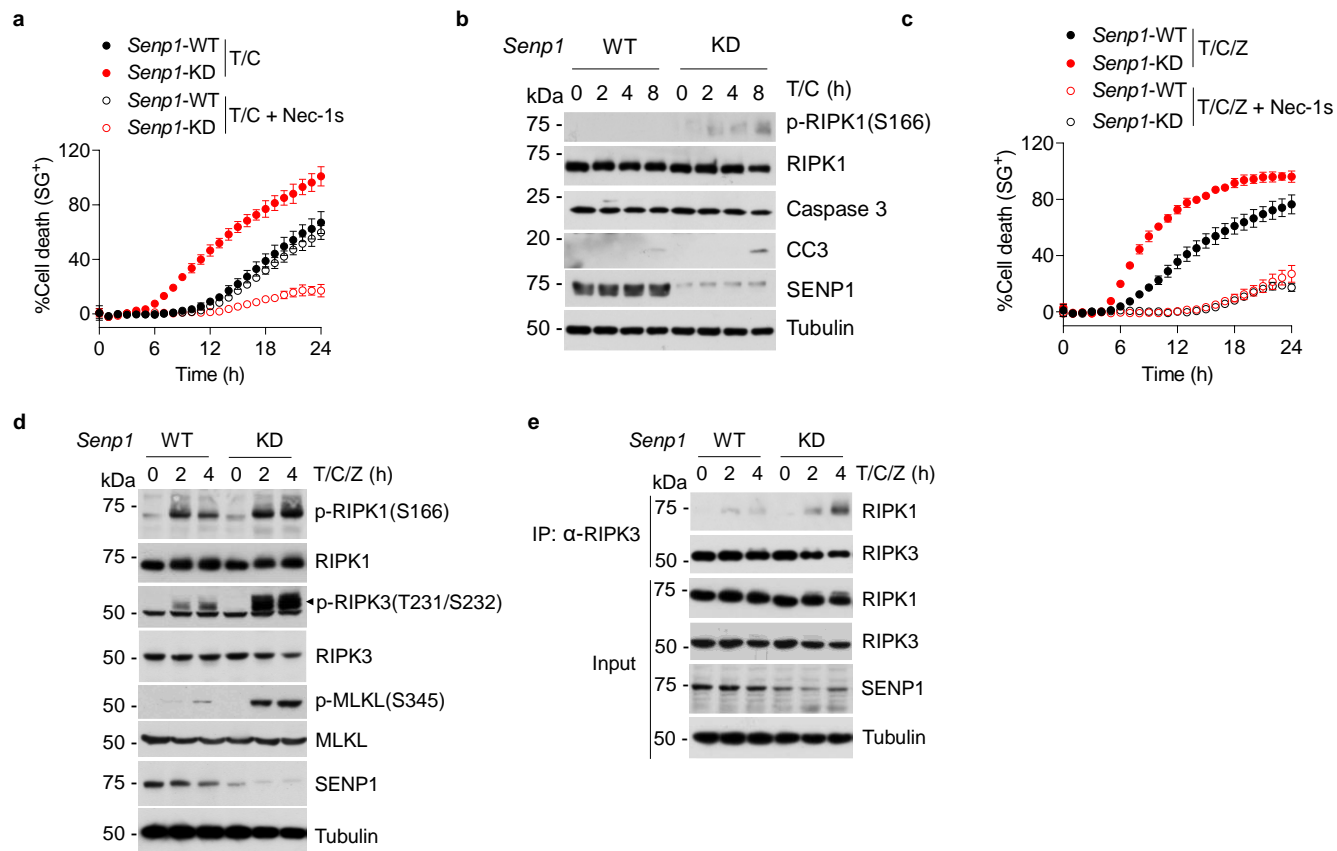

**Supplementary Figure 4. Knockdown of SENP1 promotes RIPK1-dependent apoptosis and necroptosis.**

**a, b**, SENP1 knockdown sensitized MEFs to T/C-induced cell death and converts RIA to RDA. *Senp1*-WT and *Senp1*-KD MEFs were treated with 2  $\mu$ g/ml cycloheximide (CHX, C) in the presence or absence of Nec-1s (10  $\mu$ M) for 0.5 hr followed by 10 ng/ml TNF $\alpha$  for indicated time. Cell death was measured as a function of time by SytoxGreen positivity assay, data are represented as mean  $\pm$  s.d. of six independent samples of one representative experiment out of  $n = 3$  independent experiments (**a**). The levels of p-S166 RIPK1 and CC3 were determined by immunoblotting, similar results were obtained from  $n = 3$  independent experiments (**b**). **c, d**, SENP1 knockdown sensitized MEFs to T/C/Z-induced necroptosis. *Senp1*-WT and *Senp1*-KD MEFs were treated with CHX (2  $\mu$ g/ml) and zVAD.fmk (Z, 10  $\mu$ M) in the presence or absence of Nec-1s (10  $\mu$ M) for 0.5 hr followed by 1 ng/ml TNF $\alpha$  for indicated time. Cell death was measured as a function of time by SytoxGreen positivity assay, data are represented as mean  $\pm$  s.d. of six independent samples of one representative experiment out of  $n = 3$  independent experiments (**c**). The levels of p-S166 RIPK1, p-T231/S232 RIPK3 and p-S345 MLKL were determined by immunoblotting, similar results were obtained from  $n = 3$  independent experiments (**d**). **e**, *Senp1*-WT and *Senp1*-KD MEFs were pre-treated with CHX (C, 2  $\mu$ g/ml) and zVAD.fmk (Z, 10  $\mu$ M) for 0.5 hr followed by 1 ng/ml TNF $\alpha$  for indicated time. The necrosome was isolated by immunoprecipitation of RIPK3, and RIPK1 binding was revealed by immunoblotting. Similar results were obtained from  $n = 3$  independent experiments. Source data are provided in Source Data file.

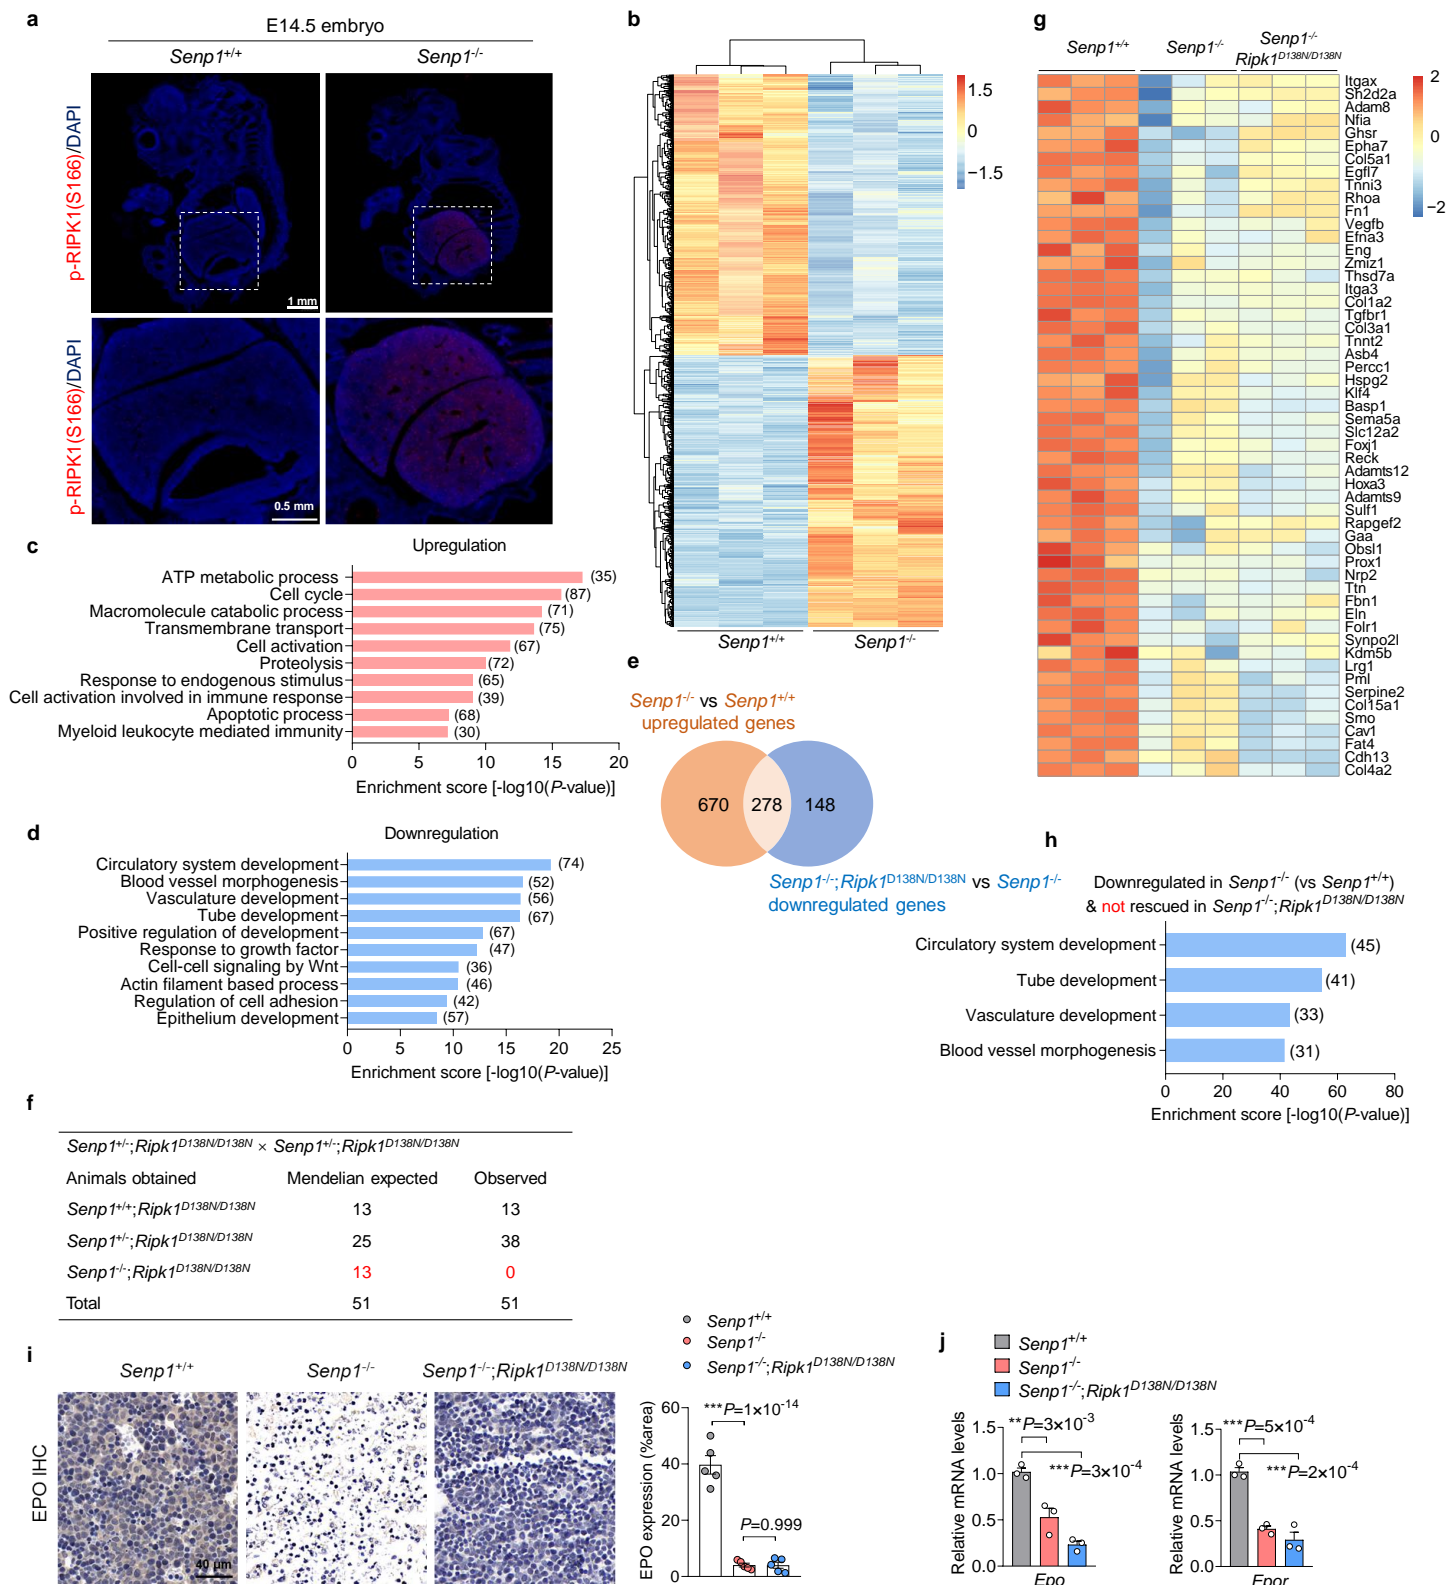

### Supplementary Figure 5. SENP1 suppresses RIPK1 activation during development.

**a**, RIPK1 is hyperactivated in *Senp1*<sup>-/-</sup> fetal liver. Sections from E14.5 embryos of indicated genotype were immunostained for p-S166 RIPK1 and DAPI for nuclei. Representative images out of *n* = 8 embryos (for each genotype) are represented. **b-d**, Heatmap (**b**) and GO analysis (**c**, **d**) of genes differentially expressed (fold change > 1.5, *P*-value < 0.05) in E14.5 fetal livers of mice of indicated genotypes. *n* = 3 embryos for each genotype. **e**, Venn diagram of genes upregulated in *Senp1*<sup>-/-</sup> fetal livers (vs *Senp1*<sup>+/+</sup>, fold change > 1.5, *P*-value < 0.05) and genes downregulated in *Senp1*<sup>-/-</sup>; *Ripk1*<sup>D138N/D138N</sup> fetal livers (vs *Senp1*<sup>-/-</sup>, fold change > 1.5, *P*-value < 0.05). **f**, Numbers of offspring from intercrossing *Senp1*<sup>+/+</sup>; *Ripk1*<sup>D138N/D138N</sup> parents. **g**, **h**, RIPK1-D138N mutation does not alter the downregulation of genes that are involved in blood vessel development in *Senp1*<sup>-/-</sup> embryos. Heatmap (**g**) and GO analysis (**h**) of genes that are involved in blood vessel development, which are not rescued by RIPK1-D138N knockin mutation in *Senp1*<sup>-/-</sup> fetal livers. **i**, Immunohistochemistry and quantification of EPO in E14.5 fetal liver of indicated genotypes. Representative images out of *n* = 5 embryos (for each genotype) are represented. Graph depicting percentage of EPO expression area on fetal liver sections of indicated genotypes. Each dot represents an individual mouse. Mean ± s.e.m. One-way ANOVA, post hoc Dunnett's test. **j**, Quantitative RT-PCR analysis of the mRNA expression of *Epo* and *Epor* (*n* = 3 embryos for each genotype). Each dot represents an individual mouse. Mean ± s.e.m. One-way ANOVA, post hoc Dunnett's test. Source data are provided in Source Data file.

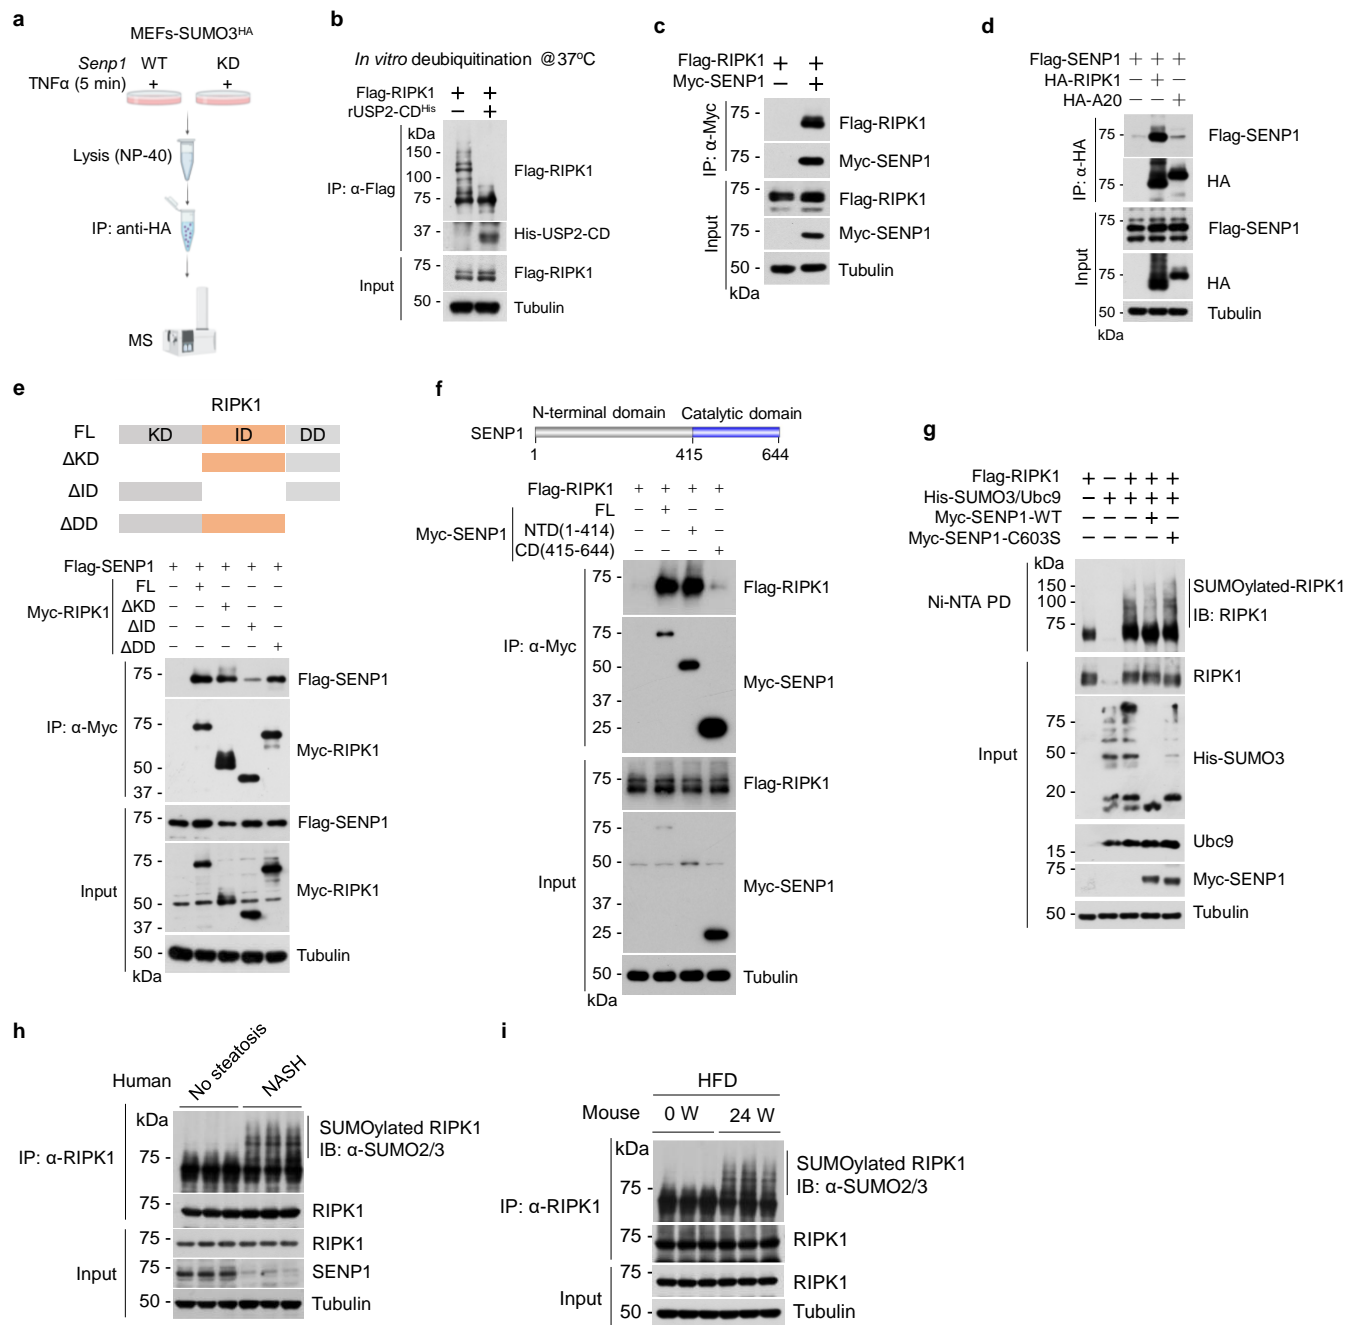

**Supplementary Figure 6. SENP1 interacts with RIPK1 and suppresses its SUMOylation.**

**a**, Schematic of mass spectrometry analysis for identification of SUMOylation targets in response to TNF $\alpha$  stimulation. Created with BioRender.com. **b**, HEK293T cells were transfected with Flag-RIPK1, and then immunoprecipitated using anti-Flag resin followed by incubation with recombinant catalytic domain (CD) of USP2 as indicated at 37 °C for 1 hr. The samples were analyzed by immunoblotting with RIPK1. **c**, **d**, HEK293T cells were co-transfected with expression vectors of Flag-SENP1 and Myc-RIPK1 (**c**), Flag-SENP1 and HA-RIPK1 (**d**) or Flag-SENP1 and HA-A20 (**d**) as indicated for 24 hrs. The interaction between SENP1 and RIPK1 or SENP1 and A20 was revealed by immunoprecipitation-immunoblotting assay as indicated. **e**, HEK293T cells were co-transfected with expression vectors of Flag-SENP1 and Myc-tagged full-length RIPK1, or truncation mutants of RIPK1 as indicated for 24 hrs. The cell lysates were immunoprecipitated with anti-Flag conjugated beads. The interaction of SENP1 and RIPK1 truncation mutants was revealed by immunoblotting. KD: Kinase domain; ID: Intermediate domain; DD: Death domain. **f**, HEK293T cells were co-transfected with expression vectors of Flag-RIPK1 and Myc-tagged full-length SENP1 or truncation mutants of SENP1 as indicated for 24 hrs. The cell lysates were immunoprecipitated with anti-Myc conjugated beads. The interaction of RIPK1 and SENP1 truncation mutants was revealed by immunoblotting. NTD: N-terminal domain; CD: catalytic domain. **g**, HEK293T cells were co-transfected with expression plasmids of Flag-RIPK1, SUMOylation system (His-SUMO3 + Ubc9) and wild-type SENP1 (SENP1-WT) or its catalytic inactive mutant (SENP1-C603S) as indicated for 24 hr. The whole-cell lysate was subjected to pull-down with Ni-NTA agaroses, and SUMOylated RIPK1 was revealed by immunoblotting with anti-RIPK1 antibody. **h**, Representative western blot analysis of RIPK1 SUMOylation in the livers of individuals with non-steatosis ( $n = 3$ ) or NASH ( $n = 3$ ). **i**, Representative western blot analysis of RIPK1 SUMOylation in the livers of mice fed a HFD for the indicated number of weeks (W).  $n = 3$  mice per group. Similar results were obtained from  $n = 3$  independent experiments (**b-g**). Source data are provided in Source Data file.

**a**

...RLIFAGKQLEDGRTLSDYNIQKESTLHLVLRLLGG<sub>76</sub> Ubiquitin  
 ...RFLFEGQR<sup>1</sup>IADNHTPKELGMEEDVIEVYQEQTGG<sub>97</sub> SUMO1  
 ...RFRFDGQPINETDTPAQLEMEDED<sup>1</sup>TIDVFQQQTGG<sub>93</sub> SUMO2  
 ...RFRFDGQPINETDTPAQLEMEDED<sup>1</sup>TIDVFQQQTGG<sub>92</sub> SUMO3  
 ...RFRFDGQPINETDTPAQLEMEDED<sup>1</sup>TIDVFQQQ<sup>1</sup>RG<sub>92</sub> SUMO3(T90R)

**c**

| Lysine (K) sites | A | B         | C        | Ratio (C/B) |
|------------------|---|-----------|----------|-------------|
| 550              | 0 | 331650000 | 78313000 | 0.24        |
| 132              | 0 | 212820000 | 20072000 | 0.09        |
| 185              | 0 | 66148000  | 10164000 | 0.15        |
| 226              | 0 | 38340000  | 15052000 | 0.39        |
| 167              | 0 | 16917000  | 1791100  | 0.11        |
| 205              | 0 | 12923000  | 4622600  | 0.36        |
| 11               | 0 | 4393700   | 0        | 0           |
| 619              | 0 | 3767500   | 1034300  | 0.27        |

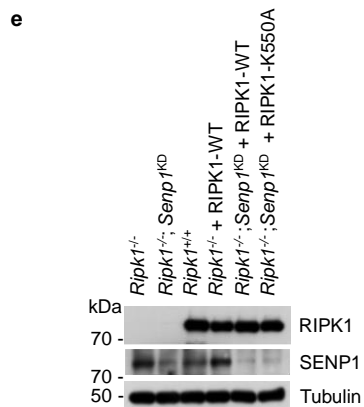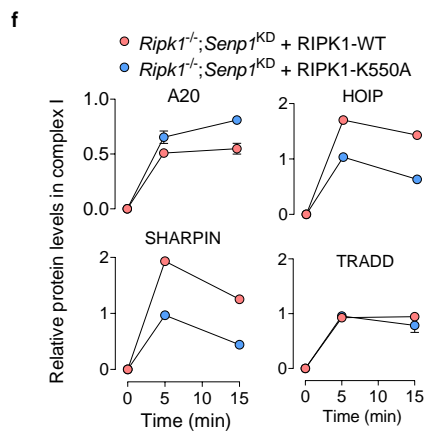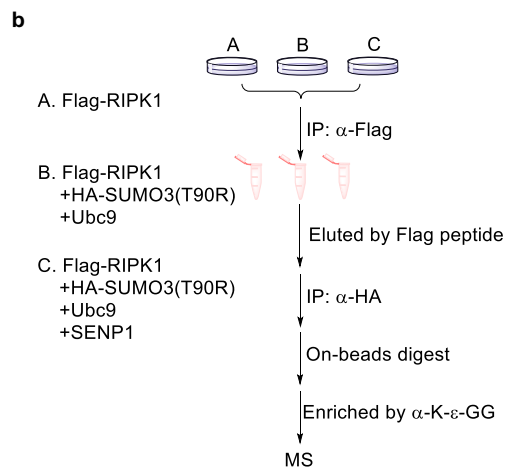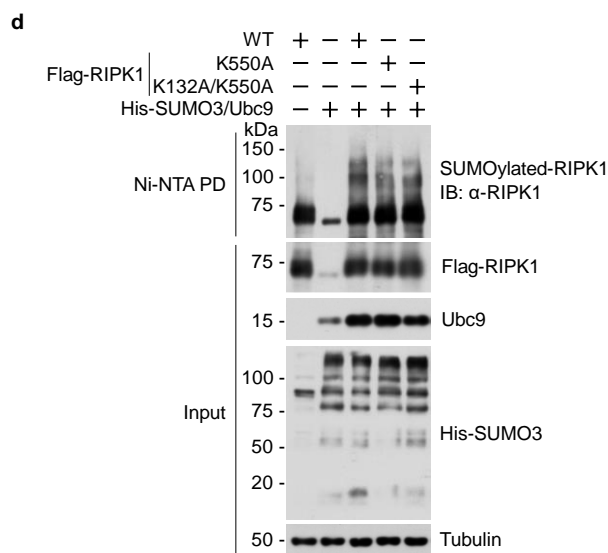

**Supplementary Figure 7. Lys550 is the main SUMOylation site of RIPK1.**

**a**, Sequence alignment of the C-terminal amino acid sequences of ubiquitin, SUMO1, SUMO2, SUMO3 and SUMO3-T90R mutant with the artificial introduction of a tryptic cleavage site. **b**, Schematic of mass spectrometry analysis for identification of SUMOylation site(s) of RIPK1. Details are described in Methods. **c**, RIPK1 SUMOylation sites identified by mass spectrometry. **d**, K550A mutation reduces the SUMOylation levels of RIPK1. HEK293T cells were co-transfected with the SUMOylation system (His-SUMO3 and Ubc9) and wild-type RIPK1 (RIPK1-WT) or its mutants as indicated for 24 hrs. The whole-cell lysate was subjected to pull-down with Ni-NTA agaroses, SUMOylated RIPK1 was revealed by immunoblotting with anti-RIPK1 antibody. Similar results were obtained from  $n = 3$  independent experiments. **e**, Immunoblot analysis of RIPK1 and SENP1 expression in reconstituted lines. Similar results were obtained from  $n = 3$  independent experiments. **f**, Quantification of indicated protein in TNF-RSC from Fig. 6d, data are represented as mean  $\pm$  s.e.m of  $n = 3$  independent experiments. Source data are provided in Source Data file.

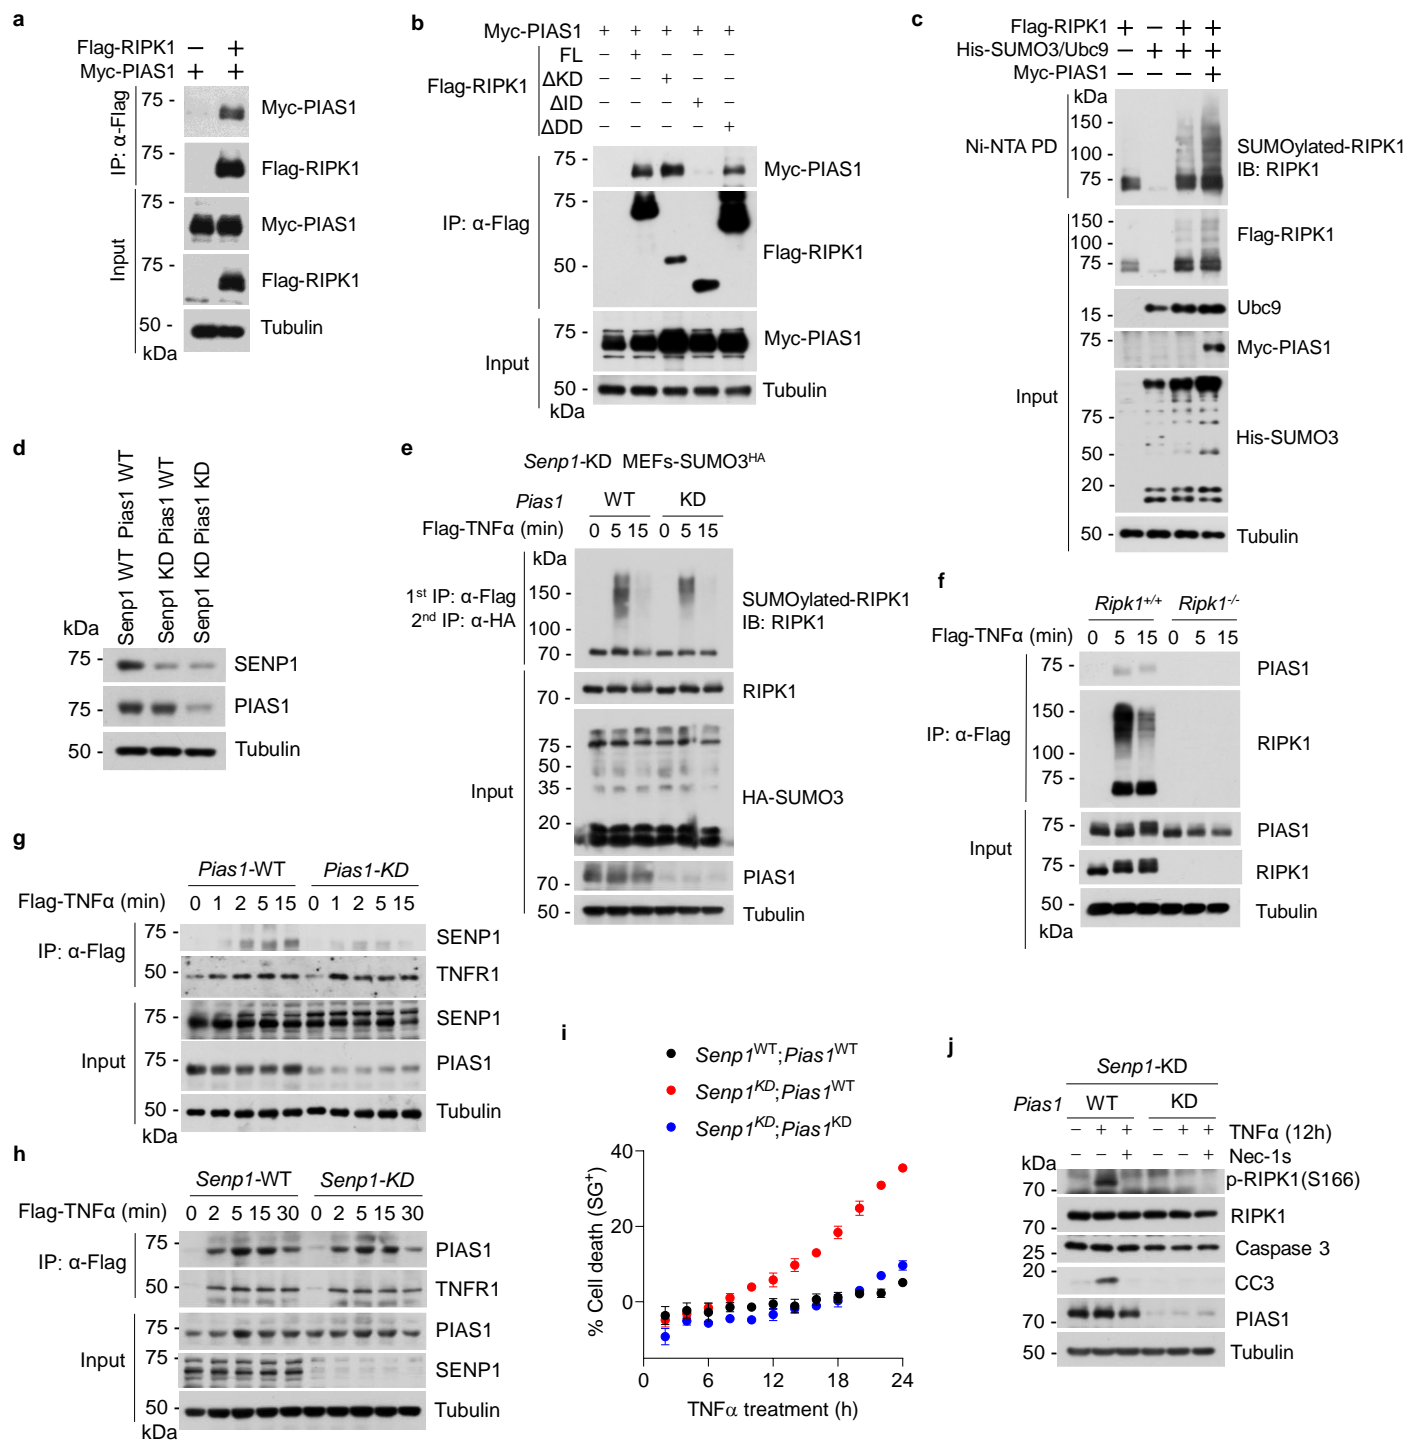

**Supplementary Figure 8. PIAS1 promotes RIPK1 SUMOylation in SENP1-deficient cells.**

**a**, HEK293T cells were co-transfected with expression vectors of Flag-RIPK1 and Myc-PIAS1 as indicated. The interaction between PIAS1 and RIPK1 was revealed by immunoprecipitation-immunoblotting assay. **b**, HEK293T cells were co-transfected with expression vectors of Myc-PIAS1 and Flag-tagged full-length RIPK1, or truncation mutants of RIPK1 as indicated for 24 hrs. The cell lysates were immunoprecipitated with anti-Flag conjugated beads. The interaction of PIAS1 and RIPK1 truncation mutants was revealed by immunoblotting. **c**, HEK293T cells were co-transfected with the indicated plasmids for 24 hrs. The whole-cell lysate was subjected to pull-down with Ni-NTA agaroses, RIPK1 SUMOylation was revealed by immunoblotting with anti-RIPK1 antibody. **d**, Immunoblot analysis of SENP1 and PIAS1 expression in SENP1 and PIAS1 double knockout cells. **e**, MEFs were stimulated by Flag-TNF $\alpha$  (100 ng/ml) for indicated time. RIPK1 SUMOylation was revealed by tandem immunoprecipitation of TNF-RSC and immunoblotting with anti-RIPK1 antibody. **f**, MEFs were stimulated with Flag-TNF $\alpha$  (100 ng/ml) for the indicated time. The recruitment of PIAS1 into TNF-RSC was analyzed by immunoblotting. **g**, **h**, PIAS1-WT and PIAS1-KD (**g**) or SENP1-WT and SENP1-KD (**h**) MEFs were stimulated with Flag-TNF $\alpha$  (100 ng/ml) for the indicated times. The recruitment of PIAS1 and SENP1 in TNF-RSC was immunoprecipitated via  $\alpha$ -Flag beads and analysed by western blots. **i**, **j**, MEFs were treated with 10 ng/mL TNF $\alpha$  in the presence or absence of Nec-1s (10  $\mu$ M) for 24 hrs. Cell death was measured as a function of time by SytoxGreen positivity assay. Data are presented as mean  $\pm$  s.d. of three independent samples of one representative experiment out of  $n = 3$  independent experiments (**i**). The levels of p-S166 RIPK1 and CC3 were determined by immunoblotting (**j**). Similar results were obtained from  $n = 3$  independent experiments (**a-h**, **j**). Source data are provided in Source Data file.

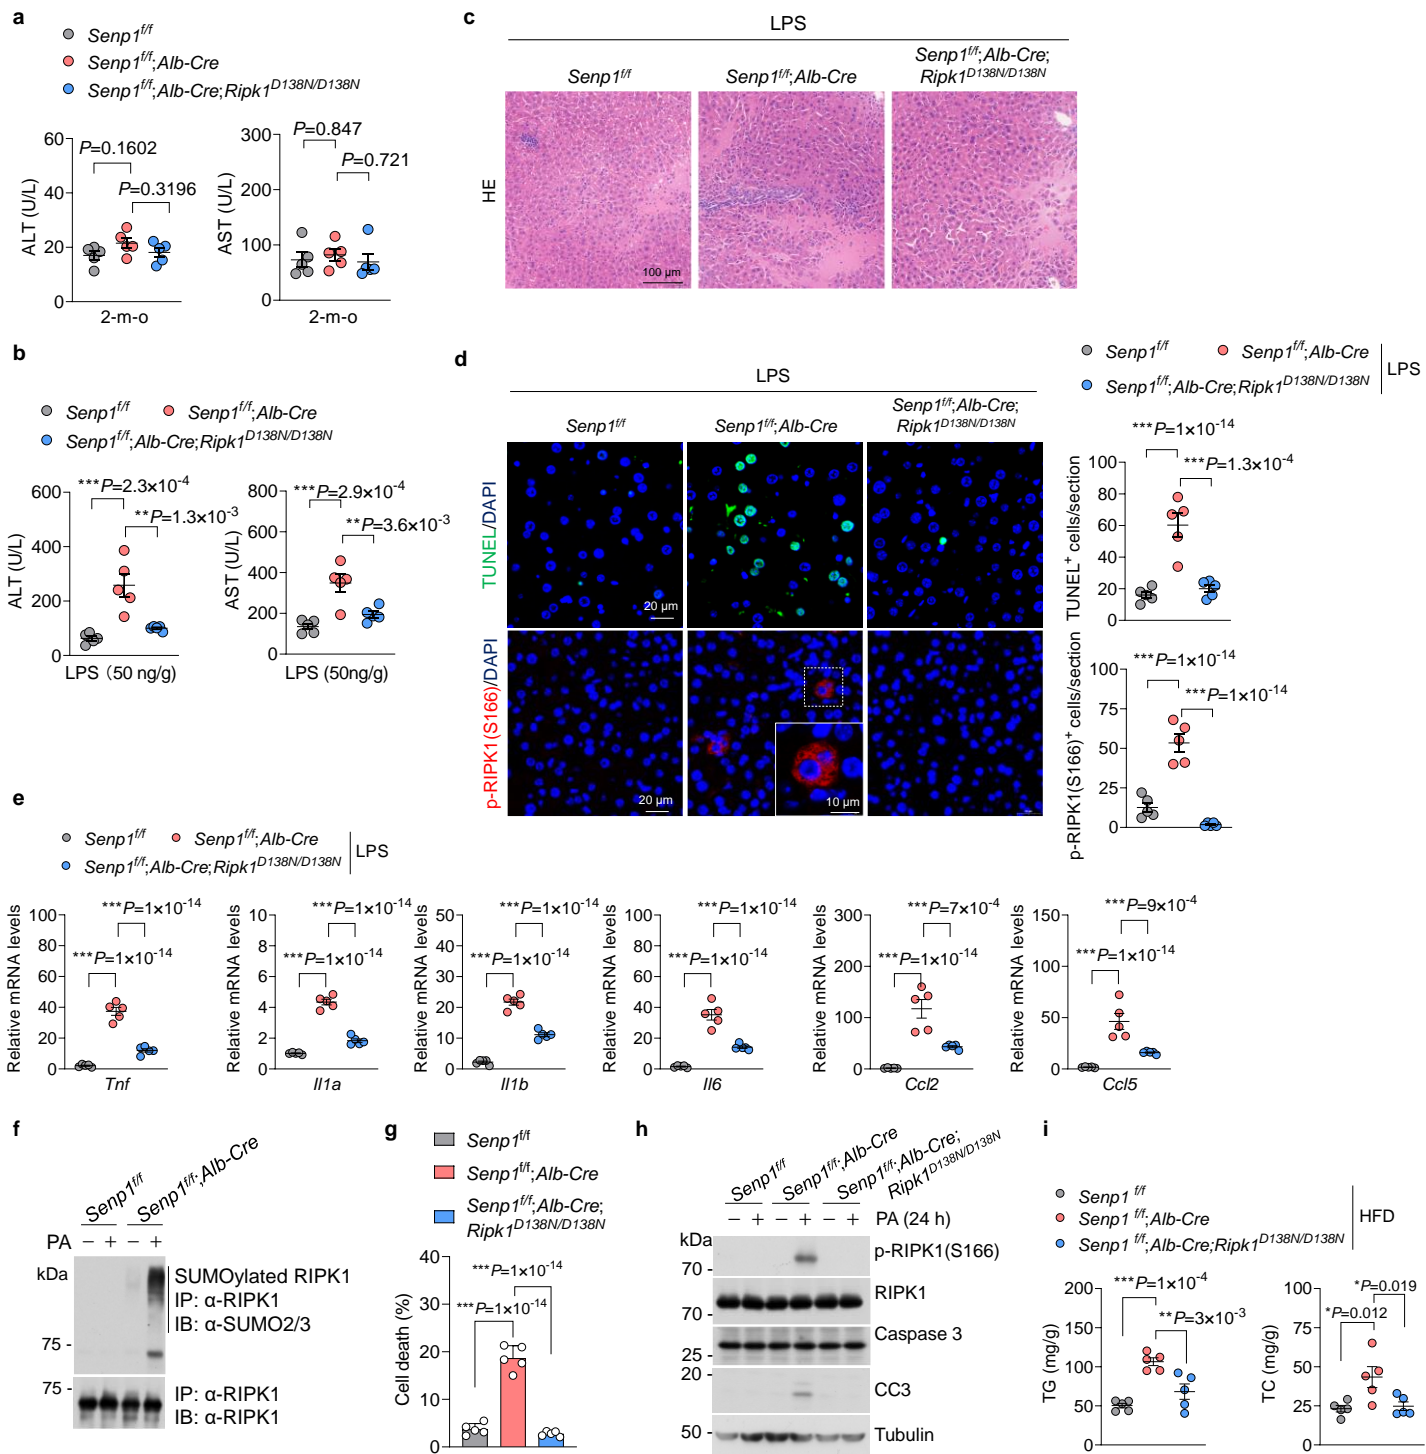

**Supplementary Figure 9. SENP1 deficiency exaggerates LPS-induced acute liver injury in a RIPK1-dependent manner.**

**a**, Serum levels of ALT and AST of 2-m-o mice with indicated genotypes ( $n = 5$  mice for each genotype). **b**, Plasma samples were harvested at 4 hrs after LPS (50 ng/g) injection for the measurement ALT and AST in 2-m-o mice with indicated genotypes ( $n = 5$  for each genotype). **c**, HE staining of liver sections of mice from **b**. Representative images out of  $n = 5$  mice for each genotype are represented. **d**, TUNEL assay and p-S166 RIPK1 staining of liver sections from mice treated with LPS ( $n = 5$  for each genotype). Graph depicting numbers of TUNEL<sup>+</sup> cells and percentage of p-S166 RIPK1<sup>+</sup> staining on liver sections of indicated genotypes, respectively. **e**, Quantitative RT-PCR analysis of the mRNA expression of cytokines and chemokines in livers of mice from **b** ( $n = 5$  mice for each genotype). **f**, Representative western blot analysis of RIPK1 SUMOylation levels in primary hepatocytes derived from 2-m-o mice with indicated genotypes treated with 0.4 mM PA for 24 hrs. Similar results were obtained from  $n = 3$  independent experiments. **g**, **h**, SENP1 deficiency sensitized primary hepatocytes to cell death induced by PA. Primary hepatocytes derived from 2-m-o mice with indicated genotypes were treated with 0.4 mM PA for 24 hrs. Cell death was measured by SytoxGreen positivity assay, data are represented as mean  $\pm$  s.d. of five independent samples of one representative experiment out of  $n = 3$  independent experiments (**g**). The levels of p-S166 RIPK1 and CC3 were determined by immunoblotting, similar results were obtained from  $n = 3$  independent experiments (**h**). **i**, Liver lipid content, including TG, TC content per gram of liver from 6-m-o mice with indicated genotypes fed with or without HFD for 4 months ( $n = 5$  mice for each genotype). Data are presented as mean  $\pm$  s.e.m. (**a**, **b**, **d**, **e**, **i**). One-way ANOVA, post hoc Dunnett's test (**a**, **b**, **d**, **e**, **g**, **i**). Source data are provided in Source Data file.

# Supplementary material for: SENP1 prevents steatohepatitis by suppressing RIPK1-driven apoptosis and inflammation
**Source:** Nat Commun. 2022 Nov 22;13:7153. doi: 10.1038/s41467-022-34993-0
**Supplement:** Supplementary file 3 — Reporting summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Cell death assay: SYNERGY H1 microplate reader Gen5 software version 3.08.01 (BioTek)  
q-RT-PCR: QuantStudio 12K Flex software version 1.3 (Applied Biosystems)  
Images: Leica Application Suite X software version 1.8.1.13759 (Leica)  
RNA-seq data: Illumina X-ten platforms software version HCS 3.3.76 (Illumina)  
Gel blots scan: EPSON scan version 3.9.3.3SC (EPSON)

#### Data analysis

Results were analyzed using Prism version 8.4.1 (GraphPad Software).  
Information from RNA-seq was analyzed by DESeq2 (version 1.26.0) program.  
Gene term analyses were performed utilizing the online GSEA (4.1.0) program.  
Images and quantifications of immunoblots were analyzed by ImageJ version 1.52a.  
Mass spectrometry data analysis were performed by MaxQuant 1.2.1.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The accession number for the sequencing data reported in this paper is GSE193509 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE193509>). Sequencing reads were mapped to the reference genome mm10 (GRCm38: GCA\_000001635.8, GCF\_000001635.26) from Gencode with hisat2 by default parameter. The accession code for mass spectrometry proteomics data is PXD037648 (<http://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PXD037648>). These data are available with no restriction. The clinical and histological characteristics of the human samples are not publicly available due to data privacy, but that anonymized data can be obtained from the corresponding author. Source data are provided with this paper.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender | No sex and gender analyses were performed.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Population characteristics  | 31 male patients and 4 female patients with different stages of NAFLD were enrolled for this study. All the patients are Asian. The clinical and histological characteristics of the human samples are not publicly available due to data privacy, but that anonymized data can be obtained from the corresponding author.                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Recruitment                 | Steatotic livers were obtained from individuals with NAFLD or NASH who underwent liver biopsy or steatotic liver grafts from China Donation after Citizen's Death. Liver steatosis due to excessive alcohol consumption (>140 g for men or >70 g for women, per week), use of toxins or drugs, and viral infection (for example, hepatitis B virus and hepatitis C virus) were excluded from the study. Samples from nonsteatotic liver were collected from the normal donor livers. All donor livers were allocated via China Organ Transplant Response System from 2017 to 2021. The donors were enrolled in the study on a volunteer basis, and the families of organ donors were approached for consent. Written informed consent was obtained from subjects or families of all participants. |
| Ethics oversight            | All procedures involving human samples were approved by the Ethics Committee of Xinhua Hospital affiliated to Shanghai Jiao Tong University School of Medicine (Approval no. XHEC-D-2022-040), and were consistent with the principles outlined in the Declaration of Helsinki.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For cell culture-based experiments, sample sizes were determined based on pilot experiments and previous experience with the models and the methods used in this study: PMID: 30146158. The sample sizes for animal-based experiments were chosen based on generally expected variations of metabolic parameters and typical sample sizes for metabolic studies documented in literature (PMID: 29227477). Sample numbers were well described in the Figure legends. |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Replication     | All the biological experiments were repeated, at least, three times and reproduced. Western blotting data were confirmed by at least three independent samples.                                                                                                                                                                                                                                                                                                      |
| Randomization   | For animal experiments, age-matched mice with different genotypes were randomly divided into different experimental groups. For cell culture experiments, cells with different genotypes or treatments were randomly divided into different experimental groups.                                                                                                                                                                                                     |
| Blinding        | For in vitro experiments, blinding was difficult to apply, since experiments were performed by the same investigator. However, all experiments were independently performed multiple times to ensure careful interpretation of the results. For animal experiments, the operators were not blinded to the genotyping information, because the operator mainly raised and genotyped these mice. However, the                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                                 | Methods                             |                                                 |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |                                     |                                                 |

### Antibodies

#### Antibodies used

p-S166 RIPK1 Biolynx Cat#BX60008 YJY-1-5  
 RIPK1 Cell Signaling Technology Cat#3493 D94C12  
 PIAS1 Cell Signaling Technology Cat#3550 D33A7  
 A20/TNFAIP3 Cell Signaling Technology Cat#5630 D13H3  
 TNFR1 Cell Signaling Technology Cat#13377 D317K  
 Cleaved Caspase-3 Cell Signaling Technology Cat#9661  
 p-p38 MAPK Cell Signaling Technology Cat#9216 28B10  
 p-SAPK/JNK Cell Signaling Technology Cat#4671 98F2  
 p-IkBa Cell Signaling Technology Cat#2859 14D4  
 IkBa Cell Signaling Technology Cat#4814 L35A5  
 HA-tag Cell Signaling Technology Cat#3724 C29F4  
 RIPK3 Cell Signaling Technology Cat#95702 D4G2A  
 p-Thr231/Ser232 RIPK3 Cell Signaling Technology Cat#91702 E7S1R  
 p-S345 MLKL Abcam Cat#ab196436 EPR9515(2)  
 RNF31/HOIP Abcam Cat#ab46322  
 FADD Abcam Cat#ab124812 EPR5030  
 FADD Santa Cruz Cat#sc-6036  
 SENP1 Santa Cruz Cat#sc-271360 C-12  
 SENP1 Abcam Cat#ab108981  
 ERK1/2 Proteintech Cat#67170-1-Ig 1A3D3  
 JNK Proteintech Cat#24164-1-AP  
 p38 Proteintech Cat#14064-1-AP  
 Caspase3 Proteintech Cat#19677-1-AP  
 SAE1 Proteintech Cat#10229-1-AP  
 SHARPIN Proteintech Cat#14626-1-AP  
 β-Tubulin TRANS Cat#HC101-02  
 SUMO1/2/3 PTM-BIO Cat#PTM-1109  
 Flag-tag Sigma Cat#F7425  
 Myc-tag Sigma Cat#C3956  
 CD45 Servicebio Cat#GB11066  
 EPO Servicebio Cat#GB11323  
 Alexa Fluor 488 goat anti-rabbit IgG Invitrogen Cat#A11034  
 Alexa Fluor 568 goat anti-rabbit IgG Invitrogen Cat#A11011

#### Validation

p-S166 RIPK1 Biolynx Cat#BX60008 YJY-1-5  
<http://www.biolynxtec.com/products/antibody/p-ripk1s166.html>  
 Species specificity: Mouse  
 Applications: WB, IP, IF/ICC, IHC-Fr  
 Publications: PMID: 30146158  
  
 RIPK1 Cell Signaling Technology Cat#3493 D94C12  
[https://www.cellsignal.cn/products/primary-antibodies/rip-d94c12-xp-rabbit-mab/3493?site-search-type=Products&N=4294956287&Ntt=3493&fromPage=plp&\\_requestid=1999609](https://www.cellsignal.cn/products/primary-antibodies/rip-d94c12-xp-rabbit-mab/3493?site-search-type=Products&N=4294956287&Ntt=3493&fromPage=plp&_requestid=1999609)  
 Species specificity: Human, mouse, rat, hamster, monkey  
 Applications: WB, IP, IF, F  
 Publications: PMID: 35831301, 35658939, 35641486  
  
 PIAS1 Cell Signaling Technology Cat#3550 D33A7  
[https://www.cellsignal.cn/products/primary-antibodies/pias1-d33a7-xp-rabbit-mab/3550?site-search-type=Products&N=4294956287&Ntt=3550&fromPage=plp&\\_requestid=1999609](https://www.cellsignal.cn/products/primary-antibodies/pias1-d33a7-xp-rabbit-mab/3550?site-search-type=Products&N=4294956287&Ntt=3550&fromPage=plp&_requestid=1999609)

type=Products&N=4294956287&Ntt=3550&fromPage=plp&\_requestid=2003556

Species specificity: Human, mouse, rat, monkey

Applications: WB, IF, F

Publications: PMID: 32827359, 32937131, 32047143

A20/TNFAIP3 Cell Signaling Technology Cat#5630 D13H3

[https://www.cellsignal.cn/products/primary-antibodies/a20-tnfaip3-d13h3-rabbit-mab/5630?site-search-](https://www.cellsignal.cn/products/primary-antibodies/a20-tnfaip3-d13h3-rabbit-mab/5630?site-search-type=Products&N=4294956287&Ntt=5630&fromPage=plp&_requestid=2004705)

type=Products&N=4294956287&Ntt=5630&fromPage=plp&\_requestid=2004705

Species specificity: Human, mouse, rat, monkey

Applications: WB, IP

Publications: PMID: 34853447, 35430614, 35120571

TNFR1 Cell Signaling Technology Cat#13377 D317K

[https://www.cellsignal.cn/products/primary-antibodies/tnf-r1-d3i7k-rabbit-mab-rodent-specific/13377?site-search-](https://www.cellsignal.cn/products/primary-antibodies/tnf-r1-d3i7k-rabbit-mab-rodent-specific/13377?site-search-type=Products&N=4294956287&Ntt=13377&fromPage=plp&_requestid=2005869)

type=Products&N=4294956287&Ntt=13377&fromPage=plp&\_requestid=2005869

Species specificity: Mouse, rat

Applications: WB

Publications: PMID: 34376696, 33914027, 33152324

Cleaved Caspase-3 Cell Signaling Technology Cat#9661

[https://www.cellsignal.cn/products/primary-antibodies/cleaved-caspase-3-asp175-antibody/9661?site-search-](https://www.cellsignal.cn/products/primary-antibodies/cleaved-caspase-3-asp175-antibody/9661?site-search-type=Products&N=4294956287&Ntt=9661&fromPage=plp&_requestid=2006946)

type=Products&N=4294956287&Ntt=9661&fromPage=plp&\_requestid=2006946

Species specificity: Human, mouse, rat, monkey

Applications: WB, IP, IHC, IF, F

Publications: PMID: 35416106, 35894142, 35644004

p-p38 MAPK Cell Signaling Technology Cat#9216 28B10

[https://www.cellsignal.cn/products/primary-antibodies/phospho-p38-mapk-thr180-tyr182-28b10-mouse-mab/9216?site-search-](https://www.cellsignal.cn/products/primary-antibodies/phospho-p38-mapk-thr180-tyr182-28b10-mouse-mab/9216?site-search-type=Products&N=4294956287&Ntt=9216&fromPage=plp&_requestid=2008392)

type=Products&N=4294956287&Ntt=9216&fromPage=plp&\_requestid=2008392

Species specificity: Human, mouse, rat, monkey, *Saccharomyces cerevisiae*

Applications: WB, IP, IF, F

Publications: PMID: 35903325, 35897640, 35831876

p-SAPK/JNK Cell Signaling Technology Cat#4671 98F2

[https://www.cellsignal.cn/products/primary-antibodies/phospho-sapk-jnk-thr183-tyr185-98f2-rabbit-mab/4671?site-search-](https://www.cellsignal.cn/products/primary-antibodies/phospho-sapk-jnk-thr183-tyr185-98f2-rabbit-mab/4671?site-search-type=Products&N=4294956287&Ntt=4671&fromPage=plp&_requestid=2010478)

type=Products&N=4294956287&Ntt=4671&fromPage=plp&\_requestid=2010478

Species specificity: Human, mouse, rat, hamster

Applications: WB

Publications: PMID: 35842613, 35831279, 35785771

p-IkBa Cell Signaling Technology Cat#2859 14D4

[https://www.cellsignal.cn/products/primary-antibodies/phospho-ikba-ser32-14d4-rabbit-mab/2859?](https://www.cellsignal.cn/products/primary-antibodies/phospho-ikba-ser32-14d4-rabbit-mab/2859?_=1661225107379&Ntt=2859&tahead=true)

\_=1661225107379&Ntt=2859&tahead=true

Species specificity: Human, mouse, rat, monkey

Applications: WB, IP

Publications: PMID: 35873013, 35674157, 35702666

IkBa Cell Signaling Technology Cat#4814 L35A5

[https://www.cellsignal.cn/products/primary-antibodies/ikba-l35a5-mouse-mab-amino-terminal-antigen/4814?site-search-](https://www.cellsignal.cn/products/primary-antibodies/ikba-l35a5-mouse-mab-amino-terminal-antigen/4814?site-search-type=Products&N=4294956287&Ntt=4814&fromPage=plp)

type=Products&N=4294956287&Ntt=4814&fromPage=plp

Species specificity: Human, mouse, rat, monkey, pig

Applications: WB, IP, IHC, IF, F

Publications: PMID: 35873013, 35874657, 35871708

HA-tag Cell Signaling Technology Cat#3724 C29F4

[https://www.cellsignal.cn/products/primary-antibodies/ha-tag-c29f4-rabbit-mab/3724?site-search-](https://www.cellsignal.cn/products/primary-antibodies/ha-tag-c29f4-rabbit-mab/3724?site-search-type=Products&N=4294956287&Ntt=3724&fromPage=plp&_requestid=2037503)

type=Products&N=4294956287&Ntt=3724&fromPage=plp&\_requestid=2037503

Species specificity: All

Applications: WB, IP, IHC, IF, F, CHIP

Publications: PMID: 35732914, 35906225, 35881485

RIPK3 Cell Signaling Technology Cat#95702 D4G2A

[https://www.cellsignal.cn/products/primary-antibodies/rip3-d4g2a-rabbit-mab/95702?site-search-](https://www.cellsignal.cn/products/primary-antibodies/rip3-d4g2a-rabbit-mab/95702?site-search-type=Products&N=4294956287&Ntt=95702&fromPage=plp&_requestid=2038936)

type=Products&N=4294956287&Ntt=95702&fromPage=plp&\_requestid=2038936

Species specificity: Mouse

Applications: WB, IP, IF, F

Publications: PMID: 35873796, 35533409, 35711363

p-Thr231/Ser232 RIPK3 Cell Signaling Technology Cat#91702 E7S1R

[https://www.cellsignal.cn/products/primary-antibodies/phospho-rip3-thr231-ser232-e7s1r-rabbit-mab/91702?site-search-](https://www.cellsignal.cn/products/primary-antibodies/phospho-rip3-thr231-ser232-e7s1r-rabbit-mab/91702?site-search-type=Products&N=4294956287&Ntt=91702&fromPage=plp&_requestid=2039746)

type=Products&N=4294956287&Ntt=91702&fromPage=plp&\_requestid=2039746

Species specificity: Mouse

Applications: WB, IF

Publications: PMID: 35533409, 35648750, 35587515

p-S345 MLKL Abcam Cat#ab196436 EPR9515(2)

<https://www.abcam.cn/mlkl-phospho-s345-antibody-epr95152-ab196436.html>

Species specificity: Mouse

Applications: WB, IP, Dot blot

Publications: PMID: 32999468, 33386754, 33431801

RNF31/HOIP Abcam Cat#ab46322

<https://www.abcam.cn/rnf31hoip-antibody-ab46322.html>

Species specificity: Human

Applications: ICC/IF, WB

Publications: PMID: 33824292, 31534131, 30936877

FADD Abcam Cat#ab124812 EPR5030

<https://www.abcam.cn/fadd-antibody-epr5030-ab124812.html>

Species specificity: Mouse

Applications: Flow Cyt (Intra), WB, IHC-P, ICC, IP

Publications: PMID: 31949127, 32411316, 32428502

FADD Santa Cruz Cat#sc-6036

<https://www.scbt.com/p/fadd-antibody-m-19?requestFrom=search>

Species specificity: Mouse

Applications: IP

Publications: PMID: 24439895, 22362767, 21052097

SENP1 Santa Cruz Cat#sc-271360 C-12

<https://www.scbt.com/p/senp1-antibody-c-12?requestFrom=search>

Species specificity: Mouse, rat, human

Applications: WB, IP, IF, ELISA

Publications: PMID: 35734580, 35186948, 34462260

SENP1 Abcam Cat#ab108981

<https://www.abcam.cn/senp1-antibody-epr3844-ab108981.html>

Species specificity: Human

Applications: Flow Cyt (Intra), ICC/IF, WB, IHC-P

Publications: PMID: 33753739, 33795649, 33577677

ERK1/2 Proteintech Cat#67170-1-Ig 1A3D3

<https://www.ptgcn.com/products/ERK1-2-Antibody-67170-1-Ig.htm>

Species specificity: Human, mouse, rat

Applications: ELISA, IHC, WB

Publications: PMID: 35925441, 33571699, 34326318

JNK Proteintech Cat#24164-1-AP

<https://www.ptgcn.com/products/JNK-Antibody-24164-1-AP.htm#product-information>

Species specificity: Human, mouse

Applications: IF, IHC, WB, ELISA

Publications: PMID: 30598514, 30885574, 31033175

p38 Proteintech Cat#14064-1-AP

<https://www.ptgcn.com/products/p38-Antibody-14064-1-AP.htm#product-information>

Species specificity: Human, mouse, rat

Applications: IF, IHC, WB, ELISA

Publications: PMID: 30598514, 30670092, 30670969

Caspase3 Proteintech Cat#19677-1-AP

<https://www.ptgcn.com/products/CASP3-Antibody-19677-1-AP.htm>

Species specificity: Human, mouse, rat

Applications: FC, IF, IHC, IP, WB, ELISA

Publications: PMID: 30568466, 35873644, 34570444

SAE1 Proteintech Cat#10229-1-AP

<https://www.ptgcn.com/products/SAE1-Antibody-10229-1-AP.htm>

Species specificity: Human, mouse, rat

Applications: IF, IHC, WB, ELISA

Publications: PMID: 30652970, 35859792, 22342750

SHARPIN Proteintech Cat#14626-1-AP

<https://www.ptgcn.com/products/SHARPIN-Antibody-14626-1-AP.htm>

Species specificity: Human, mouse, rat

Applications: IF, IHC, IP, WB, ELISA

Publications: PMID: 30901564, 30988283, 30913450

$\beta$ -Tubulin TRANS Cat#HC101-02

[https://www.transgen.com.cn/antibody\\_reference/391.html](https://www.transgen.com.cn/antibody_reference/391.html)

Species specificity: Human, mouse, rat

Applications: WB, ELISA, IF, IP

Publications: PMID: 28467790

SUMO1/2/3 PTM-BIO Cat#PTM-1109  
<http://www.ptm-biolab.com.cn/productDetail.html?id=5644>  
 Species specificity: Mouse  
 Applications: WB, IHC, ICC/IF  
 Publications: PMID: 32980686

Flag-tag Sigma Cat#F7425  
<https://www.sigmaaldrich.cn/CN/zh/product/sigma/f7425>  
 Species specificity: All  
 Applications: dot blot, IP, IF, WB  
 Publications: PMID: 31456775, 24045953, 31217244

Myc-tag Sigma Cat#C3956  
<https://www.sigmaaldrich.cn/CN/zh/product/sigma/c3956>  
 Species specificity: Human  
 Applications: IP, IF, WB  
 Publications: PMID: 17034881, 22651703, 20826535

CD45 Servicebio Cat#GB11066  
<https://www.servicebio.cn/goodsdetail?id=1349>  
 Species specificity: Mouse  
 Applications: IHC, IF  
 Publications: PMID: 32873321, 32512518, 29669342

EPO Servicebio Cat#GB11323  
<https://www.servicebio.cn/goodsdetail?id=1151>  
 Species specificity: Mouse, Rat  
 Applications: WB, IHC, IF  
 Publications: validated by this paper

Goat anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 488 Cat#A11034  
<https://www.thermofisher.cn/cn/zh/antibody/product/Goat-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11034>  
 Species specificity: Rabbit  
 Applications: ICC/IF, Flow  
 Publications: PMID: 36093836, 36250205, 36189424

Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 568  
 Cat# A-11011  
<https://www.thermofisher.cn/cn/zh/antibody/product/Goat-anti-Rabbit-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11011>  
 Species specificity: Rabbit  
 Applications: IHC (F), ICC/IF, Flow  
 Publications: PMID: 35662224, 36229429, 36229454

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                                |
|----------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | HEK293T ATCC CRL3216<br>MEFs ATCC CRL-2991                                                                                                                                     |
| Authentication                                                       | All cell lines were verified by ATCC. All cell lines were authenticated in our lab by morphological examination using microscope and were not authenticated again genetically. |
| Mycoplasma contamination                                             | The cells were tested every two months by a TransDetect PCR Mycoplasma Detection Kit (Transgen Biotech, cat. no. FM311-01) to ensure that they are mycoplasma free.            |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | There is no ICLAC line used in this study.                                                                                                                                     |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | <ul style="list-style-type: none"> <li>·Senp1+/- mice, Senp1-flox/flox mice were kindly provided by Professor Jinke Cheng (Shanghai Jiao Tong University College of Basic Medical Sciences, China).</li> <li>·Alb-Cre mice were from The Jackson Laboratory (Catalog No. 003574).</li> <li>·Ripk1-D138N/D138N mice were generated as previous reported (PMID: 32513687).</li> <li>·Senp1+/- mice were crossed with Ripk1-D138N/D138N mice to generate Senp1+/-;Ripk1-D138N/D138N mice.</li> <li>·Senp1-flox/flox;Alb-Cre mice were crossed with Ripk1-D138N/D138N mice to generate Senp1-flox/flox;Alb-Cre;Ripk1-D138N/D138N</li> </ul> |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

mice.  
 ·All mice were in the C57BL/6J background.  
 ·For mouse embryo-related experiments, E14.5 embryos (Senp1+/+, Senp1-/- and Senp1-/-;Ripk1-D138N/D138N) were used.  
 ·For spontaneous NASH-related phenotype analysis, 3-month-old or 8-month-old mice (Senp1-flox/flox, Senp1-flox/flox;Alb-Cre, and Senp1-flox/flox;Alb-Cre;Ripk1-D138N/D138N) were used.  
 ·For high-fat-diet (HFD)-induced NAFLD mouse model, 8-week-old male mice (Senp1-flox/flox, Senp1-flox/flox;Alb-Cre, and Senp1-flox/flox;Alb-Cre;Ripk1-D138N/D138N) were used.  
 ·All animals were maintained in a specific pathogen-free environment, and were kept under controlled light (12 hour light and 12 hour dark cycle), temperature ( $24 \pm 2^{\circ}\text{C}$ ) and humidity ( $50\% \pm 10\%$ ) conditions.

## Wild animals

This study did not involve wild animals

## Reporting on sex

To reduce the effect of sex variance, male mice aged 8 weeks were used for HFD-induced NAFLD experiments.

## Field-collected samples

This study did not involve samples collected from the field.

## Ethics oversight

All animals were maintained in a specific pathogen-free environment, and animal experiments were conducted according to the protocols approved by the Standing Animal Care Committee at the Interdisciplinary Research Center on Biology and Chemistry (Approval no. ECSIOC2021-08).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

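RNA from 15 mouse livers was sequenced in 5 groups of 3, which were *Senp1*+/+, *Senp1*-/- and *Senp1*-/-;*Ripk1* D138N/D138N livers at E14.5 and adult *Senp1* f/f and *Senp1* f/f;*Alb-Cre* livers. For each library, the authors deposited the counts of read pairs per gene that featureCounts assigned to exons, without normalization. Each library lists the same 53647 features, of which 29085 had a count in at least 1 library. The header names featureCounts 2.0.1 and GENCODE mouse release M26. According to the methods, reads were aligned to mm10 (GRCm38) with HiSat2, differential expression was tested with DESeq2 and GO terms were tested by gene set enrichment. The alignment and the counting are already part of the deposited values and were not repeated.

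The positions listed with the features were compared with the exons of GENCODE M21, which is on GRCm38. No coordinate was converted from one build to the other. The listed intervals were laid as they stand on GRCm38, where the methods place the reads, and the bases on exons of the named gene and of other genes were counted. On simulated intervals with known overlaps, this step gave the right number of bases for 200 of 200 intervals. Of 52056 nuclear features that are also in M21, 1454 had the same start in both, and the median distance between the starts was 133071 bases. In all, 2037 (3.9%) of them had at least 50% of their bases on the gene they name and held 9.48% of all counts. Results are given for the features as listed. In 2 alternatives, only features with at least 50% of their bases on the gene they name were kept, or features were summed by the GRCm38 gene that held at least 80% of the exon bases they covered and at least 100 of them. The second gave 10789 genes from 13121 features and 64.2% of all counts.

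Library totals ranged from 968494 to 6334348 counts. Within each group, every pair of replicates was compared over the features with at least 20 counts in the pair, and the chi-square statistic per degree of freedom ranged from 1.39 to 14.7. All pairs therefore differed by more than the sampling noise, and none was treated as a pair of repeats of one library. Shares of counts rest on at least 968494 counts per library, so their sampling error is small beside the spread between livers.

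Counts were analysed in R 4.3.3 with edgeR 4.0.16. Features with low counts were removed with filterByExpr at its minimum count of 10, which left 8462 features in fetal and 7500 in adult livers. Libraries were scaled by TMM factors, and scaled counts (CPM) are given over the features that passed the filter. Dispersions were estimated across all features, with a biological coefficient of variation of 0.0698 in fetal and 0.146 in adult livers. The 9 fetal livers were fitted together and compared by genotype with edgeR's quasi-likelihood test, and the 6 adult livers were fitted on their own. The 12 livers other than *Senp1*-/-;*Ripk1* D138N/D138N were fitted together to test whether the log2 fold change with loss of *Senp1* differed between fetal and adult livers. P-values were adjusted by the Benjamini-Hochberg method over all features tested in a comparison. A feature was called with a fold change above 1.5 and an adjusted p-value under 0.05. For the comparison of fetal with adult livers, the adjusted p-value alone had been planned. The counts given for it also required a difference above 1.5-fold, and no count without that limit was made. Standard errors of log2 fold changes were computed from the quasi-likelihood F statistic. No sample was left out.

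The test was checked on simulated counts with known changes, drawn at the depth of these libraries. All features had the same fixed dispersion, which was larger than the common estimate in fetal or adult livers. The recovered shares may therefore be too low for these libraries. The test recovered 131 of 173 changed features (75.7%) at the fetal depth and 137 of 179 (76.5%) at the adult depth. It called 3 and 2 unchanged features, and none of the changed features in the wrong direction. Features changed 4-fold with a mean of 50 counts or more were recovered in 100% of cases, and features changed 2-fold with a mean under 50 counts in 17.9% (fetal) and 26.3% (adult). A limit on the recovered share that had been set for this check was dropped after the result was seen.

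Over-representation was tested in 15 Reactome sets from fgsea 1.28.0, chosen by name for the processes the paper names, with a one-sided Fisher's exact test. The background was the tested genes that belong to any Reactome set. The paper's GO terms were not analysed here, and neither were its RT-PCR and protein measurements.

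The genes named in the text are all those the paper names in its text or figures for these comparisons or measures by RT-PCR in the same tissue, with *Senp1* first. To these come the 5 features with the smallest p-value in each direction for *Senp1*-/- against *Senp1*+/+, *Senp1*-/-;*Ripk1* D138N/D138N against *Senp1*-/- and *Senp1* f/f;*Alb-Cre* against *Senp1* f/f livers, among called features with a mean of at least 1 CPM and groups that do not overlap. Of these, the text gives values for those that matter to a sentence of the paper. The alternatives tried were DESeq2 1.42.0, limma 3.58.1 voom with sample quality weights, other scaling factors, other filters on low counts, other thresholds, other sets of livers in one fit, a chromosome Y covariate, removal of haemoglobin or mitochondrial features, thinning of all libraries to 968494 counts, and each liver left out in turn.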

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

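The tests of depth, library size, the largest nuclear features and erythroid markers, with their scaling, in this part were chosen after the result was seen.

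The change with loss of *Senp1* differed between fetal and adult livers, 2 settings of the same contrast. In a fit of 12 livers, the log2 fold change of *Senp1*-/- against *Senp1*+/+ livers was compared with that of *Senp1* f/f;*Alb-Cre* against *Senp1* f/f livers. The 2 differed for 1493 of 8912 features (difference above 1.5-fold and adjusted p-value under 0.05, edgeR's quasi-likelihood interaction test). The log2 fold change was higher in fetal livers for 720 and lower for 773. Of 100 regroupings of the 12 libraries, the real one included, 2 gave as many features, and the largest other gave 1683 while the median of the others was 0. Depth differed between the groups, and after thinning every library to 968494 counts the test still called 1091 features, so depth alone does not account for the difference. The 2 comparisons also differ in age, in the cells that lose SENP1 and in the allele, and the labels give no batch, so a biological difference between the stages may be one source among these and cannot be told apart from them. With features summed by the GRCm38 gene they cover, 862 genes were called.

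Mitochondrial transcripts, which the paper does not discuss, took 16.9% ± 0.274 (SD, n = 3) of the counts in *Senp1*-/- fetal livers. The share was 7.33% ± 0.255 in *Senp1*+/+ and 9.11% ± 0.146 in *Senp1*-/-;*Ripk1* D138N/D138N livers. The 3 *Senp1*-/- livers lay above all other fetal livers, with a 2-sided exact permutation p = 0.1 against each of the other genotypes, the smallest that 3 against 3 allow. Of 20 mitochondrial features tested, 18 were called higher in *Senp1*-/- than in *Senp1*+/+ livers (median log2 fold change 1.52 over the 20) and 19 lower in *Senp1*-/-;*Ripk1* D138N/D138N than in *Senp1*-/- livers (median -1.26). These features are the ones that all lay on the gene they name. The share is one of counted read pairs and not of all RNA, because nuclear pairs were counted only where they fell within the listed intervals.

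Library size did not separate the *Senp1*-/- from the *Senp1*+/+ livers (exact permutation p = 0.5). Without the 10 nuclear features that took the most counts, the share was 19.1% in *Senp1*-/- and 8.16% in *Senp1*+/+ livers, a difference of 10.9 percentage points against 9.55 with them. A few nuclear features therefore do not account for it. A larger part of erythroid cells in *Senp1*-/- livers remains a candidate explanation. All 5 of the 9 erythroid markers with a value were higher in *Senp1*-/- livers (median log2 fold change 0.94), as they were with RLE factors, upper quartile factors and library totals alone, though with library totals 1 of the 5 was called. However, 5 of 9 markers are too few to decide it. The larger share may follow from loss of SENP1 and RIPK1 kinase activity, since it was lower in *Senp1*-/-;*Ripk1* D138N/D138N livers, and it cannot be told apart from a difference in the proportion of cell types. Nor can the lower share in *Senp1*-/-;*Ripk1* D138N/D138N livers be told apart from a difference between litters.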

How the results depend on the processing

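The statistical test, the livers in each fit, the thresholds, the named genes and most alternatives were chosen before the data were examined. The fold limit in the comparison of fetal with adult livers was not among them. The alternatives chosen after seeing the data were DESeq2 on only the 2 groups of a comparison, DESeq2 with its filtering aimed at 0.1, removal of mitochondrial features or of features covering haemoglobin genes, features with at least 50% of their bases on the gene they name, features summed by the GRCm38 gene they cover, and thinning to the smallest library. Every alternative chosen beforehand was run. No paired analysis was possible because no liver shares a litter, mouse or replicate number with a liver of another genotype in the labels. For the values that changed, the cause was not tested. A count is called changed when it moved by more than 1.5-fold.

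With each liver left out in turn, the features higher and lower in *Senp1*-/- than in *Senp1*+/+ livers (1089 and 1760) ranged from 1027 to 1161 and from 1610 to 1803. Those lower and higher in *Senp1*-/-;*Ripk1* D138N/D138N than in *Senp1*-/- livers (659 and 777) ranged from 590 to 723 and from 636 to 797, and those differing between *Senp1*-/-;*Ripk1* D138N/D138N and *Senp1*+/+ livers (1456) from 1291 to 1704. The features higher in *Senp1*-/- and lower in *Senp1*-/-;*Ripk1* D138N/D138N livers (421) ranged from 395 to 461, their share (38.7%) from 35.1% to 41.0%, the vessel features lower in *Senp1*-/- livers (53) from 50 to 53 and those higher in *Senp1*-/-;*Ripk1* D138N/D138N livers (6) from 3 to 6. In adult livers, the higher features (393) ranged from 236 to 497 and the lower (307) from 174 to 460. The features that changed differently in fetal and adult livers (1493) ranged from 1198 to 1484 across 12 fits.

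Scaling by library totals alone gave 460 higher and 3069 lower in *Senp1*-/- livers, 340 lower and 1650 higher in *Senp1*-/-;*Ripk1* D138N/D138N livers, 191 in both lists and 11 vessel features higher in *Senp1*-/-;*Ripk1* D138N/D138N livers. This scaling moved the median log2 fold change of all features for *Senp1*-/- against *Senp1*+/+ livers from -0.10 to -0.42. Under it, 13.0% of the called features were higher in *Senp1*-/- livers, against 38.2% with TMM factors. RLE and upper quartile factors left all counts within 1.5-fold. A minimum of 10 counts in every sample gave 1067 lower in *Senp1*-/- livers, 430 lower and 515 higher in *Senp1*-/-;*Ripk1* D138N/D138N livers, 799 between *Senp1*-/-;*Ripk1* D138N/D138N and *Senp1*+/+ livers, 265 in both lists and 896 in the comparison of fetal with adult livers. Without a minimum fold change there were 1749 higher in *Senp1*-/- livers, 1322 lower and 1260 higher in *Senp1*-/-;*Ripk1* D138N/D138N livers, 2466 between *Senp1*-/-;*Ripk1* D138N/D138N and *Senp1*+/+ livers and 980 in both lists. At an adjusted p-value under 0.01, 505 were higher in *Senp1*-/-;*Ripk1* D138N/D138N livers and 168 lower in adult *Senp1* f/f;*Alb-Cre* livers. With unadjusted p-values, 606 were higher and 508 lower in *Senp1* f/f;*Alb-Cre* livers. With a chromosome Y covariate, 435 were lower in *Senp1*-/-;*Ripk1* D138N/D138N livers. DESeq2 gave 183 lower in *Senp1* f/f;*Alb-Cre* livers. Library totals alone gave 334 higher and 379 lower there, within 1.5-fold but with more lower than higher features.

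The share of the higher features that were lower in *Senp1*-/-;*Ripk1* D138N/D138N livers is called changed when it left its Wilson 95% confidence interval (35.81% to 41.59%). It was 30.6% with DESeq2, 27.6% without a filter, 56.0% without a minimum fold change, 34.9% at an adjusted p-value under 0.01, 31.0% with the chromosome Y covariate, 35.76% with only the 2 groups of a comparison in a fit and 34.5% with all 15 livers in 1 fit. Of the alternatives chosen after seeing the data, DESeq2 on 2 groups gave 30.2%, or 29.3% with its filtering aimed at 0.1, features on the gene they name 48.1%, summed features 32.0% and thinned counts 33.7%.

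DESeq2 on 2 groups gave 983 lower in *Senp1*-/- livers and 432 lower and 511 higher in *Senp1*-/-;*Ripk1* D138N/D138N livers. With its filtering aimed at 0.1 these were 978, 427 and 494, with 279 in both lists and 182 lower in *Senp1* f/f;*Alb-Cre* livers. Features with at least 50% of their bases on the gene they name gave 52 higher and 125 lower in *Senp1*-/- livers, 51 lower and 26 higher in *Senp1*-/-;*Ripk1* D138N/D138N livers, 127 between *Senp1*-/-;*Ripk1* D138N/D138N and *Senp1*+/+ livers and 25 in both lists. They gave 14 vessel features lower in *Senp1*-/- and 1 higher in *Senp1*-/-;*Ripk1* D138N/D138N livers, and 24 higher and 22 lower in *Senp1* f/f;*Alb-Cre* livers. This alternative keeps only 2074 of the features, so that its counts must be small. Summed by GRCm38 gene, there were 538 higher and 937 lower in *Senp1*-/- livers, 318 lower and 375 higher in *Senp1*-/-;*Ripk1* D138N/D138N livers, 863 between *Senp1*-/-;*Ripk1* D138N/D138N and *Senp1*+/+ livers and 172 in both lists. This also gave 23 vessel genes lower in *Senp1*-/- and 1 higher in *Senp1*-/-;*Ripk1* D138N/D138N livers, 203 higher and 185 lower in *Senp1* f/f;*Alb-Cre* livers and 862 in the comparison of fetal with adult livers. Thinned counts gave 3 vessel features higher in *Senp1*-/-;*Ripk1* D138N/D138N livers and 243 higher and 188 lower in *Senp1* f/f;*Alb-Cre* livers.

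The direction of the log2 fold change of *Il1b* in adult livers (0.00) reversed to -7e-04 with RLE factors, -0.0569 with library totals alone, -0.0107 without a filter and -0.159 with the chromosome Y covariate, and ranged from -0.171 to 0.159 with each liver left out. That of *Col3a1* (0.29) became -0.0131 with the covariate and ranged from -0.0847 to 0.738, and that of *Tgfb1* (-0.14) became 0.0131 with the covariate and ranged from -0.251 to 0.0127. That of *Ccnd1* (-0.14) became 0.0846 with thinned counts. None of these 4 was called in any of these settings. Over the 50 log2 fold changes of named genes, 1198 of 1224 values under an alternative kept their direction and their side of the threshold, and 26 changed, 6 weaker, 8 stronger and 12 reversed. *Ripk1* and *Il1b* were no longer called in *Senp1*-/- livers with library totals alone, at 0.46 and 0.40. *Sharpin* was no longer called in *Senp1* f/f;*Alb-Cre* livers with thinned counts, at 0.59 (adjusted p = 0.101), and *Col11a2* was not called with library totals alone (0.58), with thinned counts (0.53) or without *Senp1* f/f replicate 30 (0.51).

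Among the Reactome sets, the number over-represented among features lower in *Senp1*-/- livers was 0, with 1 at an unadjusted p-value under 0.05. It rose to 1 with all genes with an Entrez identifier as background and to 2 with summed features. Among features lower in *Senp1* f/f;*Alb-Cre* livers it fell from 1 to 0 with limma's camera test and to 0 with summed features.

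Each count of called features was compared with other splits of the same libraries. For the higher and the lower features of *Senp1*-/- against *Senp1*+/+, *Senp1*-/-;*Ripk1* D138N/D138N against *Senp1*-/- and *Senp1* f/f;*Alb-Cre* against *Senp1* f/f livers, for the features differing between *Senp1*-/-;*Ripk1* D138N/D138N and *Senp1*+/+ livers and for both counts of vessel features, 1 of the 10 splits of 6 libraries, the real one, gave as many, and the others gave 0. With 10 splits, this share cannot be under 0.1. The vessel genes were chosen by the paper for their lower counts in these libraries, so their number shows no stability. Depth may limit what could be called, as features with few counts and 2-fold changes were mostly missed in the simulated data (17.9% recovered with a mean under 50 counts at the fetal depth). The simulated noise was larger than that estimated in fetal livers, so this share does not reflect depth alone.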

Differences from the paper's values

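The paper reports 278 genes higher in *Senp1*-/- than in *Senp1*+/+ livers and restored in *Senp1*-/-;*Ripk1* D138N/D138N livers, and 421 features met both criteria here. Of the alternatives set before the data were examined, 11 gave a number within 1.5-fold of the paper's. They were DESeq2 (361), library totals alone (191), no filter on low counts (324), at least 10 counts in every sample (265), limma voom (403), an adjusted p-value under 0.01 (317), the chromosome Y covariate (293), and leaving out *Senp1*-/- replicate 19 (395) or *Senp1*-/-;*Ripk1* D138N/D138N replicate 25 (405), 26 (403) or 27 (396). The others stayed above 1.5-fold. They were RLE factors (484), upper quartile factors (453), unadjusted p-values (474), no minimum fold change (980), only the 2 groups of a comparison (418), all 15 livers (437), haemoglobin genes removed (420), and leaving out *Senp1*-/- replicate 20 (461) or 21 (445) or *Senp1*+/+ replicate 22 (426), 23 (433) or 24 (431). Of the alternatives chosen after seeing the values, DESeq2 on only the 2 groups of a comparison gave 289, or 279 with its filtering aimed at 0.1, thinned counts gave 316 and removal of mitochondrial features gave 412, all within 1.5-fold. Features with at least 50% of their bases on the gene they name (25), features summed by GRCm38 gene (172) and removal of features covering haemoglobin genes (422) did not.

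The Venn diagram in Supplementary Fig. 5e gives about 430 genes lower in *Senp1*-/-;*Ripk1* D138N/D138N than in *Senp1*-/- livers, read by eye, which is the paper's value, and 659 features were lower here. Of the alternatives set before the data were examined, 11 gave a number within 1.5-fold of it. They were DESeq2 (556), library totals alone (340), no filter (548), at least 10 counts in every sample (430), an adjusted p-value under 0.01 (464), the chromosome Y covariate (435), only the 2 groups of a comparison (626), and leaving out *Senp1*-/- replicate 21 (639) or *Senp1*-/-;*Ripk1* D138N/D138N replicate 25 (592), 26 (590) or 27 (596). The others did not, namely RLE factors (743), upper quartile factors (700), limma voom (692), unadjusted p-values (815), no minimum fold change (1322), all 15 livers (658), haemoglobin genes removed (658), and leaving out *Senp1*-/- replicate 19 (723) or 20 (647) or *Senp1*+/+ replicate 22 (697), 23 (697) or 24 (698). Of the alternatives chosen after seeing the values, DESeq2 on only the 2 groups gave 432, or 427 with its filtering aimed at 0.1, thinned counts gave 483 and features summed by GRCm38 gene gave 318, all within 1.5-fold. Features with at least 50% of their bases on the gene they name (51), removal of mitochondrial features (650) and removal of features covering haemoglobin genes (660) did not.

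The paper states that *Col6a1* was increased in *Senp1* f/f;*Alb-Cre* livers. The *Col6a1* feature had a log2 fold change of 0.84 and an adjusted p-value of 0.119, and its adjusted p-values under the alternatives ranged from 9.8e-08 to 0.284. Of the alternatives set before the data were examined, it was called with DESeq2, without a filter on low counts, with an unadjusted p-value, with all 15 livers in 1 fit and without *Senp1* f/f;*Alb-Cre* replicate 33. Of those chosen after seeing the values, it was called with DESeq2's filtering aimed at 0.1 and with thinned counts.

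The paper states that the changes of the restored genes returned to WT levels. Of the 421 features, 48 were still called different between *Senp1*-/-;*Ripk1* D138N/D138N and *Senp1*+/+ livers, 45 of them higher in *Senp1*-/-;*Ripk1* D138N/D138N livers. The paper states that the mutation did not alter the lower expression of vessel genes. Of the 53 features, 6 were higher and 6 lower in *Senp1*-/-;*Ripk1* D138N/D138N than in *Senp1*-/- livers.

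The paper states that genes of apoptosis and the immune response were raised in *Senp1*-/- livers and restored in *Senp1*-/-;*Ripk1* D138N/D138N livers, and that genes of apoptosis and TNFR1 signaling were raised in *Senp1* f/f;*Alb-Cre* livers. By listed names, none of the Reactome sets of apoptosis, TNF signaling, cytokine signaling and innate immunity was over-represented in these lists at an adjusted p-value under 0.05. At an unadjusted p-value under 0.05, TNF signaling passed among the features higher in *Senp1*-/- livers (Fisher's exact p = 0.0372), and no set passed among those higher in *Senp1* f/f;*Alb-Cre* livers. Of the called features in these comparisons, 83.9% of those higher in *Senp1*-/- and 81.2% of those higher in *Senp1* f/f;*Alb-Cre* livers covered no exon base of the gene they name, so tests by listed names say little about the genes in the sets and are not evidence against the paper's statements. With features summed by the GRCm38 gene they cover, an alternative chosen after seeing the values, apoptosis held 4 of 38 genes among those higher in *Senp1*-/- livers with 4.68 expected, 0 of 38 among those also lower in *Senp1*-/-;*Ripk1* D138N/D138N livers with 1.28 expected, and 4 of 33 among those higher in *Senp1* f/f;*Alb-Cre* livers with 2.01 expected. None of the 4 sets passed there either, also not at an unadjusted p-value under 0.05, and TNF signaling had only 2 genes. The same limit of the names holds for the sets below. The paper states that blood vessel pathways were lower in *Senp1*-/- livers. Signaling by VEGF held 11 of 45 genes with 9.70 expected, and of the 15 sets none passed, with 1 at an unadjusted p-value under 0.05. Extracellular matrix organization, the set under 0.05 without adjustment, held 35 of 106 genes with 22.9 expected (Fisher's exact p = 0.0034, adjusted p = 0.0516). With all tested genes with an Entrez identifier as background, an alternative set before the data were examined, it passed at an adjusted p of 0.0258 with 21.8 expected. Summing features by the GRCm38 gene they cover was chosen after seeing the values. There extracellular matrix organization (58 of 85 genes, adjusted p = 3.6e-16) and collagen formation (17 of 23, adjusted p = 1.1e-05) passed. The paper states that several metabolic pathways were lower in *Senp1* f/f;*Alb-Cre* livers. Of the sets tested, bile acid and bile salt metabolism passed and lipid metabolism and the citric acid cycle did not.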

Other observations

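The tests of the annotation, of depth in the *Senp1*-/-;*Ripk1* D138N/D138N comparison and in the interferon genes, of handling at collection and of the scaling of marker sets in this part were chosen after the result was seen.

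Genes with high expression in liver had few counts, and names not known from liver had many. The nuclear features with the highest totals included those listed as *Olfr648*, *Topbp1*, *Dsg3*, *Kng1* and *Hras*. The *Olfr648* feature had a mean of 33662 CPM in fetal and 256 CPM in adult livers, and on GRCm38 its listed interval covered 508 bases of *Hbb-bs*. That listed as *Dsg3* covered 868 bases of *Ttr*, that listed as *Kng1* 293 bases of *Ahsg* and that listed as *Hras* 649 bases of *Cyp2e1*. Of the 100 nuclear features with the highest totals, 79 covered no exon base of the gene they name and 88 lay on an exon of another gene. A candidate explanation is that reads placed on GRCm38 were counted on the gene positions of GENCODE mouse release M26, which belong to another build. If so, nuclear counts should sit in the features whose listed interval touches a GRCm38 exon. These features held 98.6% of nuclear counts. The share was between 66.3% and 78.4% when the same intervals were shifted by 20, 50, 100 or 200 kb either way. Features with at least 100 bases on GRCm38 exons had 10 or more counts in 67.3% of cases, and features on no exon in 13.3%. Among the 85 features named for ribosomal protein genes, the 2 that covered their gene, *Rpl30* and *Rps20*, had 1026 and 2317 CPM in fetal livers, whereas the median of the other 83 was 0.535 CPM. These values are consistent with that explanation, under which most listed names would not be those of the genes whose reads were counted. No biological explanation was tested for this pattern. All 53 features listed under the blood vessel genes that the paper shows as lower in *Senp1*-/- livers were called lower, against 1760 of all 8462 features, although 24 of the 53 covered no exon base of that gene. The features listed as *Sharpin*, *Nfkb1*, *Tnfrsf1a* and *Tnfrsf9*, none of which covered its gene, were all called higher in *Senp1* f/f;*Alb-Cre* livers, as the paper states for these genes. The names in the paper may therefore be the listed ones. The numbers of called features do not depend on the names, but statements about a named nuclear gene do.

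*Senp1* exons on GRCm38 were covered by the features listed as *Asb8* (502 bases), *Ccdc184* (376), *Olfr288* (334) and *Gm44579* (131). With features summed by the GRCm38 gene they cover, *Senp1* was called higher in *Senp1*-/- than in *Senp1*+/+ livers (log2 fold change 2.10, adjusted p = 1.6e-08, edgeR) and lower in *Senp1*-/-;*Ripk1* D138N/D138N than in *Senp1*-/- livers (-2.58, adjusted p = 1.5e-10, edgeR). The values that follow are CPM of library totals. The *Asb8* feature had 45.6 ± 11.5 CPM (SD, n = 3) in *Senp1*-/-, 1.20 ± 1.42 CPM in *Senp1*+/+ and 3.51 ± 0.397 CPM in *Senp1*-/-;*Ripk1* D138N/D138N livers. That listed as *Ccdc184* had 16.9 ± 4.97 CPM in *Senp1*-/-, 17.3 ± 3.60 CPM in *Senp1*+/+ and 9.52 ± 3.11 CPM in *Senp1*-/-;*Ripk1* D138N/D138N livers. In adult livers, that listed as *Ccdc184* had 2.07 ± 0.160 CPM in *Senp1* f/f and 0.940 ± 0.428 CPM in *Senp1* f/f;*Alb-Cre* livers, that listed as *Asb8* had 5.53 ± 0.932 CPM and 3.15 ± 1.53 CPM, and that listed as *Olfr288* had 0.505 ± 0.480 CPM and 0.735 ± 0.407 CPM. Summed by gene, *Senp1* had a log2 fold change of -0.91 in adult *Senp1* f/f;*Alb-Cre* against *Senp1* f/f livers (adjusted p = 0.123, edgeR) and was not called. *Ripk1* exons were covered over 16 bases by the feature listed as *Serpinb6e*, which had 7.85 ± 3.76 CPM in *Senp1*-/-, 12.8 ± 2.72 CPM in *Senp1*+/+ and 11.6 ± 2.77 CPM in *Senp1*-/-;*Ripk1* D138N/D138N livers.

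For genes that the paper measured by RT-PCR, the features listed as *Il1a*, *Cxcl1*, *Ccl2* and *Epor* had 0 counts in fetal livers, that listed as *Tnf* 1 count and that listed as *Ccl5* 41 counts, all too few to test. The *Epo* feature, with 120 of its 855 bases on *Epo* exons, had 37 counts in the 9 fetal livers. Its means were 1.59 ± 0.313 CPM (SD, n = 3) in *Senp1*+/+, 3.08 ± 3.05 CPM in *Senp1*-/- and 2.11 ± 1.27 CPM in *Senp1*-/-;*Ripk1* D138N/D138N livers. The *Il1b* feature, over 193 bases of *Slc20a1*, had 204 ± 14.6 CPM in *Senp1*+/+, 337 ± 14.9 CPM in *Senp1*-/- and 253 ± 6.85 CPM in *Senp1*-/-;*Ripk1* D138N/D138N livers. Its log2 fold change was 0.72 for *Senp1*-/- against *Senp1*+/+ livers (adjusted p = 1.0e-08, edgeR) and -0.41 for *Senp1*-/-;*Ripk1* D138N/D138N against *Senp1*-/- livers (adjusted p = 7.8e-05, edgeR), the second under the fold change limit. In adult livers it had 28.3 ± 7.74 CPM in *Senp1* f/f;*Alb-Cre* and 26.1 ± 2.80 CPM in *Senp1* f/f livers, a log2 fold change of 0.00 (adjusted p = 0.992, edgeR). The features listed as *Il1a*, *Tnf*, *Cxcl1* and *Ccl2* had 0 counts in adult livers. The *Ripk1* feature had a log2 fold change of -0.29 in adult livers (adjusted p = 0.483, edgeR). The *Col15a1* feature, higher in adult *Senp1* f/f;*Alb-Cre* livers, was lower in *Senp1*-/- than in *Senp1*+/+ fetal livers (log2 fold change -2.19) and lower again in *Senp1*-/-;*Ripk1* D138N/D138N livers (-1.93 against *Senp1*-/-). Replicates differed less in *Senp1*+/+ and *Senp1*-/-;*Ripk1* D138N/D138N fetal livers than in adult *Senp1* f/f;*Alb-Cre* livers, with a chi-square per degree of freedom of 1.39 to 1.71 between pairs against 6.37 to 14.7.

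The 421 features were selected as higher in *Senp1*-/- livers and then compared with the same *Senp1*-/- libraries, which alone can produce a fall. When the features were selected with 2 *Senp1*-/- libraries and the fall to *Senp1*-/-;*Ripk1* D138N/D138N livers was measured with the third, the median log2 fold changes over all selected features were -0.56, -0.41 and -0.40, against -0.52 with all libraries. The selected features were lower in *Senp1*-/-;*Ripk1* D138N/D138N livers in 86.2% to 89.0% of cases, against 97.3% with all libraries, and the median over all features was between 0.02 and 0.04. Shared libraries may thus account for part of the fall, but not for all of it. Over 100 regroupings of the 9 fetal libraries, the real one included, 3 gave an overlap of at least 421 features and 5 gave a share of at least 38.7%. The largest other overlap was 849 features and the largest other share 90.7%, and the median of the others was 0. Only 7 of the 100 regroupings had at least 50 higher features and the median over all but the real one was 0 higher features, so these counts mostly show how often a regrouping has called features at all and do not test the size of the share. Apart from the real grouping, 1 draw kept the libraries of each genotype together, and it gave as many.

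*Senp1*-/-;*Ripk1* D138N/D138N libraries were deeper than *Senp1*-/- libraries. With all libraries thinned to the smallest, 1034 features were called between *Senp1*-/-;*Ripk1* D138N/D138N and *Senp1*-/- livers, against 1436, so depth alone does not account for the difference. Within 10 Mb of *Senp1*, 35 of 110 tested features were called between *Senp1*-/- and *Senp1*+/+ livers, or 31.8% against 33.7% elsewhere (one-sided Fisher's exact p = 0.694). Within 10 Mb of *Ripk1*, 6 of 32 were called between *Senp1*-/-;*Ripk1* D138N/D138N and *Senp1*-/- livers, or 18.8% against 17.0% elsewhere (one-sided Fisher's exact p = 0.466). A chromosome segment carried along with either allele was thus not detectable.

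Tissue next to the liver in the *Senp1*+/+ samples was weighed as a source of the features lower in *Senp1*-/- livers. Only 16.2% of the markers of 6 tissues (6 of 37) had a value on GRCm38 genes, too few for the test set for them. The skeletal and heart muscle markers *Ttn*, *Myod1* and *Myl3* had 14.3 to 15.7, 21.5 to 30.8 and 32.4 to 72.7 CPM in the *Senp1*+/+ livers, against means of 0, 0 and 0.827 CPM in *Senp1*-/- livers and 0 CPM in *Senp1*-/-;*Ripk1* D138N/D138N livers. The pancreas marker *Cpa1* had 116 to 142 CPM in *Senp1*+/+ livers, with means of 39.8 CPM in *Senp1*-/- and 12.7 CPM in *Senp1*-/-;*Ripk1* D138N/D138N livers. The gut markers *Cdh17* and *Cdx2* had 10.4 to 19.7 and 7.39 to 14.3 CPM in *Senp1*+/+ livers, with means of 51.4 and 40.0 CPM in *Senp1*-/- and 1.89 and 2.19 CPM in *Senp1*-/-;*Ripk1* D138N/D138N livers. The muscle markers with a value thus had counts in every *Senp1*+/+ sample and almost none in the other genotypes, as muscle tissue in the *Senp1*+/+ samples would give. Other tissue in some of the samples may contribute to the differences between genotypes, and the differences cannot be told apart from it. Of the markers of 5 cell types, 23.7% (9 of 38) had a value, so the test set for the proportion of cell types could not be made either. In sets outside these 5, all 4 of 8 mesothelium and mesenchyme markers with a value were called lower in *Senp1*-/- than in *Senp1*+/+ livers (median log2 fold change -2.55), as were 3 of the 4 of 8 endothelium markers with a value (median -1.38). The numbers of markers called lower were the same with RLE factors, upper quartile factors and library totals alone. The medians stayed negative and moved most with library totals alone, to -2.98 and -1.81. Fewer such cells in the *Senp1*-/- samples may thus be a source of the lower vessel and matrix features, which cannot be told apart from a lower expression per cell. The sex of the embryos could not be read from 1 to 7 counts per fetal library on chromosome Y markers. The marker features covered 34315 bases of the genes they name, so their positions alone do not explain the few counts. No library of known sex was at hand to show how many counts a male liver gives. A covariate made from these few counts gave 435 features lower in *Senp1*-/-;*Ripk1* D138N/D138N than in *Senp1*-/- livers, against 659. The counts were 1, 2 and 1 in *Senp1*-/- and 7 in each of the *Senp1*-/-;*Ripk1* D138N/D138N livers, so this covariate overlaps with genotype and the change carries no information on sex, which was not tested.

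Interferon genes were tested on features summed by GRCm38 gene. Of 37 in the interferon signaling set, 12 were higher in *Senp1*-/-;*Ripk1* D138N/D138N than in *Senp1*-/- livers, with 4.40 expected (one-sided Fisher's exact p = 0.000700, not adjusted, in a set chosen after the features were seen). After thinning it was 10 of 35, with 3.31 expected (p = 0.000957, Fisher's exact test), so depth alone does not account for it. By listed names it was 8 of 44 (p = 0.0303, Fisher's exact test). Against *Senp1*+/+ livers, 8 of 37 were higher in *Senp1*-/-;*Ripk1* D138N/D138N livers (p = 0.000278, Fisher's exact test), and 9 were lower in *Senp1*-/- than in *Senp1*+/+ livers, with 9.50 expected (p = 0.638, Fisher's exact test). The proportion of cell types and the litter, which could not be tested, may also be sources of this difference.

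In adult livers, time of day and handling at collection were weighed as sources of the differences. Of the clock genes, 46.2% (6 of 13) had a value, with 3 higher and 1 lower in *Senp1* f/f;*Alb-Cre* livers. The higher ones were *Nr1d2* (log2 fold change 1.95), *Per3* (1.21) and *Tef* (0.60), and the lower one was *Arntl* (-2.89). *Clock* and *Per2* were not called. The feature listed as *Tnfrsf9* lies on *Per3*. Of the immediate early genes, 42.9% (3 of 7) had a value, and all 3 were lower in *Senp1* f/f;*Alb-Cre* livers (median log2 fold change -1.52). Both fell short of the 80% of markers set for the tests, and the differences between *Senp1* f/f;*Alb-Cre* and *Senp1* f/f livers cannot be told apart from these sources.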
